# Ototoxicity-induced c-Fos activation underlies the regenerative capacity of the vestibular sensory epithelia

**DOI:** 10.1186/s12964-025-02446-y

**Published:** 2025-10-08

**Authors:** Yunzhong Zhang, Dan You, Chenhao Che, Xinyuan Wang, Huawei Li, Yi-Quan Tang, Shan Sun

**Keywords:** c-Fos, Hair cell regeneration, AP-1 transcription factor, Notch signaling, Wnt signaling, Atoh1, Vestibular function, Inner ear

## Abstract

The mammalian inner ear exhibits a striking dichotomy in regenerative capacity: while vestibular hair cells retain limited ability to regenerate, cochlear hair cells permanently lose this potential after birth. Exploiting this disparity, we employed single-cell comparative transcriptomics combined with lineage tracing to identify c-Fos as a critical early responder selectively activated in the vestibular epithelium following ototoxic injury. Transcriptomic and chromatin profiling revealed that c-Fos initiates regenerative reprogramming by transcriptionally priming *Atoh1*, the master regulator of hair cell fate, while synergizing with the Wnt and Notch pathways to balance progenitor proliferation and trans-differentiation. Functional validation showed that c-Fos overexpression significantly promoted vestibular hair cell regeneration and restored balance function in adult mice. Our findings establish c-Fos as a molecular switch bridging acute injury responses to tissue repair and highlight its potential as a therapeutic target for vestibular rehabilitation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-025-02446-y.

## Introduction

Hearing and balance disorders caused by the irreversible loss of sensory hair cells in the cochlea and vestibular system represent a significant global health burden, affecting over 1.5 billion people worldwide. In mammals, including humans, the regenerative capacity of inner ear hair cells exhibits a striking dichotomy: vestibular hair cells retain partial regenerative potential, while cochlear hair cells lose this capacity postnatally. This disparity has profound clinical implications, as cochlear hair cell loss underlies most cases of sensorineural hearing loss, whereas vestibular dysfunction contributes to severe symptoms such as vertigo and imbalance. Elucidating the molecular and cellular mechanisms underlying this divergence is critical for developing regenerative therapies.

Early studies have shown that non-mammalian vertebrates can regenerate hair cells via supporting cells proliferation and trans-differentiation [1]. For instance, birds are able to replace lost hair cells by reactivating cell‐cycle pathways [2–4]. In contrast, mammalian cochlear supporting cells exit the cell cycle during early development and remain terminally differentiated. In the mammalian cochlea, persistent expression of cell cycle inhibitors such as p27^Kip1^ and retinoblastoma protein locks supporting cells in a quiescent state, thereby preventing them from re‐entering the cell cycle after damage [5–7]. However, vestibular supporting cells in mammals appear to be less stringently regulated. Although they also express cell cycle inhibitors, they retain a limited ability to proliferate and differentiate into hair cells after injury [8, 9]. These findings suggest intrinsic differences in the regulatory mechanisms governing the two sensory epithelia.

At the molecular level, the transcription factor *Atoh1* is essential for hair cell differentiation [10, 11]. In the cochlea, *Atoh1* expression is tightly suppressed in mature supporting cells, likely contributing to their failure to trans-differentiate into hair cells. In contrast, the vestibular epithelium provides a more permissive environment for *Atoh1* reactivation, enabling partial hair cell regeneration following damage [12]. Additionally, differences in the activity of signaling pathways—such as Notch and Wnt—further contribute to this regenerative disparity. In the cochlea, Notch signaling reinforces the supporting cell phenotype, while in the vestibule Wnt pathway activation may promote regeneration by facilitating both cell proliferation and trans-differentiation [13]. Despite these insights, the mechanisms by which ototoxic damage initiates vestibular but not cochlear regeneration remain poorly understood.

In this study, we performed single-cell comparative transcriptomics on acutely damaged cochlear and utricular tissues to identify gene signatures associated with vestibular repair. Our analysis revealed that c-Fos, a canonical immediate-early gene [14], is pivotal for vestibular tissue repair and cell survival [15]. Following ototoxic injury, vestibule-specific c-Fos activates *Atoh1* and synergizes with Wnt/Notch signaling to balance progenitor cell proliferation and trans-differentiation [16, 17]. Overexpression of c-Fos via intratympanic delivery in adult mice leads to robust utricular hair cell regeneration and functional recovery. These findings establish c-Fos as a molecular switch linking acute injury responses to regenerative reprogramming in the vestibular epithelia, thus underscoring distinct repair mechanisms in vestibular versus cochlear systems and suggesting new therapeutic targets for vestibular disorders.

## Results

### Ototoxic injury induces *Fos* expression in the utricle but not the cochlea

To investigate the molecular mechanisms underlying the differential regenerative capacities of the cochlear and the vestibular systems, we performed a single-cell comparative transcriptomic analysis of mouse cochlear and utricular tissues following ototoxic injury (Fig. 1A). Our analysis revealed marked differences in transcription factor activity, most notably in *Fos*. Using single-cell regulatory network inference and clustering (SCENIC) [18], we found robust activation of *Fos* in vestibular sensory epithelial cells, whereas *Fos* remained largely inactive in the cochlear epithelium (Figs. 1B–D). The top five core targets of this regulon, ranked by association score, were *Hes1*, *Sparc*, *Cntn1*, *Ush1c*, and *Jund*, and notably included the key hair cell fate determinants *Atoh1* and *Pou4f3*. Violin plot analysis confirmed a significant increase in *Fos* expression in the utricular sensory epithelia compared to the cochlea following injury (Fig. 1E). Furthermore, temporal analysis of the regenerating utricle indicated that *Fos* expression progressively increased along the pseudotime trajectory, corresponding with the period of cellular reprogramming (Figs. 1F-H).

**Fig. 1:**
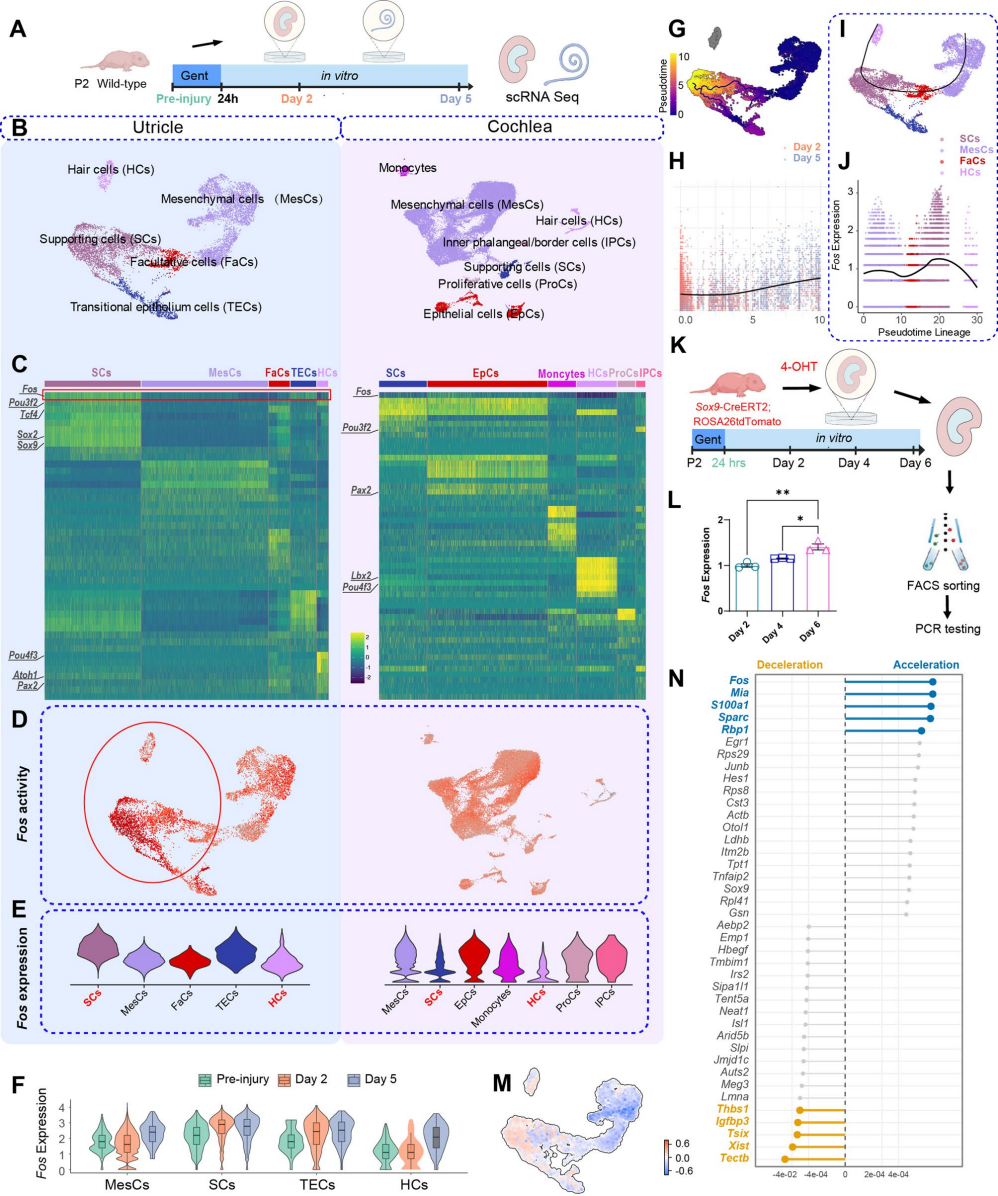
*Fos* is identified as a key regulator of inner ear regeneration by single-cell transcriptomic analysis (**A**) Utricles and cochleae were harvested from postnatal day 2 (P2) mice and cultured *ex vivo.* To induce damage, cochlear explants were treated with gentamicin for 6 h, while utricular explants were treated for 24 h. Following the injury period, samples were collected for single-cell RNA sequencing (scRNA-seq) at 2- and 5- days post-injury (B-C) Global transcriptomic landscape of inner ear regeneration. **B** UMAP (Uniform Manifold Approximation and Projection) plots of integrated scRNA-seq data from regenerating utricles and cochleae, combining the 2- and 5-day post-injury time points to visualize distinct cell clusters. **C** Heatmaps of predicted transcription factor activities (via SCENIC analysis), highlighting the top 10 active regulons for each cell cluster (**D**-**J**) *Fos* is a key transcription factor upregulated during regeneration. **D** Feature plot showing high *Fos* regulon activity (SCENIC AUC scores) projected onto the UMAP coordinates. **E**-**F** Violin plots comparing *Fos* transcript expression across different cell populations (**E**) and time points (**F**) (pre-injury control, 2-days, and 5-days post-injury in utricle explants), revealing its robust upregulation in supporting cells during utricle regeneration. **G** Pseudotime trajectory analysis of regenerating utricular cells, constructed using Monocle 3 on the integrated UMAP embeddings from 2- and 5-day post-injury utricle explants. **H** Expression profile of *Fos* along the pseudotime trajectory, revealing a sustained upregulation. **I**-**J** Trajectory inference using Slingshot confirms *Fos* as an initiator of the regenerative program. **I** Slingshot delineates the differentiation trajectory of regenerating cells. **J** Projection of *Fos* expression onto the Slingshot trajectory (**K**-**L**) qPCR validation of *Fos* upregulation in the supporting cell lineage. **K** Schematic of the experimental design for qPCR validation. Utricles from *Sox9*-CreERT2; Ai14-tdTomato (*Sox9*TM) mice were damaged with gentamicin in vitro. 4-OHT was added to the medium to label the supporting cell lineage. At 2, 4, and 6 days post-injury, tdTomato-positive cells were isolated by FACS for qPCR analysis. **L** qRT-PCR analysis of sorted tdTomato-positive cells shows that *Fos* mRNA expression progressively increases over the 6-day regeneration period (one-way ANOVA with Tukey’s post-hoc test, *n* = 3 per condition) (M-N) Dynamic modeling of *Fos* activity in the regenerating utricle. **M** RNA velocity analysis revealing a robust induction of *Fos* expression in hair cells and supporting cells. **N** Lollipop plots quantifying the top 20 genes exhibiting the highest rates of RNA acceleration and deceleration in supporting cells during utricle regeneration. *p < 0.05, **p < 0.01 Data are shown as the mean ± SEM

To map the regenerative lineage, Slingshot analysis reconstructed the trans-differentiation trajectory from supporting cells to hair cells (Fig. 1I). *Fos* expression was highest at the onset of this trajectory within the initial supporting cell progenitors and was subsequently downregulated along the path toward the hair cell fate (Fig. 1J), reinforcing its role as a transient initiator of regeneration. To validate these dynamics in the source cell population, we cultured neonatal utricles from *Sox9*-CreERT2; Ai14-tdTomato (hereafter referred to as *Sox9*TM) reporter mice. Following the induction of ototoxic damage, we activated Cre recombinase with tamoxifen. Subsequent isolation of these newly-labeled tdTomato^+^ cells and quantitative real-time reverse transcription PCR (qRT-PCR) analysis confirmed that *Fos* transcripts were progressively upregulated (Figs. 1K-L).

Using RNA velocity analysis, we observed that *Fos* exhibited significantly increased transcriptional velocity in utricular sensory epithelial cells—including both hair cells and supporting cells—indicating its active upregulation during regeneration. Complementary analysis with the Dynamo framework [19] revealed that supporting cells displayed the highest RNA acceleration for *Fos* (Figs. 1M-N), implicating *Fos* as a key regulator of cell fate decisions during regeneration.

To identify and track cells that express *Fos*, we employed *Fos*-CreERT2 knock-in mice crossed with the Ai14 tdTomato reporter (*Fos*-CreERT2-tdTomato, hereafter referred to as *Fos*TM) for lineage tracing. In this system, CreERT2 is driven by the endogenous *Fos* promoter, allowing for permanent tdTomato labeling of *Fos*-expressing cells upon 4-hydroxytamoxifen (4-OHT) induction. Following 4-OHT administration at P2, *Fos* expression in the cochlea at P7 was confined to spiral ganglion neurons. In contrast, vestibular epithelia showed additional *Fos*-driven tdTomato labeling in PVALB-positive Type I hair cells during the neonatal developmental stage (Figs. 2A-E, Supplementary Figs. S1A-B).

**Fig. 2:**
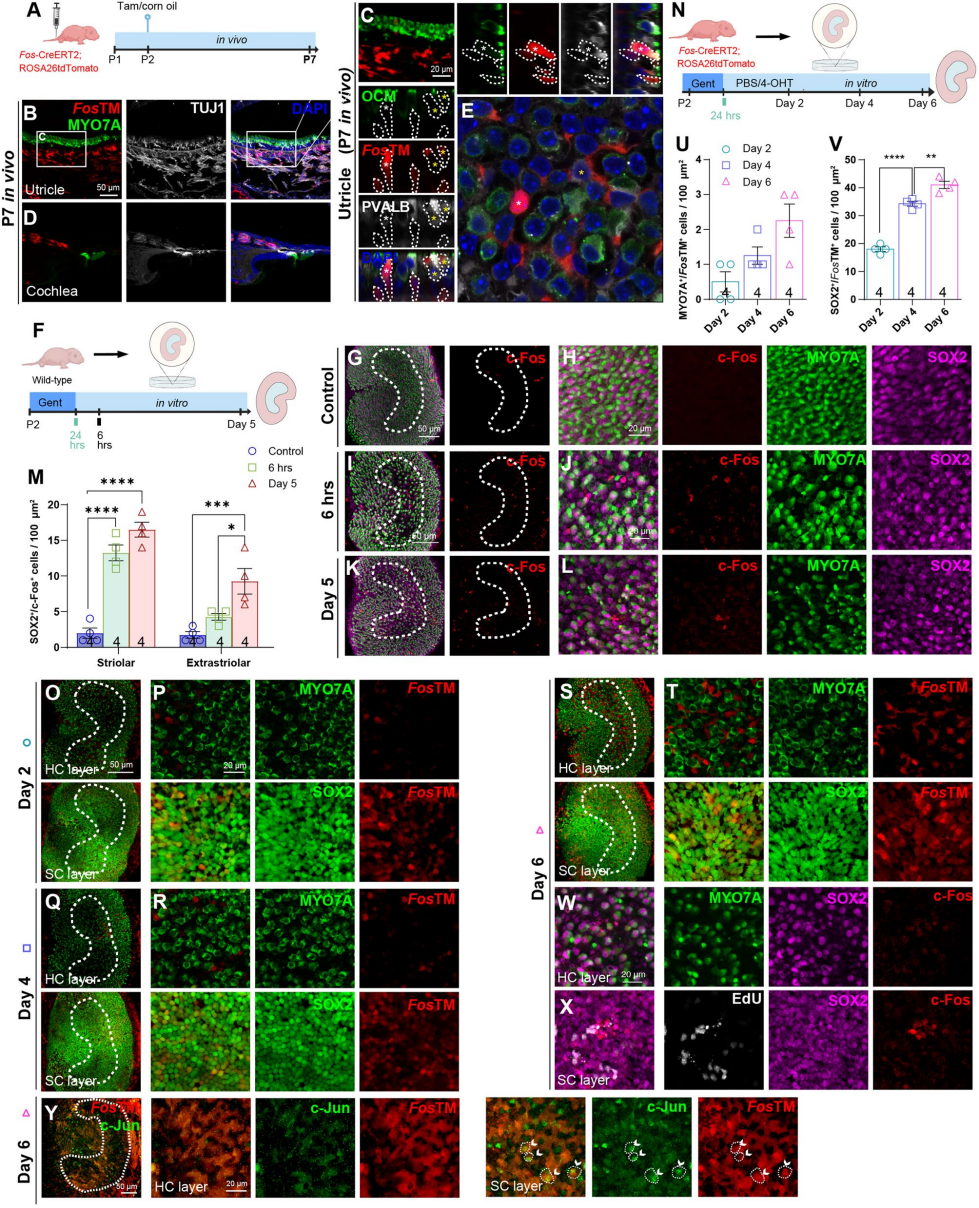
Temporal and spatial analysis of ***Fos*** expression in developing and injured inner ear sensory epithelia (**A**-**E**) In vivo analysis of *Fos* expression during postnatal inner ear development. **A** Schematic of the in vivo fate-mapping design. Tamoxifen (Tam) was administered at P2 to *Fos*-CreERT2; Ai14-tdTomato mice (*Fos*TM), with tissue collection at P7. **B**-**D** Representative images of P7 tissues showing *Fos*-driven tdTomato expression (*Fos*TM, red). **B** Low-magnification view of utricular sections. **C** Magnified view of the utricle from (**B**), showing *Fos*TM co-expression with the hair cell marker MYO7A (green). **D** View of the cochlea sections showing *Fos*TM co-expression with the neuronal marker TUJ1 (white). **E** High-magnification of the utricle striolar region showing co-labeling of *Fos*TM with PVALB (white) (**F**-**M**) c-Fos protein is upregulated in utricle explants following ototoxic injury. **F** Schematic of the ex vivo utricular explant injury model. **G**-**L** Representative images showing c-Fos protein immunofluorescence (red). **G**-**H** show the undamaged control group, while (**I**-**L**) shows gentamicin-damaged explants 6 h (**I**-**J**) and 5 days (**K**-**L**) post injury. **H**, **J**, **L** Higher magnification views of the striolar regions from (**G**, **I**, **K**), respectively. **M** Quantification of c-Fos^+^/SOX2^+^ cells in the striolar and extrastriolar regions, showing a significant increase after damage (two-way ANOVA with Bonferroni’s post-hoc test, *n* = 4 per condition) (**N**-**V**) Temporal analysis of *Fos*-lineage cells in the regenerating utricle explants using the *Fos*TM reporter line. **N** Schematic of the ex vivo utricular explant injury model. Following gentamicin (Gent) damage, explants were cultured in medium continuously supplemented with 4-OH-tamoxifen (4-OHT), with tissue collection at 2, 4, and 6 days post-injury. **O**-**T** Time-course of *Fos*TM expression after injury in the ex vivo cultured utricles. Representative images show colocalization with MYO7A (white) and SOX2 (red, supporting cells). **P**, **R**, **T** are magnified views of the striolar region. **U**-**V** Quantification of MYO7A^+^/*Fos*TM^+^ cells (**U**) and SOX2^+^/*Fos*TM^+^ cells (**V**), showing a progressive increase over 6 days post-injury (One-way ANOVA with Tukey’s HSD post-hoc test) (**W**-**X**) c-Fos acts as a transient regenerative initiator, with its expression restricted to progenitors. At day 6 post-injury, c-Fos (red) is downregulated in hair cells (MYO7A, green) (**W**), yet is expressed in the supporting cell layer (SOX2, magenta; EdU, white) (**X**) (**Y**) Co-localization of the *Fos*-lineage marker and c-Jun in regenerating cells. Representative images showing co-localization of *Fos*TM (red) and its binding partner c-Jun (green) at day 6 post-injury in the hair cell layers and supporting cell layers. White arrows indicate double-positive cells **p < 0.01, ****p < 0.0001. Data are shown as the mean ± SEM. Scale bars = 50 μm (low magnification) and 20 μm (high magnification)

Our analysis of gentamicin-damaged auditory explants revealed a different c-Fos response between the utricle and cochlea. As early as 6 h post-injury, we observed an acute and significant increase in c-Fos^+^/SOX2^+^ cells within the utricular sensory epithelium, a response that persisted through Day 5. These cells were concentrated in the striola-a region known for its robust regenerative potential (Figs. 2F-M). Conversely, this immediate c-Fos protein expression was not detected in cochlear explants (Supplementary Figs. S1C-E).

To further validate this, we utilized the *Fos*TM lineage-tracing mouse, which confirmed this region-specific *Fos* activation. Following damage, vestibular tissues exhibited robust *Fos* activation, whereas cochlear *Fos* expression was restricted to spiral ganglion neurons (Supplementary Figs. S1C, F). Temporal analysis from P2 to P6 then showed a gradual increase in hair cells (MYO7A^+^) and supporting cells (SOX2^+^) derived from the *Fos* lineage within the utricular striola (Figs. 2N-V). Furthermore, analysis of gentamicin-damaged utricular explants revealed that c-Fos protein was prominently expressed within the supporting cell layer, where it co-localized with a subset of proliferating cells. In contrast, its expression was downregulated in the hair cell layer.

Further protein expression analysis of gentamicin-damaged utricular explants revealed a spatially distinct and transient pattern for c-Fos, consistent with its role as a regenerative initiator. The protein was expressed in the supporting cell layer, but was expressed at low levels in the hair cell layer. This pattern is consistent with its role as a transient initiator that becomes downregulated as supporting cells begin to trans-differentiate into hair cells (Figs. 2W-X).

Notably, both *Fos* lineage-traced cells and c-Jun were enriched and co-localized in the striolar epithelium (Fig. 2Y), suggesting that c-Fos and c-Jun may function cooperatively as AP-1 transcriptional complexes to mediate gene expression in response to ototoxic injury. Taken together, these findings suggest that ototoxic injury selectively triggers *Fos* expression in the utricle but not in the cochlea, underscoring inherent differences in the molecular pathways regulating hair cell regeneration between these two sensory systems.

### *Fos* is required for utricular hair cell regeneration and survival

To investigate the role of *Fos* in initiating hair cell regeneration following injury, we employed an adeno-associated virus (AAV)-mediated shRNA knockdown strategy (AAV-*Fos* shRNA) in gentamicin-damaged utricular explants (Fig. 3A). To validate the efficacy of this knockdown strategy, we observed its effect in *Fos*TM reporter mice. This approach resulted in a marked decrease in the number of tdTomato-positive cells observed across the sensory epithelium (Figs. 3B, F). qRT-PCR revealed a significant decrease in *Fos* transcripts, and correspondingly, c-Fos protein levels were shown to be substantially reduced by both Western blot and immunofluorescence analyses.

**Fig. 3:**
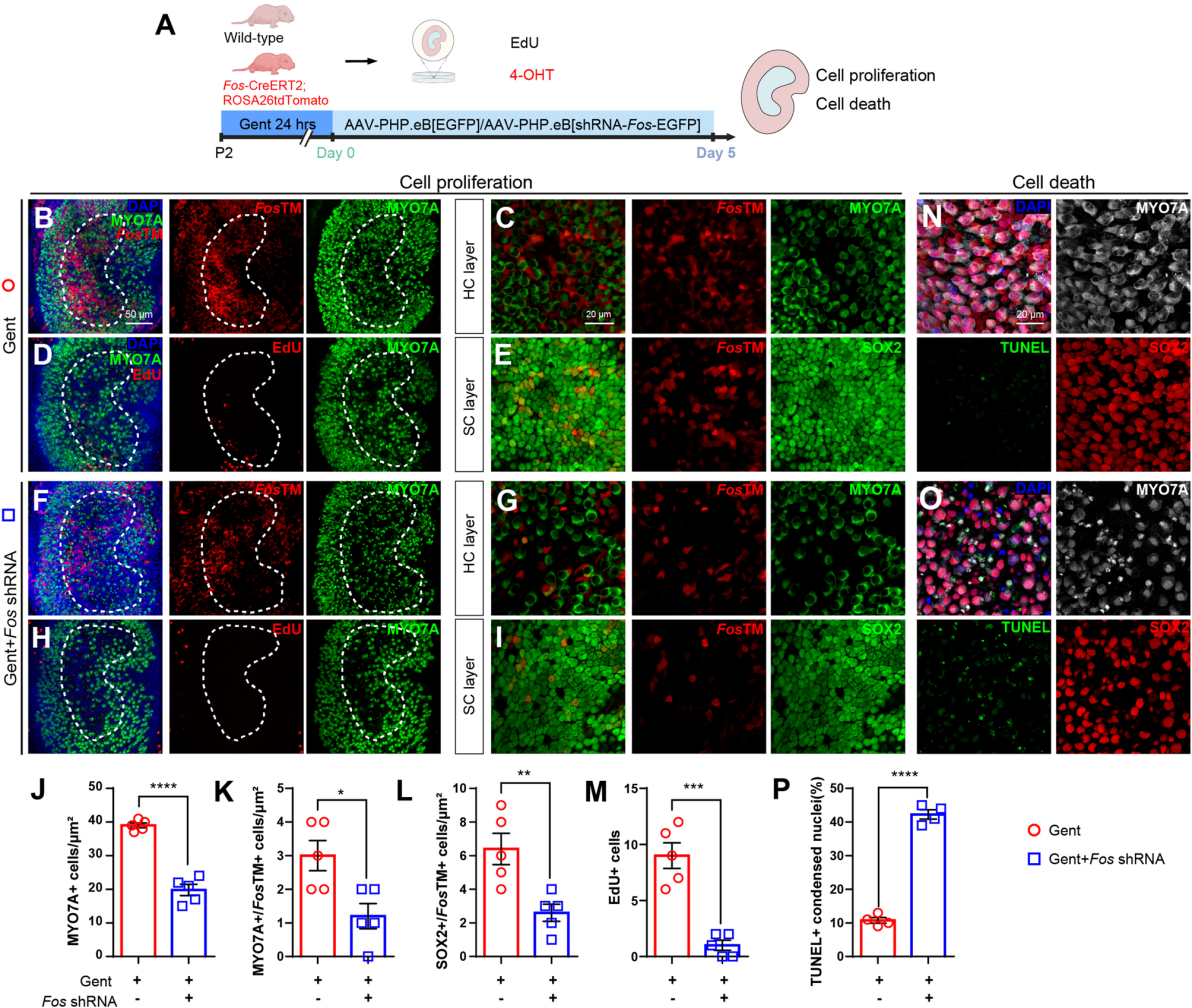
*Fos* Knockdown impairs hair cell regeneration and survival in vestibular epithelia (**A**) Schematic of the ex vivo knockdown experiment design. Utricles from P2 *Fos*TM and wild-type mouse were damaged with gentamicin (Gent), then transduced with either a control AAV (AAV-EGFP) or an AAV expressing a *Fos*-targeting shRNA (AAV-*Fos* shRNA). Explants were subsequently cultured for 5 days in medium containing both EdU and 4-OHT for the entire duration (B-I) *Fos* knockdown impairs hair cell regeneration and supporting cell maintenance. Representative confocal images of utricles treated with Control AAV (**B**-**E**) or AAV-Fos shRNA **F**-**I**. **B**, **F** Low-magnification views of the hair cell layer showing MYO7A^+^ hair cells (green) and *Fos*-lineage cells (*Fos*TM, red) in the hair cell layer. **C**, **G** Higher magnification views of the striolar region from (**B**) and (**F**), respectively. **D**, **H** Low-magnification views of the supporting cell layer showing EdU^+^ proliferating cells (red). **E**, **I** Striolar regions higher magnification views of the supporting cell layer from (**D**) and (**H**) (**J**-**M**) Quantification of cellular changes following *Fos* knockdown. Quantification of cell populations in the striolar region reveals that *Fos* knockdown significantly reduced the number of MYO7A^+^ cells (**J**), MYO7A^+^/*Fos*TM^+^ cells (**K**), SOX2^+^/*Fos*TM^+^ supporting cells (**L**), and total EdU^+^ proliferating cells in the striolar region (**M**) compared to control AAV group (unpaired Student’s t-tests, *n* = 5 per condition) (**N**-**P**) TUNEL assay showing cell death in the Gent-control (AAV-EGFP) (**N**) and AAV-*Fos* shRNA-transduced groups (**O**) with DAPI, MYO7A, TUNEL, and SOX2 labeling. Quantification of TUNEL^+^ condensed nuclei in (**P**) showed significantly increased cell death in the AAV-*Fos* shRNA-transduced group (unpaired Student’s *t*-tests, *n* = 4 per condition) *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are shown as the mean ± SEM. Scale bars = 50 μm (low magnification) and 20 μm (high magnification)

Following gentamicin-induced damage, *Fos* knockdown significantly compromised the regenerative capacity of the utricular epithelium (Figs. 3B-M). Quantitative assessments revealed substantial decreases in both MYO7A⁺/*Fos*TM⁺ cells and SOX2⁺/*Fos*TM⁺ cells (Figs. 3K-L). These findings suggest that *Fos* is critical not only for the generation of new hair cells but also for the maintenance of supporting cells, which serve as progenitors for trans-differentiation. Furthermore, EdU incorporation assays demonstrated that *Fos* knockdown suppressed cell proliferation in damaged explants (Figs. 3D, H, M), while TUNEL assays revealed an increase in apoptosis as indicated by an elevated number of TUNEL⁺/DAPI⁺ nuclear fragments (Figs. 3N-P).

Taken together, these findings demonstrate that *Fos* knockdown hinders both the proliferation of progenitor cells and the trans-differentiation processes that are essential for hair cell formation, while concurrently promoting apoptotic cell death.

### *Fos* overexpression promotes utricular hair cell regeneration post-injury

To assess whether *Fos* activation is sufficient to promote hair cell regeneration, we transduced the sensory epithelium of gentamicin-damaged utricular explants with AAV-PHP.eB vectors carrying either a *Fos* expression plasmid (AAV-*Fos* OE) or a control AAV-CMV-EGFP construct (Fig. 4A, Supplementary Fig. S2). The overexpression was confirmed at both the transcript and protein levels, with qPCR detecting upregulated *Fos* transcripts (Supplementary Fig. S2L), and both Western blot and immunofluorescence showing increased c-Fos protein (Supplementary Figs. S2M-R). In *Fos*TM reporter mice, AAV-*Fos* OE transduction led to a markedly enhanced number of tdTomato-positive cells in both the hair cell and supporting cell layers (Figs. 4B-J). Quantitative analysis demonstrated that *Fos* overexpression significantly improved utricular regeneration, with increased numbers of MYO7A^+^/*Fos*TM^+^ cells and SOX2^+^/*Fos*TM^+^ cells compared to controls (Figs. 4H-J).

**Fig. 4:**
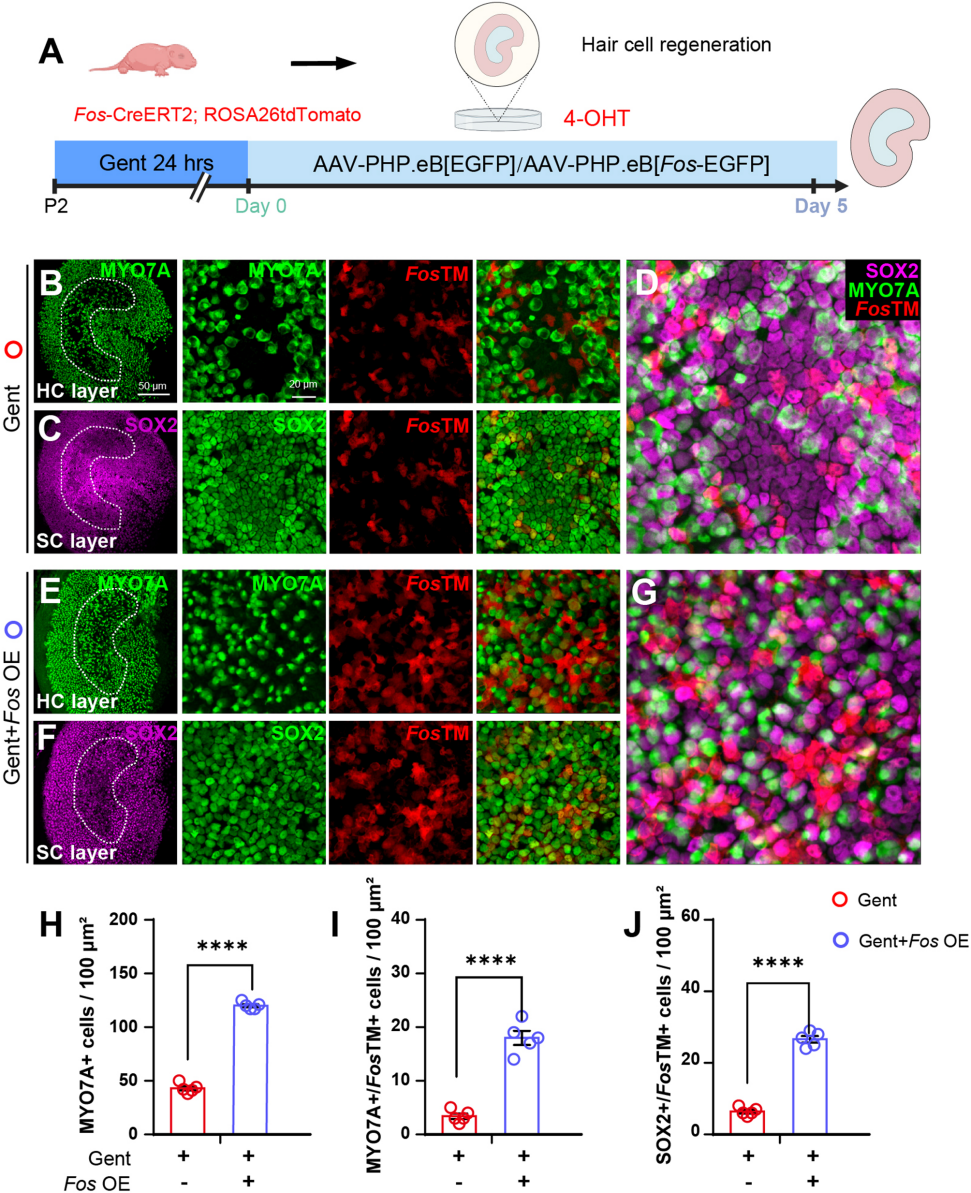
AAV-mediated *Fos* overexpression enhances hair cell regeneration in the vestibular epithelia (**A**) Schematic of the ex vivo overexpression experiment. Utricles from P2 *Fos*TM mice were damaged with gentamicin (Gent), then transduced with either a control AAV (AAV-EGFP) or an AAV expressing *Fos* (AAV-*Fos* OE). For the entire 5-day culture period, the medium was supplemented with EdU and 4-OHT (B-G) Representative confocal images of utricles treated with Control AAV (**B**-**D**) or AAV-Fos OE **E**-**G**. Images show co-labeling of *Fos*-lineage cells (*Fos*TM, red) with MYO7A (hair cells, white) and SOX2 (supporting cells, green), presented as separate projections of the hair cell and supporting cell layers. **D**, **G** Higher magnification images of the striolar region (**H**-**J**) Quantification of cellular changes following *Fos* overexpression. Bar plots quantifying the significant increase in the number of total MYO7A^+^ cells (**H**), MYO7A^+^/*Fos*TM^+^ hair cells (**I**), and SOX2^+^/*Fos*TM^+^ supporting cells (**J**) in the AAV-*Fos* OE group compared to control AAV group (unpaired Student’s *t*-tests, *n* = 4 per condition) ****p < 0.0001. Data are shown as the mean ± SEM. Scale bars = 50 μm (low magnification) and 20 μm (high magnification)

EdU incorporation assays revealed that *Fos* overexpression enhanced proliferation in the regenerating epithelium (Figs. 5A-H). Specifically, we observed MYO7A^+^/*Fos*TM^+^/EdU^+^ cells (Fig. 5F-G), indicating new hair cells derived from dividing progenitors, and SOX2^+^/EdU^+^ cells, confirming supporting cells proliferation (Fig. 5G). Immunofluorescence analysis identified rare but significant F-actin^+^/Ki67^+^/EGFP^+^/MYO7A^+^ cells alongside abundant F-actin^+^/EGFP^+^/MYO7A^+^ cells (Figs. 5I-K), collectively demonstrating robust proliferation and successful hair cell regeneration in *Fos*-enriched regions.

**Fig. 5:**
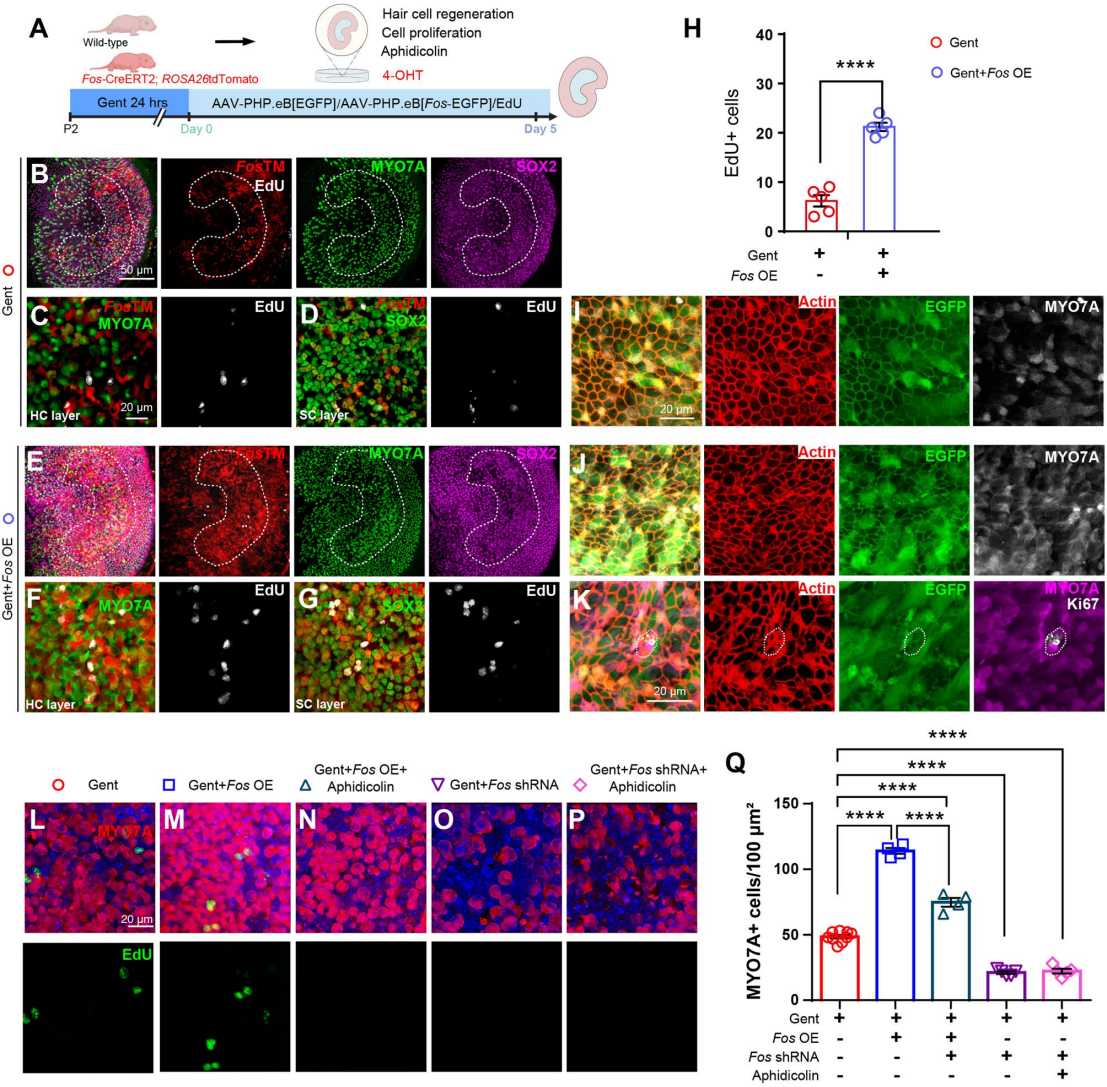
*Fos* regulon activity following AAV-mediated overexpression induces the proliferation of utricular sensory epithelial cells (**A**) Schematic of the *ex vivo Fos* overexpression and proliferation-inhibition experiment. Utricles from *Fos*TM mice and wild-type mouse were damaged with gentamicin, then transduced with control AAV (AAV-EGFP), AAV-*Fos* OE, or AAV-*Fos* shRNA, with or without the cell cycle inhibitor aphidicolin. Explants were cultured for 5 days. For the entire period, the medium contained EdU and 4-OHT. For the inhibition groups, the cell cycle inhibitor aphidicolin was also added for the entire 5-day culture duration (**B**-**H**) *Fos* overexpression significantly increases the number of proliferating cells. **B**-**G** Representative confocal images of utricles treated with Control AAV (**B**-**D**) or AAV-*Fos* OE (**E**-**G**), stained for EdU (white), *Fos*-lineage cells (*Fos*TM, red), and hair cells (MYO7A, green). **C**, **F** Higher magnification views of the striolar region from (**B**) and (**E**) respectively, focusing on the hair cell layer. **D**, **G** Higher magnification views of the striolar region from (**B**) and (**E**) respectively, focusing on the supporting cell layer. **H** Quantification confirms a significant increase in the total number of EdU^+^ proliferating cells within the striolar region compared to the control group (unpaired Student’s t-tests, *n* = 4 per condition) (I-K) Characterization of transduced and regenerating cells. **I**-**J** Images showing transduction patterns of control AAV-EGFP (**I**) and AAV-*Fos* OE (**J**) within gentamicin-damaged utricular sensory epithelia co-labeled with phalloidin (F-actin) and MYO7A. **K** A high-magnification image showing a Ki67-positive (white, proliferation marker) cell that has been transduced with *Fos*-EGFP (green) and is located in the hair cell layer (MYO7A, red) (**L**-**Q**) The pro-regenerative effect of *Fos* is dependent on cell cycle entry. **L**-**P** Representative images of utricles from five conditions: Control (**L**), AAV-*Fos* OE (**M**), AAV-*Fos* OE + aphidicolin (**N**), AAV-*Fos* shRNA (**O**), and AAV-*Fos* shRNA + aphidicolin **P**. **Q** Quantification of MYO7A^+^ hair cells across these groups. The increase in hair cells induced by AAV-*Fos* OE is blocked by the cell cycle inhibitor aphidicolin, confirming that the regenerative effect is proliferation-dependent (one-way ANOVA with Tukey’s HSD post-hoc test, *n* = 4 per condition) ****p < 0.0001. Data are shown as the mean ± SEM. Scale bars = 50 μm (low magnification) and 20 μm (high magnification)

To determine whether *Fos* overexpression could confer regenerative capacity to the typically non-regenerative cochlea, we similarly transduced cochlear explants with AAV-*Fos* OE using AAV-CMV-EGFP as the control. Despite robust transgene expression, *Fos* overexpression in cochlear explants did not lead to a significant increase in hair cell counts or morphological recovery compared to controls (Supplementary Fig. S3), indicating that the regenerative effect of *Fos* is context-dependent and appears specific to the utricle.

To further investigate the role of *Fos* in cell proliferation during hair cell regeneration, we treated gentamicin-damaged utricles with aphidicolin, a DNA polymerase inhibitor that blocks cell division. Aphidicolin significantly reduced MYO7A^+^ hair cells in *Fos*-overexpressing utricles. In contrast, *Fos*-knockdown utricles, which already have fewer MYO7A^+^ cells, showed no further reduction with aphidicolin (Figs. 5L-Q). This suggests that *Fos* is indispensable for cell proliferation during hair cell regeneration in the utricle.

### c-Fos directly regulates *Atoh1* to drive vestibular hair cell regeneration

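For RNA sequencing, utricles of P2 mice were cultured, damaged with 2 mM gentamicin for 24 h and collected at day 5 post-injury. Utricles that also received AAV-Fos for 48 h (Gent+Fos OE) gave 4 libraries, and gentamicin-treated utricles without Fos overexpression (Gent) gave 3. Each library was made from 12 pooled utricles, so the spread between libraries is a spread between pools. The paper's methods state 3 biological replicates per condition and do not name them, so all 7 libraries were used. The sample labels name gentamicin alone for the Gent group, but the names given to its deposited counts contain letters that also stand for shRNA. Whether this group received a virus, and which, is not settled, so the meaning of each fold change rests on the labels. The authors deposited the number of reads counted on each gene, without normalization. The file headers name featureCounts 2.0.6 with a gene annotation on mm10, whereas the methods name the mm39 genome and another featureCounts version. Coordinates are therefore given as in the files, on mm10. According to the headers, the 2 reads of a pair were counted separately, strand was not used, and reads that mapped to several places or to several genes were left out. The exons of 7892 genes overlap those of another gene, and reads from such overlaps are not in the counts. Total counts were 30521761, 32135217, 31313523 and 27879889 in Gent+Fos OE replicates 1 to 4 (median 30917642) and 29892816, 32028570 and 34335214 in Gent replicates 1 to 3 (median 32028570). The 10 genes with the most reads took 4.74% to 6.01% of a library, and mitochondrial genes took 1.74% to 2.86%. Both highest shares were those of Gent replicate 2. Replicates differed by more than sampling noise, with a chi-square per degree of freedom between 18 and 150 for pairs within a group. The highest values, 150 and 105, were those of the pairs with Gent replicate 2. Counts were normalized by edgeR's TMM method, and edgeR's filterByExpr kept 17155 genes. The 4 Gent+Fos OE libraries were compared with the 3 Gent libraries by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment. Genes were called differentially expressed at an adjusted p under 0.01 and an absolute log2 fold change over 0.25, the limits in the paper's methods. All fold changes are Gent+Fos OE over Gent. For single genes, a two-sided exact permutation test of the difference in mean log2 CPM was added, and the 35 splits of 7 libraries into 4 and 3 allow no p below 0.0286. Gent replicate 2 stood apart from the other libraries. Across genes, which are not independent replicates, the deviation of its log2 CPM from the mean of the 7 libraries correlated with gene length at a Spearman's rho of -0.50, against -0.22 to 0.33 in the other 6 libraries. The fold changes themselves correlated with gene length at a Spearman's rho of 0.378, which fell to 0.189 without Gent replicate 2. The library was kept, and removing each library's trend with gene length was among the alternatives.

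**Figure D1:**
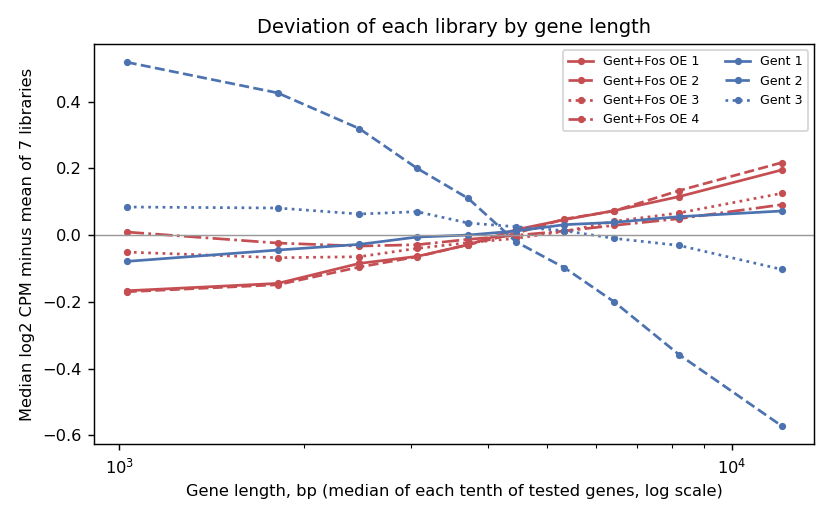
Median deviation of the log2 CPM of each library from the mean of the 7 libraries (vertical axis, log2 units) in 10 equal groups of the tested genes ordered by gene length (horizontal axis, bp, log scale). Gent replicate 2 runs from 0.518 in the group of shortest genes to -0.572 in that of the longest, and the other 6 libraries stay between -0.170 and 0.217.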

To elucidate the molecular mechanisms by which c-Fos initiates hair cell regeneration post-injury, we performed transcriptomic and genomic analyses on AAV-*Fos* OE-treated vestibular sensory epithelia. 

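At these limits, 71 genes were called, 23 of them higher and 48 lower in Gent+Fos OE than in Gent. At an unadjusted p under 0.05 with the same fold limit, 1900 genes were higher and 2298 lower. DESeq2, which the paper's methods name, was also run, with its own size factors. At the same adjusted limits it called 275 genes higher and 336 lower, with the 71 genes among them. Of the alternatives run at these limits, limma-voom with sample quality weights, which was chosen after seeing the data, gave the highest counts, 531 higher and 430 lower. The counts also depended on single libraries. Without Gent+Fos OE replicate 3, 2 genes were called higher and 3 lower, all 5 of them among the 71, and without Gent replicate 2, 45 were called higher and 93 lower, with 69 of the 71 among them. Fos (ENSMUSG00000021250) lies on chromosome 12 of mm10 from 85473890 to 85477273. Its TMM-normalized expression was 154 ± 8.46 CPM (SD, n = 4) in Gent+Fos OE and 38.2 ± 3.18 CPM (SD, n = 3) in Gent. The log2 fold change of Fos was 2.01 (standard error 0.13, adjusted p = 0.000142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 1.95 and 2.05 with each library left out in turn, and every Gent+Fos OE library lay above every Gent library (exact permutation test, p = 0.0286, the smallest p these libraries allow). Gent+Fos OE replicate 3, at 166.98 CPM, lay above the other 3 libraries of its group, at 148.83 to 151.14 CPM. The counts do not separate Fos transcripts of the AAV from those of the endogenous gene. Among called genes with a mean of at least 1 CPM and no overlap between the groups, which chance gives to 5.71% of genes, the largest rises included those of Crct1, Aqp3, Gal, Lrrc17, Ccdc153, Adgra1, Ciita, Vtcn1 and Coro6. Their log2 fold changes ran from 2.14 (Coro6) to 4.16 (Crct1). Crct1 (ENSMUSG00000027913; chromosome 3, 93014205 to 93015687) had 17.3 to 45.5 CPM in the 4 Gent+Fos OE libraries and 1.92 ± 0.707 CPM (SD, n = 3) in Gent, with a standard error of 0.39 for its log2 fold change and an adjusted p of 0.0013 from edgeR's test. With each library left out in turn, the adjusted p of Crct1 stayed at or under 0.00872, and that of each of the other 8 genes rose to between 0.0135 (Aqp3) and 0.0439 (Ciita) in at least 1 of the 7 fits. Vtcn1 was lower in Gent+Fos OE replicate 4, at 4.35 CPM, than in the other 3 libraries of the group, at 7.1 to 7.81 CPM. The 10 largest falls by the same rule were those of Plac8, H2-Q7, Saa3, Mmp13, Trpm1, Cbr2, Tyrp1, Oas1g, Oasl1 and Il1b, with log2 fold changes from -2.59 (Plac8) to -1.81 (Il1b). Plac8 (ENSMUSG00000029322; chromosome 5, 100553725 to 100572245) had 0.68 ± 0.221 CPM (SD, n = 4) in Gent+Fos OE and 4.12 ± 0.598 CPM (SD, n = 3) in Gent, with a standard error of 0.31 and an adjusted p of 0.00316 from edgeR's test. Leaving out single libraries raised the highest adjusted p of these 10 genes to between 0.0146 (Cbr2) and 0.0445 (Tyrp1). Saa3 was lower in Gent+Fos OE replicate 2, at 49.94 CPM, than in the other 3 libraries of the group, at 107.83 to 121.73 CPM. H2-Q7 and Oas1g have close paralogs whose shared reads were left out of the counts, so their values are uncertain, and 4.5% of the exonic bases of Lrrc17, 3.5% of Ciita, 1.5% of Oasl1 and 1.3% of Il1b overlap another gene.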

RNA sequencing of these samples identified 1,504 differentially expressed genes (683 upregulated, 821 downregulated) compared to damaged controls. Notably, key hair cell fate determinants such as *Atoh1* and *Gfi1* were significantly upregulated (Fig. 6A), a finding further validated by qRT-PCR (Fig. 6B).

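Atoh1 (ENSMUSG00000073043) lies on chromosome 6 of mm10 from 64729125 to 64731245. Its expression was 6.73 ± 0.184 CPM (SD, n = 4) in Gent+Fos OE and 5.74 ± 1.53 CPM (SD, n = 3) in Gent. The log2 fold change of Atoh1 was 0.23 (standard error 0.21, adjusted p = 0.504 from edgeR's quasi-likelihood test), a difference smaller than the spread between the Gent libraries (exact permutation test, p = 0.171). It ran from 0.03, without Gent replicate 1, to 0.39, without Gent replicate 2, when single libraries were left out. With each library's trend with gene length removed it was 0.47 (adjusted p = 0.165 from edgeR's test), and with the trends with gene length and GC content removed, chosen after seeing the data, it was 0.50 (adjusted p = 0.12), the lowest adjusted p among the 22 alternative fits, with a highest of 0.92. Gfi1 (ENSMUSG00000029275), on chromosome 5 from 107716657 to 107726036, had 25.1 ± 1.93 CPM (SD, n = 4) in Gent+Fos OE and 28.4 ± 7.11 CPM (SD, n = 3) in Gent. For Gfi1 the log2 fold change was -0.18 (standard error 0.18, adjusted p = 0.544 from edgeR's test), again within the spread between Gent libraries (exact permutation test, p = 0.457). Its leave-one-out range was -0.37 to -0.04, and with the trends of each library with gene length and GC content removed, an alternative chosen after seeing the data, the value was 0.01. A share of 3.2% of the exonic bases of Gfi1 overlaps another gene. DESeq2 gave log2 fold changes of 0.24 for Atoh1 (adjusted p = 0.503) and -0.17 for Gfi1 (adjusted p = 0.582). Neither gene was called in any of the 22 fits under alternative settings. Of the 22 genes labelled in Fig. 6A, 18 were called, and the other 4 were Atoh1, Gfi1, Pou4f3 and Jag1.

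**Figure D2:**
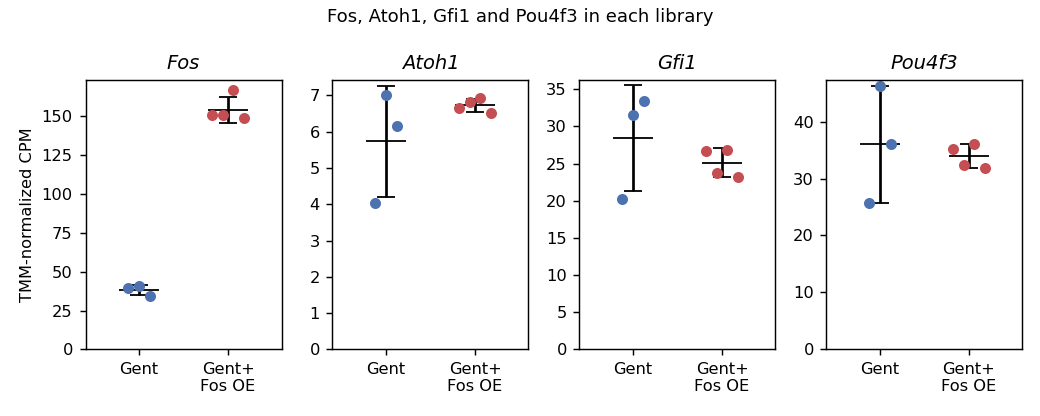
TMM-normalized CPM of Fos, Atoh1, Gfi1 and Pou4f3 in each Gent (n = 3) and Gent+Fos OE (n = 4) library (points), with the mean (horizontal line) and SD (error bars) of each group. Fos lies above 148 CPM in each Gent+Fos OE library, whereas Atoh1 lies between 6.52 and 6.93 CPM in Gent+Fos OE, within the 4.04 to 7.02 CPM of Gent.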

**Fig. 6:**
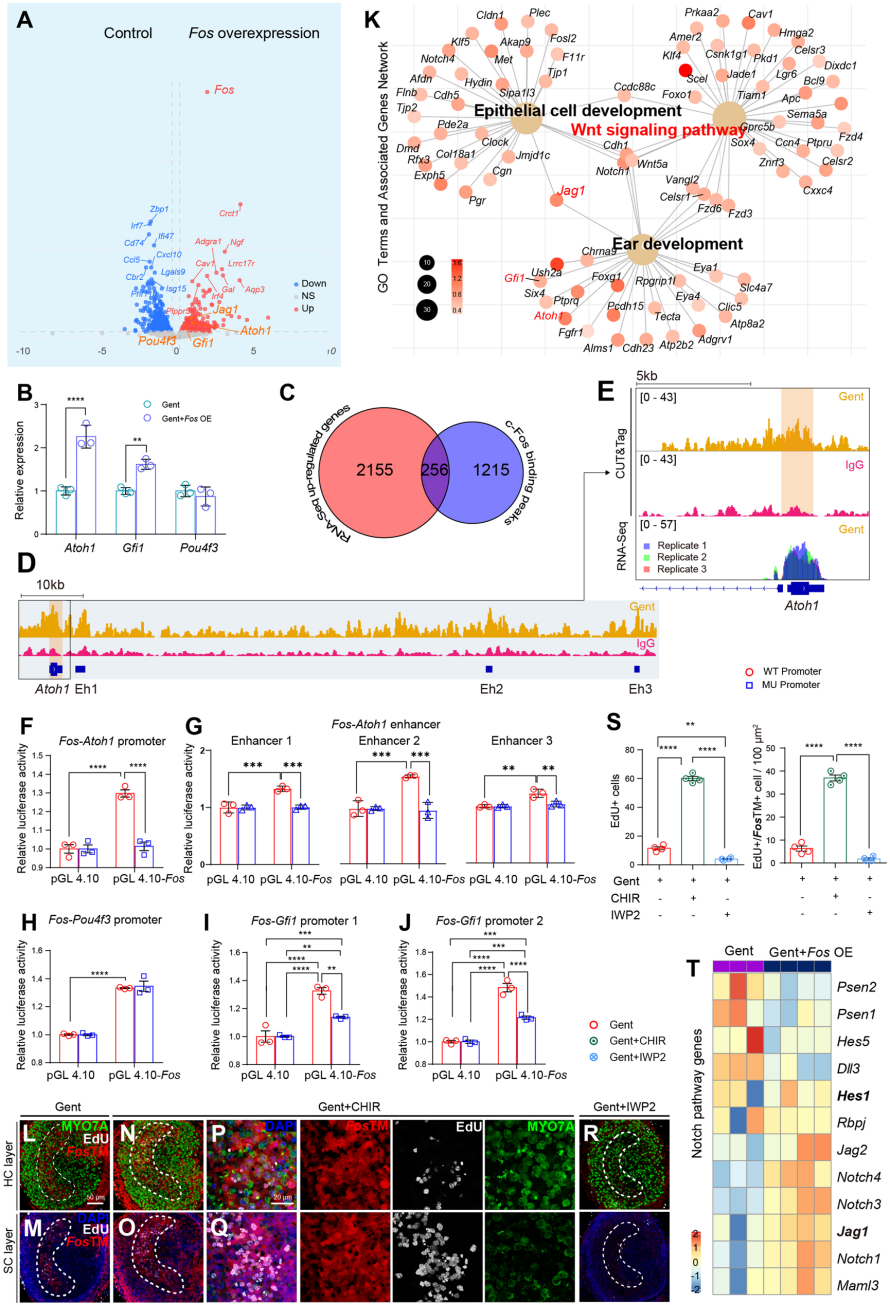
Molecular mechanisms of c-Fos–mediated regeneration (**A**-**J**) *Fos* directly binds to and activates key hair cell transcription factors. **A** Volcano plot showing differentially expressed genes between Gent-control and AAV-*Fos* OE-transduced utricular explants at day 5 post-injury. Red dots: upregulated genes (log2FC > 0.25, adjusted *p* < 0.01); blue dots: downregulated genes (log2FC < − 0.25, adjusted *p* < 0.01); gray dots: non-significant genes. **B** qRT-PCR validation of *Atoh1*, *Gfi1*, and *Pou4f3* expression levels in control versus AAV-*Fos* OE-transduced samples (unpaired Student’s *t*-tests, *n* = 3 per condition). **C** Venn diagram illustrating the overlap between *Fos* binding peaks (from CUT&Tag analysis) and significantly upregulated genes in AAV-*Fos* OE-transduced samples. **D** Integrative Genomics Viewer (IGV) track showing *Fos* binding peaks at the *Atoh1* promoter and three known enhancer regions. **E** IGV track showing *Fos* binding peaks and RNA-Seq read coverage at the *Atoh1* gene locus. **F**-**J** Luciferase reporter assays confirming direct transcriptional activation of the *Atoh1* promoter (**F**), known Atoh1 enhancer (**G**), *Pou4f3* (**H**), and *Gfi1* (**I**-**J**) promoters by *Fos* (two-way ANOVA with Bonferroni’s post-hoc test, *n* = 3 per condition). Mutation of predicted *Fos*-binding sites in the *Atoh1* promoter reduced luciferase activity to baseline levels, confirming the specificity of *Fos* regulation (**K**) Pathway-level analysis of *Fos* overexpression. Network analysis showing relationships between enriched GO terms and associated up-regulated genes in the AAV-*Fos* OE-transduced group compared to control AAV group (**L**-**S**) Crosstalk between *Fos* and Wnt signaling in regulating proliferation. Confocal images showing the effects of Wnt regulation on gentamicin-damaged utricular explants, treated with the Wnt agonist CHIR99021 or the Wnt antagonist IWP2 for 5 days in culture. (L-M) Gent-control, (N-Q) CHIR99021 treatment, (R) IWP2 treatment. Tissues labeled with EdU, MYO7A, and *Fos*TM with separate panels showing the hair cell layer and supporting cell layer. (**P**-**Q**) Higher magnification views of the striolar regions from **N**-**O**. **S** Quantification of EdU^+^ cells and EdU^+^/*Fos*TM^+^ cells across different Wnt regulation conditions (one-way ANOVA with Tukey’s HSD post-hoc test, *n* = 4 per condition). CHIR99021-mediated Wnt activation significantly increased EdU^+^ proliferating cells and EdU^+^/*Fos*TM^+^ cells. IWP2-mediated Wnt inhibition reversed the effects of CHIR99021 (**T**) Heatmap showing the differential expression of Notch pathway genes between Gent-control and AAV-*Fos* OE transductions. The color scale represents the log2FC **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are shown as the mean ± SEM

To determine whether these changes represent direct regulation by c-Fos rather than secondary effects, we performed CUT&Tag analysis on gentamicin-damaged utricular explants. Venn diagram comparisons revealed significant overlap between c-Fos binding peaks and the upregulated genes (Fig. 6C), with robust c-Fos binding at the *Atoh1* promoter and its known enhancer sites, indicating direct transcriptional regulation (Figs. 6D-E). Dual-luciferase reporter assays further confirmed this direct regulation. c-Fos overexpression significantly enhanced the activity of both the *Atoh1* promoter and multiple known *Atoh1* enhancers [11, 20]; critically, this effect was abolished upon mutation of the predicted c-Fos binding sites in all constructs, confirming specific activation (Figs. 6F-G). In contrast to this strong activation, *Pou4f3* displayed neither significant expression changes nor evidence of direct c-Fos regulation in our assays (Fig. 6H). 

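Pou4f3 (ENSMUSG00000024497) lies on chromosome 18 of mm10 from 42394539 to 42397249. In the RNA sequencing libraries its expression was 33.9 ± 2.08 CPM (SD, n = 4) in Gent+Fos OE and 36.0 ± 10.3 CPM (SD, n = 3) in Gent. The log2 fold change of Pou4f3 was -0.09 (standard error 0.18, adjusted p = 0.777 from edgeR's quasi-likelihood test; exact permutation test, p = 0.743). The direction rested on Gent replicate 2, which had the highest value at 46.31 CPM. Without this library the log2 fold change was 0.13, as it was with each library's length trend removed, and without Gent replicate 1 it was -0.28. Pou4f3 was called in none of the 22 alternative fits. The binding and reporter assays were not analysed here.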

Lastly, while c-Fos modestly activated the *Gfi1* promoter, the persistence of activity following canonical binding site mutations suggests that additional, indirect regulatory mechanisms likely contribute to its regulation (Figs. 6I-J). Together, these results suggest that c-Fos primarily affects early stages of hair cell fate determination by targeting *Atoh1*, rather than later maturation processes.

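Hand-written lists of hair cell fate genes and hair cell maturation genes were tested with limma's camera, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 19 lists. The 12 tested fate genes, among them Atoh1, Gfi1, Pou4f3, Hes6, Lhx3, Barhl1 and Srrm4, had a median log2 fold change of 0.28, with 7 of the 12 higher in Gent+Fos OE (limma camera adjusted p = 0.369). None of these fate genes was called over all genes or adjusted over the list alone, and 4 had an unadjusted p under 0.05. Removing each library's length trend left the median at 0.27 and lowered the limma camera adjusted p to 0.0269, and without Gent replicate 2 the median was 0.30 (adjusted p = 0.0107, with 0.0107 to 0.927 over the 7 leave-one-out fits). The 35 tested maturation genes had a median log2 fold change of 0.09, with 22 of the 35 higher (limma camera adjusted p = 0.0442). This result did not hold under limma's fry (adjusted p = 0.222) or with an estimated correlation (adjusted p = 0.554), and without Gent replicate 1 the median was 0.01. Of the maturation genes, 1 was called over all genes, 3 were called when adjusted over the list alone, and 16 had an unadjusted p under 0.05. The 19 maturation genes shorter than the median tested gene had a median of -0.05, against 0.49 for the 16 longer ones. After the length trends were removed these medians were 0.17 and 0.18. All tested genes of both lists had at least 1 CPM in Gent, and 2 fate genes are also in another list. The labels of Fig. 6 include 4 of the fate genes and 5 of the maturation genes, which the study picked from these libraries. Without them the medians were 0.35 (limma camera adjusted p = 0.568) and 0.07 (limma camera adjusted p = 0.671). Taking out genes picked on these libraries is itself a selection, so these values are not unbiased either. Whether the 2 lists differ from each other was not tested. From the expression of Atoh1, Gfi1 and Pou4f3 together with the binding and reporter assays, the paper proposes that c-Fos acts mainly on early fate determination through Atoh1 and less on maturation.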

Gene Ontology (GO) analysis of upregulated genes revealed significant enrichment in regeneration-associated pathways (Supplementary Fig. S4A), with Wnt signaling emerging as a central node in the regulatory network. 

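The GO enrichment was not repeated here, and a hand-written list of Wnt pathway genes was tested instead. The 71 tested genes had a median log2 fold change of 0.17, with 49 of the 71 higher in Gent+Fos OE (limma camera adjusted p = 0.00667). The median per library did not overlap between the groups, at 0.04 to 0.14 in Gent+Fos OE and -0.16 to -0.04 in Gent relative to the mean of the 7 libraries (exact permutation test, p = 0.0286). Under limma's fry the adjusted p was 0.0939 and with an estimated correlation it was 0.428. No Wnt pathway gene was called over all genes or adjusted over the list alone, and 17 had an unadjusted p under 0.05. The 48 genes of this list longer than the median tested gene had a median of 0.26, and the 23 shorter ones had a median of -0.10. With the length trends removed, these medians were 0.20 and 0.04, and that of the whole list was 0.12 (limma camera adjusted p = 0.0201). All 71 had at least 1 CPM in Gent, and 7 are also in another list. Fig. 6 labels 12 of these genes, chosen on these libraries, and the other 59 had a median of 0.10 (limma camera adjusted p = 0.457). Taking out genes that were picked for a rise lowers a median by itself, so this value is not free of selection either. A second list, of 16 tested Wnt target genes, had a median of 0.07, with 10 of the 16 higher (limma camera adjusted p = 0.864), and 8 of its genes are also in another list. No target gene was called over all genes or adjusted over the list alone, and 6 had an unadjusted p under 0.05. Axin2, a target of Wnt signaling on chromosome 11, had 51.7 ± 3.92 CPM (SD, n = 4) in Gent+Fos OE and 42.9 ± 2.94 CPM (SD, n = 3) in Gent, a log2 fold change of 0.27 (standard error 0.12, adjusted p = 0.201 from edgeR's test), and Gent+Fos OE replicate 1, at 57.58 CPM, lay above the other libraries of its group.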

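Each of the 78 gene labels that could be read from the network of Fig. 6K was among the tested genes. These genes were picked by the study from these libraries and read from a picture, so no test was made on them as a set. In the RNA sequencing counts, 77 of the 78 were higher in Gent+Fos OE and 1 (Gfi1) was lower, with a median log2 fold change of 0.63 and a highest value of 1.67 (Scel). Of these genes, 7 had an adjusted p under 0.05 from edgeR's test, and 76 had an unadjusted p under 0.05. DESeq2 called 14 of the 78 and gave 57 an adjusted p under 0.05. Cav1, which was called, had 179 ± 18.0 CPM (SD, n = 4) in Gent+Fos OE and 86.6 ± 2.35 CPM (SD, n = 3) in Gent, a log2 fold change of 1.05 (standard error 0.13, adjusted p = 0.00316 from edgeR's test). Leaving out single libraries took Cav1 past the limit, with an adjusted p from edgeR's test of up to 0.0233, without Gent replicate 3. The labelled genes were long, with a median length of 8723.5 bp, and 71 of the 78 were longer than the median tested gene of 4084 bp. With each library's length trend removed, 77 of the 78 were still higher and their median log2 fold change was 0.40.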

Network analysis further illustrated an interconnected regulatory architecture linking epithelial cell development and ear development via Wnt signaling components (Fig. 6K). CUT&Tag analysis demonstrated direct c-Fos binding to promoters of key Wnt pathway genes (Supplementary Fig. S4B), thus establishing a genomic regulatory relationship between c-Fos and Wnt signaling. Pharmacological experiments using CHIR99021 (a Wnt agonist) and IWP2 (a Wnt antagonist) corroborated this functional crosstalk, and co-labeling of EdU^+^ and *Fos*TM^+^ cells was markedly influenced by the activation or inhibition of Wnt signaling (Figs. 6L-S), suggesting a bidirectional regulatory interplay during hair cell regeneration.

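The Notch receptor genes Notch1, Notch3 and Notch4, the ligand genes Jag1, Jag2 and Dll3, the effector gene Hes1, and Psen2 were each read from the RNA sequencing counts. Of these 8 genes, 6 were higher and 2 lower in Gent+Fos OE, none was called, and 7 had an unadjusted p under 0.05. Adjusted over the list alone, 3 passed the limits, but the study picked the genes on these libraries, so this is not independent evidence. Notch3 (ENSMUSG00000038146; chromosome 17, 32120820 to 32166852) had 102 ± 19.4 CPM (SD, n = 4) in Gent+Fos OE and 55.1 ± 4.07 CPM (SD, n = 3) in Gent, a log2 fold change of 0.89 (standard error 0.16, adjusted p = 0.0247 from edgeR's quasi-likelihood test). Notch1 (ENSMUSG00000026923; chromosome 2, 26457903 to 26516663) had 201 ± 41.0 CPM (SD, n = 4) and 106 ± 28.6 CPM (SD, n = 3), a log2 fold change of 0.92 (standard error 0.22, adjusted p = 0.0597 from edgeR's test). Notch4 had a log2 fold change of 0.77 (standard error 0.18, adjusted p = 0.0612 from edgeR's test). The groups did not overlap for these 3 receptor genes (exact permutation test, p = 0.0286 for each). DESeq2 called Notch1 (adjusted p = 0.00166), Notch3 (adjusted p = 3.55e-05) and Notch4 (adjusted p = 0.00361) and none of the other 5. With each library's length trend removed, the log2 fold changes fell to 0.55 for Notch1, 0.70 for Notch3 and 0.57 for Notch4. Jag2 had a log2 fold change of 0.35 (standard error 0.16) and Psen2 one of -0.41 (standard error 0.13), with adjusted p-values of 0.2 and 0.121 from edgeR's test. Dll3, at 0.433 CPM in Gent+Fos OE and 0.97 CPM in Gent, had a log2 fold change of -1.16 (standard error 0.43, adjusted p = 0.153 from edgeR's test). The change of Hes1 was within the spread between libraries, with a log2 fold change of 0.04 and an adjusted p of 0.873 from edgeR's test, and became -0.05 without Gent replicate 1. Overlaps with other genes cover 9.8% of the exonic bases of Notch1 and 6% of those of Notch3, and reads there were not counted. Of the other genes drawn in Fig. 6T, Hes5 had too few reads to be tested. Rbpj had a log2 fold change of 0.05 (-0.17 without Gent replicate 2) and Maml3 one of 0.51, with adjusted p-values of 0.889 and 0.156 from edgeR's test. A wider list of 35 tested Notch pathway genes, 11 of them labelled in Fig. 6, 7 in another list and 33 at 1 CPM or more in Gent, had a median log2 fold change of 0.05, with 19 of the 35 higher (limma camera adjusted p = 0.308). Its median was -0.02 without Gent replicate 1. No gene of this list was called over all genes, 11 had an unadjusted p under 0.05, and 1 was called when adjusted over the list alone.

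**Figure D3:**
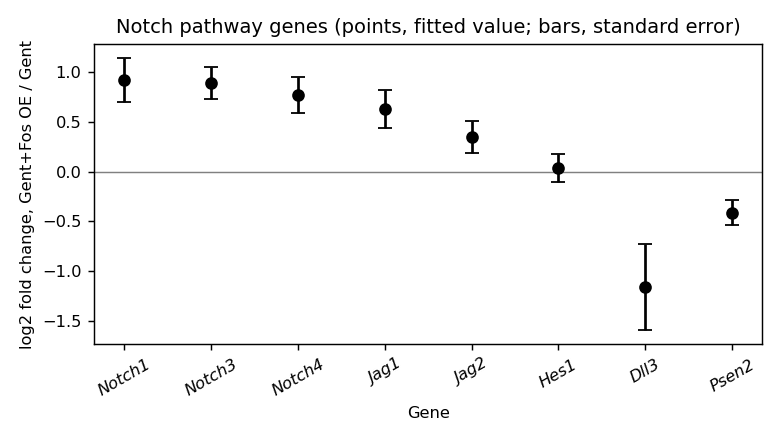
Log2 fold change of Gent+Fos OE over Gent (points, fitted by edgeR) of 8 Notch pathway genes, with the standard error of each (bars). Notch1, Notch3 and Notch4 lie between 0.77 and 0.92 and Dll3 at -1.16, with the widest standard error, 0.43.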

Further analysis revealed that *Fos* overexpression significantly alters the expression of core Notch pathway components, including receptors (*Notch1*, *Notch3*, *Notch4*), ligands (*Jag1*, *Jag2*), downstream effectors (*Hes1*, *Dll3*), and γ-secretase components (*Psen1*, *Psen2*) (Fig. 6T). Network analyses positioned *Jag1* as a central hub connecting epithelial development, Wnt signaling, and ear development pathways (Fig. 6K). 

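Jag1 (ENSMUSG00000027276) lies on chromosome 2 of mm10 from 137081456 to 137116644. Its expression was 103 ± 9.78 CPM (SD, n = 4) in Gent+Fos OE and 66.3 ± 18.8 CPM (SD, n = 3) in Gent, a log2 fold change of 0.63 (standard error 0.19, adjusted p = 0.109 from edgeR's quasi-likelihood test). The 4 Gent+Fos OE libraries, at 89.1 to 112 CPM, lay above the 3 Gent libraries, at 44.6 to 78.2 CPM (exact permutation test, p = 0.0286, the smallest possible). The log2 fold change was 0.41 without Gent replicate 2 and 0.77 without Gent replicate 3, and stayed between these values in the other leave-one-out fits. DESeq2 gave Jag1 an adjusted p of 0.0295, and the adjusted p lay between 0.0145 and 0.248 over the 22 fits under alternative settings, none of which called it.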

Increased JAG1 protein expression was confirmed by immunostaining (Supplementary Figs. S4C-I). Moreover, functional interplay between these pathways was demonstrated in Notch inhibition experiments. Treatment with DAPT [21] (a γ-secretase inhibitor) expanded *Fos* expression throughout the utricular epithelium, especially in the striola, and this effect was reversible by co-administration of the c-Fos inhibitor T-5224 (Supplementary Fig. S5). Notably, combining *Fos* overexpression with Notch inhibition synergistically enhanced both progenitor cells reprogramming and hair cells regeneration in damaged utricles, outperforming either intervention alone (Supplementary Fig. S6).

Together, these findings indicate that c-Fos directly activates *Atoh1* transcription while modulating key regenerative pathways. Wnt and Notch signaling primarily enhance cell proliferation, whereas *Atoh1* activation combined with Notch inhibition drives the trans-differentiation of progenitor cells into hair cells. Thus, c-Fos orchestrates an early regenerative response by promoting both proliferation and the direct conversion of supporting cells, ensuring effective repair after injury.

### *Fos*-dependent hair cell regeneration in adult mice in vivo

To validate our ex vivo findings, we established a 3,3’-Iminodipropionitrile (IDPN)-induced vestibular injury model in P30 mice (Fig. 7A). Two separate control groups were established: an IDPN-only group that received vestibular injury but no AAV injection, and a vector-control group that received a unilateral injection of AAV-CMV-EGFP (IDPN + EGFP). By P60, quantitative analysis revealed that AAV-*Fos* OE treatment significantly increased the number of MYO7A^+^ cells (hair cells), whereas *Fos* knockdown via AAV-*Fos* shRNA impaired the net recovery of hair cells compared to controls, demonstrating the critical role of *Fos* in the net outcome of the post-injury regenerative process (Figs. 7B-J). No significant differences in hair cell density were observed when comparing the IDPN-only and IDPN + EGFP control groups, confirming that neither the surgical procedure nor AAV transduction alone affected hair cell viability or regeneration (Fig. 7B-E, J).

**Fig. 7:**
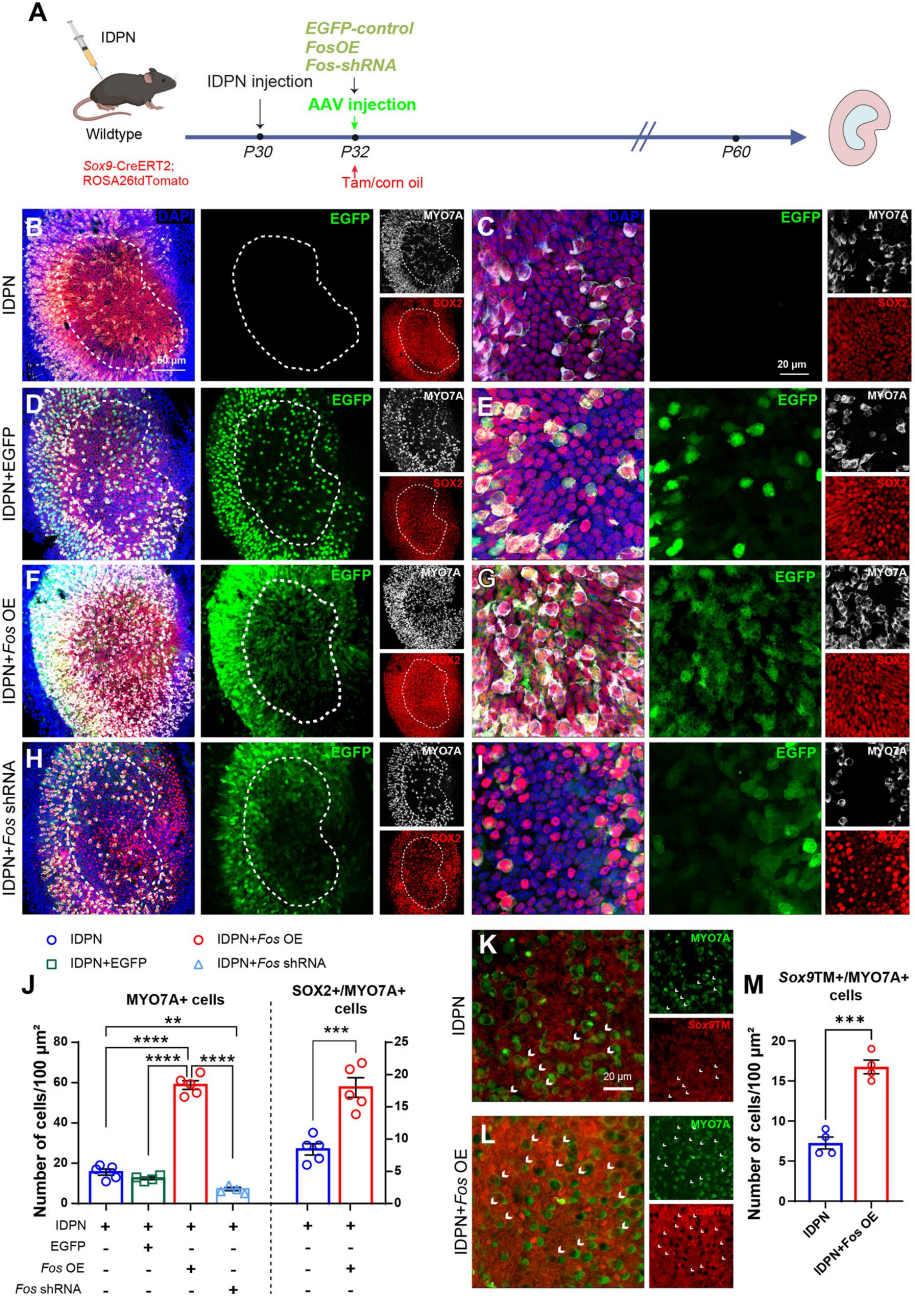
*Fos*bidirectionally regulates in vivo hair cell regeneration in adult mammals (**A**) Schematic of the in vivo experimental design. Vestibular damage was induced in adult mice (P30) via IDPN injection, followed by AAV delivery into the semicircular canal at P32. Tissues were collected at P60 for analysis. Wild-type (WT) mice were used for regeneration analysis (**B**-**J**), while *Sox9*TM mice were used for lineage tracing (**K**-**L**) following tamoxifen administration at P30-31 (**B**-**I**) Representative confocal images of adult utricular epithelia from the four treatment groups. The groups are: (**B**, **C**) IDPN-only; (**D**, **E**) IDPN + AAV-EGFP (vector control); (**F**, **G**) IDPN + AAV-*Fos* OE; and (**H**, **I**) IDPN + AAV-*Fos* shRNA. For each condition, the left panel (**B**, **D**, **F**, **H**) shows a low-magnification overview, while the right panel (**C**, **E**, **G**, **I**) presents a high-magnification view of the striolar region co-labeled for MYO7A (white), SOX2 (red), EGFP (green), and DAPI (blue) (**J**) Quantification of hair cell numbers. The left graph shows the total number of MYO7A^+^ hair cells across all four groups. The right graph shows the number of SOX2^+^/MYO7A^+^ cells (Type II hair cells). *Fos* overexpression significantly increased hair cell numbers, especially Type II hair cells, while *Fos* knockdown reduced hair cell regeneration. (Left panel: one-way ANOVA with Tukey’s HSD post-hoc test, Right panel: unpaired Student’s *t*-tests, *n* = 4 per group) (**K**-**M**) Lineage tracing demonstrates supporting cell trans-differentiation. **K**-**L** Representative images show *Sox9*TM-labeled cells (red) and MYO7A^+^ hair cells (green) in the (**K**) IDPN-only group and (**L**) IDPN + *Fos* OE group. White arrows indicate MYO7A^+^/*Sox9*TM^+^ double-positive cells, representing hair cells newly trans-differentiated from supporting cells. **M** Quantification of MYO7A^+^/*Sox9*TM^+^ cells reveals a significant increase in the *Fos* overexpression group compared to the control, confirming that *Fos* promotes the conversion of supporting cells into hair cells (unpaired Student’s *t*-test, *n* = 4 per group) **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are shown as the mean ± SEM. Scale bars = 50 μm (low magnification) and 20 μm (high magnification)

To identify the cellular origins of the regenerated hair cells, we used *Sox9*TM reporter mice—where *Sox9* becomes restricted to supporting cells in adult mice [22]—to trace cell lineages following vestibular damage induced at P30 (Fig. 7A). After injury and tamoxifen-induced Cre-mediated recombination, histological analysis at P60 showed an increased number of MYO7A^+^/*Sox9*TM^+^ cells in the AAV-*Fos* OE group compared with controls (Figs. 7K-M), suggesting that *Fos* overexpression promotes the trans-differentiation of supporting cells into hair cells.

Additionally, phalloidin staining showed that *Fos* overexpression improved the cytoskeletal architecture of regenerated hair cells, as evidenced by increased numbers of F-actin⁺/*Sox9*TM⁺/MYO7A⁺ cells and enhanced stereociliary bundle integrity on confocal imaging. Moreover, *Fos* overexpression enhanced neurite innervation and synaptic reconstitution, with a higher density of CTBP2 puncta and more MYO7A⁺/*Sox9*TM⁺ cells establishing connections with TUJ1⁺ neuronal fibers (Supplementary Fig. S7).

### *Fos*-mediated functional recovery after acute unilateral vestibular injury

To determine whether c-Fos–mediated hair cell regeneration translates into functional recovery, we conducted electrophysiological and behavioral analyses (Fig. 8A). We established three independent cohorts of IDPN-injured mice: (1) an untreated injury group (IDPN-only), which served as the functional deficit control; (2) an overexpression group (unilateral AAV-*Fos* OE); and (3) a knockdown group (unilateral AAV-*Fos* shRNA). Functional outcomes were then compared among these groups, reflecting recovery in the context of asymmetric vestibular input.

**Fig. 8:**
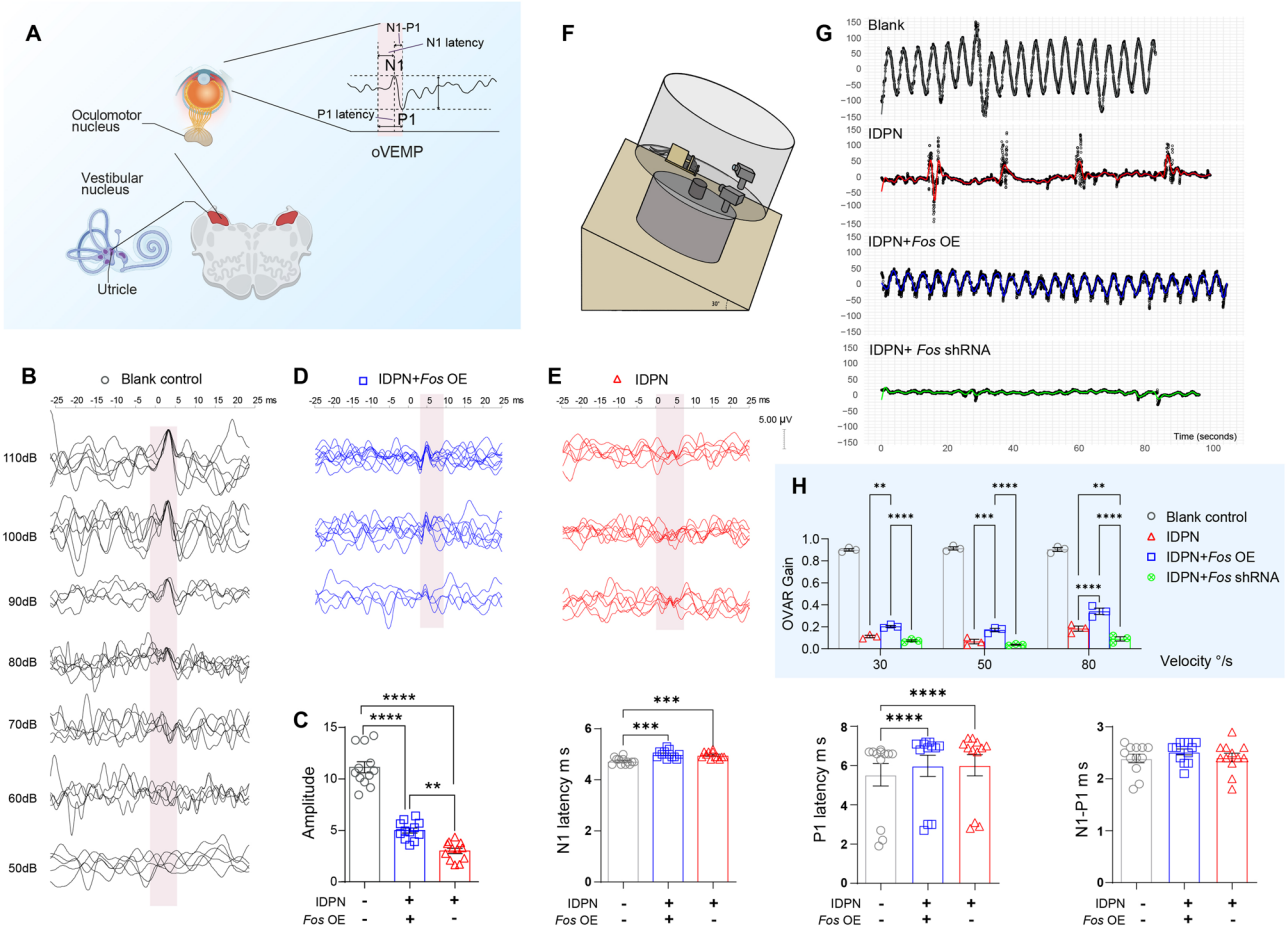
Behavioral and electrophysiological assessment of vestibular function following *Fos* modulation (**A**-**B**) Introduction to ocular vestibular evoked myogenic potential (oVEMP) analysis. **A** Schematic illustration of the oVEMP reflex pathway and corresponding waveform components. **B** Representative oVEMP waveforms recorded at threshold and suprathreshold stimulus intensities in uninjured P60 wild-type mice (**C**) Quantification of oVEMP parameters (amplitude, latencies) at 110 dB SPL across different treatment groups. AAV-*Fos* OE treatment significantly restored amplitude without affecting peak latencies compared to the IDPN control. **D**-**E** Representative oVEMP waveforms comparing an AAV-*Fos* OE-injected semicircular canal (**D**) to the IDPN control group (**E**) (F-H) *Fos* expression level bidirectionally modulates Off-Vertical Axis Rotation (OVAR) performance. **F** Schematic diagram of the OVAR testing apparatus. **G** Vector decomposition analysis of eye movement in the Blank (uninjured), IDPN-induced vestibular damage, IDPN + AAV-*Fos* OE, and IDPN + AAV-*Fos* shRNA groups. **H** Quantification of OVAR gain at varying angular velocities. *Fos* overexpression significantly improved VOR gain compared to the IDPN-damaged group, while *Fos* knockdown further impaired it. (one-way ANOVA with Tukey’s HSD post-hoc test, *n* = 3 per condition) *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Data are shown as the mean ± SEM

We first established baseline ocular-vestibular evoked myogenic potential (oVEMP) parameters in untreated wild-type mice at P30 (Fig. 8B). The recordings showed an N1 latency of 2.27 ± 0.29 ms, a P1 latency of 4.73 ± 0.13 ms, and a P1-N1 interpeak interval of 2.47 ± 0.24 ms, with response rates varying with stimulus intensity (Fig. 8C). Following IDPN-induced damage and subsequent treatment, ears receiving AAV-*Fos* OE displayed significant functional improvements. At 110 dB SPL, these ears exhibited higher response rates and improved P1 amplitude compared to IDPN-only controls. Although the P1 amplitude did not fully return to pre-damage levels (Figs. 8C-E), this approximately 40% recovery is a meaningful functional restoration, as it indicates successful neural innervation of a significant number of regenerated hair cells and represents a level of electrophysiological recovery known to correlate with substantial improvements in behavioral outcomes. This interpretation of a functional, hair cell-specific recovery is further supported by the fact that temporal parameters remained consistent across all groups, suggesting that the IDPN-induced damage primarily impairs hair cell function without compromising neural transmission (Fig. 8C).

Dynamic vestibular function was further assessed using off-vertical axis rotation (OVAR) testing, which quantifies the vestibulo-ocular reflex (VOR) gain and phase relationships via compensatory eye movements (Fig. 8F). AAV-*Fos* OE treatment led to velocity-dependent improvements in VOR gains, indicating enhanced dynamic ranges of vestibular processing. Conversely, *Fos* knockdown resulted in deteriorated VOR gains across natural head movement ranges (Figs. 8G-H).

In addition, behavioral analyses revealed that mice treated with AAV-*Fos* OE showed significantly improved motor coordination compared to the IDPN control group, as evidenced by lower vestibular dysfunction ratings. CatWalk gait analysis further demonstrated comprehensive locomotor improvements, including reduced stance duration and increased swing duration, indicating restored motor control efficiency (Supplementary Fig. S8).

## Methods

### Animal models and surgical procedures

All animal procedures complied with Fudan University Animal Care and Use Committee guidelines (202412030Z) and NIH standards and followed the ARRIVE guidelines. Wild-type C57BL/6J mice were sourced from Shanghai Jihui Laboratory Animal Care Co., Ltd., and Shanghai Lingchang Biotech. Transgenic lines included ROSA26tdTomato (Ai14), *Sox9*-CreERT2, and *Fos*-CreERT2 in the C57BL/6J background. Tamoxifen (0.20 mg/g body weight, Sigma-Aldrich) was administered intraperitoneally on two consecutive days at either P2-3 or P30-31 for Cre activation. Vestibular hair cell damage was induced in P30 mice via intraperitoneal IDPN injection (5 µl/g body weight). P30 mice were selected because they represent a developmental transition phase where utricular morphogenesis is complete (by P21) but progenitor-like cells persist until P35, thus providing the opportunity to investigate regeneration in near-adult systems.

For all in vivo experiments, mice were randomly assigned to their respective treatment groups using a simple randomization procedure to ensure unbiased group allocation. Furthermore, to minimize potential experimental bias, investigators responsible for performing surgical procedures, collecting tissues, and conducting all subsequent histological and functional analyses were blinded to the treatment conditions of the animals. This blinding was maintained until all data had been collected and quantified.

For in vivo virus delivery, P30 mice were randomly assigned to their respective treatment groups and anesthetized with isoflurane (0.5 L/min). All surgical procedures and injections were performed unilaterally on the left side; the contralateral right ear was left untreated. The posterior semicircular canal (PSC) fenestration approach involved a post-auricular incision on the left side to expose the left PSC approximately 3–4 mm posterior to the ear canal, using the facial nerve as a landmark. PSC lumen access was achieved using a 27-gauge needle (BD Biosciences), and access was confirmed by perilymphatic fluid leakage. AAV-PHP.eB vectors were administered using a Nanoliter Microinjection System (WPI) with a glass micropipette. The injection site was sealed with 3 M Vetbond tissue adhesive. The optimized protocol delivered 27.6 nl × 36 injections at 10-second intervals (total volume 993.6 nl), and the incision was closed using 6/0 absorbable sutures.

### AAV-PHP.eB production and purification

Three AAV-PHP.eB vectors were engineered, including AAV-CMV-*Fos*-OE (overexpression), AAV-U6-*Fos*-shRNA-CBA-EGFP (knockdown), and AAV-CMV-EGFP (control). The overexpression construct utilized a CMV promoter driving mouse *Fos* expression, while the knockdown vector incorporated U6-driven *Fos* shRNA alongside CBA-regulated EGFP reporter expression.

Vectors were produced via triple-plasmid transfection in HEK293T cells using PEI. The transfer plasmid was co-transfected with pHelper and pRep2Cap-PHP.eB plasmids. Cells were cultured in DMEM with 10% FBS at 37 °C. Viral particles were harvested after 72 h from both cell lysates and media, purified through iodixanol gradient ultracentrifugation, and concentrated by ultrafiltration. Final preparations were quantified by qRT-PCR and standardized to 2 × 10¹³ GC/mL. Vectors were manufactured by PackGene Biotech (Guangzhou, China).

Transfection efficiency was validated in gentamicin-damaged utricular explant models through EGFP immunofluorescence. The transduction rates were separately quantified via EGFP visualization in Type I, Type II hair cells and supporting cells of the sensory epithelium (Supplementary Fig. S2) [23]. Next, we confirmed the functional efficiency of the transfection. Post-transfection analysis of the utricles revealed the expected modulation of the downstream target, as confirmed by changes in c-Fos protein levels (measured by immunofluorescence and Western blot) and *Fos* transcript levels (measured by qRT-PCR). For comparison, transfection efficiency was also validated in cochlear explants following gentamicin-induced damage (Supplementary Fig. S3A).

### Establishment of the utricular ex vivo culture and damage model

Utricles and cochleae were harvested from P2 C57BL/6J mice under sterile conditions, and the temporal bones were meticulously dissected to remove the tectorial membrane and otoconia. Explants were adhered to CellTak-coated coverslips (BD Biosciences, #354240) and cultured in 4-well Petri dishes.

Explants were maintained in serum-free DMEM/F12 (1:1, Invitrogen) supplemented with N2 (1:100 dilution), B27 (1:50 dilution), and ampicillin (50 ng/ml) at 37 °C with 5% CO2. To model hair cell damage, utricular explants were treated with 2 mM gentamicin sulfate (Sigma) for 24 h, while cochlear explants received 0.5 mM gentamicin sulfate for 6 h. EdU (10 µM) was included throughout to monitor proliferation. In genetic fate mapping using *Fos*TM reporter mice, 4-OHT was applied to induce Cre recombination. For viral transduction, AAV vectors were introduced at a 1:50 dilution and maintained for 48 h.

### Single-cell RNA sequencing of utricular and cochlear explants post-gentamicin damage

Utricular and cochlear explants were harvested at 2- and 5-days post-gentamicin damage (24 explants per group) and were dissociated using Accutase at 37°C. Following centrifugation and filtration through a 40-µm strainer, cell viability was evaluated with trypan blue. Single-cell libraries were prepared using the 10X Genomics Chromium platform with the Next GEM Single Cell 3’ Kit v3.1, targeting 25,000 cells per sample.

Sequencing data were aligned to the mouse genome (GRCm39) using Cell Ranger 3.1.0, and the analysis was conducted in Seurat (v5.2.0) with SCTransform normalization. Quality control included filtering cells based on read counts and mitochondrial content, followed by principal component analysis (PCA) and uniform manifold approximation and projection (UMAP) for dimensionality reduction. Clustering was performed using FindNeighbors and FindClusters, with cell types annotated using established markers. Harmony enabled cross-timepoint integration. Transcription factor activity was inferred with SCENIC (v1.1.2), pseudotime analysis was conducted using Monocle3 (v1.3.1), and velocity vector fields, rates, and rate changes were reconstructed with dynamo-release (v1.4.1).

### Isolation of *Sox9*-lineage cells by Fluorescence-Activated cell sorting (FACS)

*Sox9*TM^+^ supporting cells were isolated from dissociated utricles of tamoxifen-induced *Sox9*TM mice at different timepoints via FACS on a CytoFLEX SRT cell sorter (Beckman Coulter). After gating to exclude debris and doublets, tdTomato^+^ cells were sorted based on their intrinsic red fluorescence, using non-fluorescent wild-type utricle cells to set the gating threshold. The purity of the sorted population was confirmed before cells were collected for downstream qRT-PCR analysis.

### RNA sequencing and analysis

Total RNA was extracted from pooled utricles (*n* = 12 per group) using an AllPrep DNA/RNA/Protein Mini kit (QIAGEN) with three biological replicates per condition. Libraries were prepared using a NEBNext Ultra RNA Library Prep Kit following standard protocols and were quality-validated on a Bioanalyzer before paired-end sequencing on a Novaseq6000.

Raw reads were processed using TrimGalore (v0.7.1), aligned to the mm39 reference genome (Ensembl release-111) using HISAT2 (v2.2.1), and quantified using featureCounts (v2.1.0). Differential expression analysis was performed using DESeq2 (v1.38.0) with adjusted *p* < 0.01 and |log2FC| >0.25 as the significance thresholds. Gene interaction networks were visualized using cnetplot in the R package enrichplot.

### CUT&Tag sequencing and analysis

We performed CUT&Tag using the Hyperactive Universal CUT&Tag Assay Kit (Vazyme, #TD904). Dissociated utricle cells (10,000 cells per sample) were bound to concanavalin A-coated beads and sequentially incubated with c-Fos antibody (Abcam) or IgG control, secondary antibody, and pA/G-Tn5 complex. Purified DNA (including *E. coli* spike-in) was processed into libraries using the Hieff NGS Tagment Index Kit. Following validation on an Agilent 4200 TapeStation, 150 bp paired-end sequencing was conducted on a NovaSeq 6000. Binding peaks were identified using MACS.

### Dual-luciferase reporter assay system

To investigate *Fos*-mediated transcriptional regulation of *Gfi1*, *Pou4f3*, and *Atoh1*, promoter fragments (2000 bp upstream of the transcription start site plus 5’-UTR) were synthesized and cloned into the pGL4.10 plasmid by Obio Technology (Shanghai, China). Additionally, DNA fragments corresponding to three previously identified murine *Atoh1* enhancers were synthesized and individually cloned. The potential *Fos* binding sites within the promoter and enhancer regions were predicted using the *JASPAR* database. Deletion mutants of these predicted binding sites were generated.

HEI-OC1 cells were seeded in 96-well plates for 24 h prior to transfection. *Fos* expression plasmid (0.1 µg) was co-transfected with each promoter reporter plasmid (0.1 µg) and pRL-TK (0.005 µg) using Lipofectamine 3000 (0.5 µL). After 48 h, cells were lysed with passive lysis buffer, and luciferase activities were measured using the Dual-Luciferase Reporter Assay System. Firefly luciferase activity was normalized to Renilla luciferase activity. All experiments were conducted in triplicate.

### Immunohistochemistry and analysis

Tissues were fixed in 4% PFA (20 min), blocked with 10% donkey serum/1% Triton X-100 (1 h, 37 °C), and incubated with primary antibodies overnight at 4 °C followed by Alexa Fluor-conjugated secondary antibodies. EdU labeling (Invitrogen, #C10337) was used to track proliferation, DAPI was used to counterstain the nuclei, and Alexa Fluor 488-phalloidin was used to visualize F-actin in stereocilia bundles.

Super-resolution imaging employed a Leica STELLARIS STED microscope. F-actin nanostructures were resolved using time-gated STED microscopy (592 nm depletion laser) with a 100×/1.4 NA oil immersion objective, achieving ~ 40 nm lateral resolution. Regions were captured using optimized depletion parameters and time-gated detection.

Cell quantification was performed using LAS X software. Statistical analyses in GraphPad Prism 10.4.1 included unpaired Student’s *t*-tests for two-group comparisons and two-way ANOVA with Tukey’s test for genotype-region interactions. Results are presented as means ± S.E.M., with significance thresholds of *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***), and *p* < 0.0001 (****).

### Ocular vestibular evoked myogenic potential (oVEMP)

Mice were fasted for 12 h before anesthesia with pentobarbital sodium (40 mg/kg, i.p.), and anesthesia was confirmed by the absence of corneal and pain reflexes. Custom 3D-printed holders secured the animals according to body weight. The eye position was stabilized using negative pressure to properly position the inferior oblique muscle.

Recording electrodes were placed subcutaneously beneath the contralateral inferior oblique muscle (3 mm below the lower eyelid), with the reference electrode at the nose tip and the ground electrode at the vertex. ER3C tubal insert earphones were positioned in the external auditory canal.

All recordings were made in an electromagnetically shielded chamber under dark, quiet conditions. EMG signals were captured using a Smart EP system with 4 ms clicks as stimuli (200 sweeps averaged per recording at 500 Hz). Signals were amplified 100,000 times and band-pass filtered (30–3000 Hz) with an 8–100 µV acceptance window. The stimulus rate was 5 Hz with a 50 ms analysis time.

Testing began at 110 dB SPL and decreased in 10 dB steps until the response disappeared. Threshold measurements were confirmed through duplicate recordings. Acoustic stimuli were delivered to the affected ear while recording from the contralateral inferior oblique muscle. Measurements were taken 30 days post-IDPN application.

### Rotarod test

Motor coordination and balance were evaluated using a rotarod test (47600-Mouse Rota-Rod, UGO BASILE, Italy). Prior to testing, mice at 4 weeks of age received training sessions where they were placed on a stationary rod (5.7 cm in diameter) that was then accelerated to 10 rpm for 10–20 s. For the test sessions, mice were placed on the rod rotating at a constant speed of 25 rpm, and their latency to fall was recorded with a cut-off time of 300 s. Tests were performed at four time points, including before IDPN application (baseline) and at 7, 14, and 30 days after IDPN application. Three trials were conducted for each mouse at each time point with 5-minute intervals between trials. The test was terminated when the mouse fell from the rod, and the time until falling was recorded.

### Vestibular dysfunction rating (VDR)

We assessed vestibular function using a comprehensive VDR system evaluating both spontaneous behaviors and anti-gravity reflexes. Spontaneous behaviors included head bobbing, circling, and retropulsion observed during 1 min monitoring periods. Anti-gravity reflexes were tested through tail-lift, air-righting, and contact inhibition of righting reflexes. Each parameter was scored from 0 (normal) to 4 (severe dysfunction), with total scores ranging from 0 to 24. Assessments were conducted at baseline and at days 7, 14, and 30 post-IDPN application.

### OVAR test and gait analysis

Vestibular function was evaluated using OVAR testing. Following anesthesia, mice were mounted on a custom rotating platform with their heads immobilized. Eye movements were tracked using infrared video-oculography during rotational stimuli at 30°/s, 50°/s, and 80°/s. The recorded eye position data underwent Fourier analysis to determine movement amplitude, with gain calculated as the ratio between response and stimulus amplitudes [24].

For gait analysis, we employed the CatWalk XT automated system. Mice traversed a glass-floored walkway in darkness, with their paw contacts illuminated through internal light reflection and captured by a high-speed camera. The system automatically detected and classified paw prints, recording parameters including position, size, and pressure intensity.

## Discussion

This study identifies c-Fos as a pivotal early responder and master regulator of hair cell regeneration in the mammalian vestibular system, orchestrating a hierarchical molecular program that links immediate-early injury responses to cell fate determination. Following ototoxic injury, c-Fos is rapidly activated and initiates a dual-mechanism response: it directly activates the transcription of the master differentiation factor *Atoh1* to drive cell fate conversion, while simultaneously modulating the Wnt and Notch pathways to control progenitor proliferation. This balanced approach ensures that the progenitor cell pool is first expanded and then efficiently guided toward a hair cell fate, a mechanism that appears unique to the vestibule and underscores the fundamental divergence in regenerative competence between the cochlear and utricular sensory epithelia.

As a member of the immediate-early gene family, c-Fos functions as a rapid molecular sensor, translating diverse stimuli—such as growth factors, stress, neurotransmitters, and synaptic activity—into long-term transcriptional adaptations. Its rapid induction positions c-Fos as a “third messenger” in signal transduction. In this study, we found that c-Fos is highly enriched in the striola of the utricle, a region with inherent regenerative competence, where it appears to switch progenitor cells into a regenerative state [25]. This spatiotemporal specificity aligns with recent observations in other regenerative systems, where activator protein-1 (AP-1) factors serve as key regulators of tissue repair and progenitor activation [26–28].

Hair cell regeneration differs markedly between the mature mammalian cochlea and vestibule, reflecting their distinct regenerative capacities. In the cochlea, spontaneous regeneration is absent, rendering hearing loss irreversible. Although *Atoh1* is essential for differentiation, in the mature cochlea, *Atoh1* alone is insufficient for robust regeneration [29]. Combined overexpression of *Atoh1*, *Gfi1*, and *Pou4f3* significantly enhances regeneration, as evidenced by mature markers (MYO7A, prestin), stereocilia, and synaptic connections, indicating that all three factors are required to overcome epigenetic and signaling barriers in cochlear supporting cells [30]. In contrast, the vestibular utricle retains limited regenerative capacity, particularly early in development. Here, *Atoh1* alone efficiently converts supporting cells into mature hair cells [31, 32], with *Pou4f3* and *Gfi1* acting as auxiliary enhancers [33]. This difference stems from distinct epigenetic landscapes: utricular supporting cells are more permissive to *Atoh1*-driven reprogramming, while cochlear cells demand all three factors [34, 35].

In this context, our study clarifies c-Fos’s upstream role in vestibular regeneration. RNA-sequencing, CUT&Tag, and dual-luciferase assays demonstrate that c-Fos directly activates *Atoh1*, partially affects *Gfi1*, and does not directly regulate *Pou4f3*. The robust, utricle-specific induction of c-Fos post-injury therefore provides the initial trigger for this permissive environment. Thus, c-Fos selectively drives vestibular regeneration by targeting key fate determinants, while its weaker effect in the cochlea underscores the organ’s unique molecular constraints.

However, the finding that c-Fos overexpression fails to induce regeneration in the cochlea is a critically important result that underscores the profound regenerative differences between the two sensory epithelia. Beyond general ‘epigenetic silencing,’ we speculate that the cochlea fosters a more active ‘inhibitory environment’ that prevents the initiation of a regenerative program. This active suppression, rather than a merely passive restrictive state, would explain why even a potent master regulator like c-Fos is insufficient to overcome the molecular barriers in the cochlea. Unlocking the regenerative potential of the cochlea, therefore, may require not only the introduction of pro-regenerative factors but also the simultaneous neutralization of these dominant inhibitory pathways.

Our study also reveals an intriguing switch in the *Fos*-lineage: while linked to Type I hair cells during development, its overexpression drives the regeneration of Type II hair cells in adults. This phenomenon may reflect either a context-dependent function, where the post-injury microenvironment alters c-Fos activity, or an intrinsic regenerative bias of adult supporting cells toward a Type II fate.

Beyond direct regulation, c-Fos synergizes with Notch and Wnt signaling [36, 37] to control regeneration. Notch maintains supporting cell quiescence [38], while its inhibition promotes trans-differentiation by de-repressing *Atoh1*[39]. c-Fos overexpression upregulates *Jag1*, a Notch ligand that boosts proliferation [40, 41], yet Notch inhibition enhances hair cell conversion. This positions c-Fos as a molecular rheostat. A key question from our knockdown studies is whether the regenerative failure is merely a consequence of induced apoptosis. However, our finding that *Fos* overexpression actively enhances proliferation—beyond simple cell protection—demonstrates a direct pro-regenerative function. Thus, c-Fos simultaneously balances three critical outcomes: pro-survival signals, proliferation (via Wnt/Notch regulation), and trans-differentiation (via *Atoh1*activation and Notch inhibition). CUT&Tag data reveal that c-Fos directly modulates Wnt targets like *Lgr5* and *Axin2*, possibly facilitating β-catenin binding [42].

Functional assessments confirm that c-Fos-mediated regeneration improves vestibular function, evidenced by enhanced oVEMP responses, VOR gains, and motor coordination in automated gait analysis. Clinically, c-Fos holds promise as a regenerative target, though challenges like targeted delivery and off-target effects remain. Localized c-Fos activators or AAV-mediated therapies with tissue-specific promoters could address these hurdles.

### Limitations and future directions

While our study underscores the therapeutic promise of c-Fos in hair cell regeneration, several limitations require attention. Our use of gentamicin-based explant models may not fully reflect the complexities of vestibular balance disorders. Moreover, the regulatory network linking c-Fos to the Notch/Wnt pathways remains partially mapped, and our 30-day endpoint analysis leaves the long-term stability and innervation of regenerated hair cells uncertain.

To overcome these challenges, future work should test c-Fos across varied damage models and age groups. Probing the full regulatory network, perhaps via single-cell chromatin accessibility profiling, could clarify whether c-Fos serves as an epigenetic pioneer or depends on cofactors for chromatin remodeling. Extending evaluations beyond 30 days would also shed light on the durability and functionality of regenerated hair cells.

Future research should explore cell type- and dimer-specific effects of c-Fos phosphorylation. Understanding how AP-1 dimers (e.g., c-Fos/c-Jun) influence DNA binding and transcriptional outcomes is critical [43]. High-throughput and single-cell approaches will help dissect dimer dynamics, post-translational modifications, and the broader transcriptional network [44, 45]. Targeting kinases like RSK2 or ERK, or modulating AP-1 dimers, could refine therapeutic strategies for hair cell regeneration.

Furthermore, a critical consideration for clinical translation is mitigating the potential risks of chronic AP-1 activation, given its links to oncogenesis, which will require strategies for precise and transient delivery. Developing spatiotemporally precise intervention systems would refine therapeutic timing for c-Fos activation. Additionally, validating these findings in human inner ear organoids from vestibular disorder patients could confirm translational potential and reveal species-specific hurdles to regeneration.

## Conclusion

This study identifies c-Fos as a central regulator of hair cell regeneration in the mammalian inner ear. We show that c-Fos enhances vestibular progenitor plasticity and hair cell differentiation by directly regulating *Atoh1* and integrating the Notch and Wnt signaling pathways. These findings establish c-Fos as a promising molecular target for regenerative therapies, offering broad implications for the treatment of vestibular balance disorders.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The transcriptomic and CUT&Tag data have been deposited in the Gene Expression Omnibus (GEO) database under accession numbers GSE295480 and GSE267094, respectively.

# Supplementary material for: Ototoxicity-induced c-Fos activation underlies the regenerative capacity of the vestibular sensory epithelia
**Source:** Cell Commun Signal. 2025 Oct 8;23:421. doi: 10.1186/s12964-025-02446-y
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**Experimental Design**

# Transcription Factor Gene: *Fos*

## Plasmid Construction Plan:

To generate the c-Fos overexpression vector, the mouse *Fos* coding sequence was cloned into the pcDNA3.1(+)-MCS-3xFLAG vector, resulting in pcDNA3.1(+)-*Fos*-3xFLAG. The empty vector served as a control.

# Promoter Gene

## Atoh1

### Promoter Sequence: 5'UTR upstream 2000bp + 5'UTR

>mm39_ncbiRefSeqCurated_NM_007500.5 range=chr6:64704109-64706306 5'pad=0 3'pad=0 strand=+ repeatMasking=none

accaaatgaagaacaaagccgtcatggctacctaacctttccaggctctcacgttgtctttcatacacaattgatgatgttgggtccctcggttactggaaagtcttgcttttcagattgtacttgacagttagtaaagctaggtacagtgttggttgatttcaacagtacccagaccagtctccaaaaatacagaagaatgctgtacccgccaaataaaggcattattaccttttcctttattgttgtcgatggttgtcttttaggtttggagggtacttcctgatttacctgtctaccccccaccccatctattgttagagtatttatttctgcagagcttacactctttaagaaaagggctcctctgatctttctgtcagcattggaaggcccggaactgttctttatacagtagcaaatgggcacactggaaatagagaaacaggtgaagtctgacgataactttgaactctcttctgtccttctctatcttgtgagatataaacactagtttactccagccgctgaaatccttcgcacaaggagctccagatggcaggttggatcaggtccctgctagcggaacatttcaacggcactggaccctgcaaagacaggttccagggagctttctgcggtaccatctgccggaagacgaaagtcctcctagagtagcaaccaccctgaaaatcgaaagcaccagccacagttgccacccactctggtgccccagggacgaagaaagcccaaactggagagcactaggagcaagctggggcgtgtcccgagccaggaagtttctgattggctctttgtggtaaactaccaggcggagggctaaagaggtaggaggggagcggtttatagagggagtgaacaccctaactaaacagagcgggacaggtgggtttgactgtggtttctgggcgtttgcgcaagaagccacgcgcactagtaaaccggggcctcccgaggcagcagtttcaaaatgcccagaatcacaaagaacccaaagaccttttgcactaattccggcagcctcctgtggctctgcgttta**tgagtcct**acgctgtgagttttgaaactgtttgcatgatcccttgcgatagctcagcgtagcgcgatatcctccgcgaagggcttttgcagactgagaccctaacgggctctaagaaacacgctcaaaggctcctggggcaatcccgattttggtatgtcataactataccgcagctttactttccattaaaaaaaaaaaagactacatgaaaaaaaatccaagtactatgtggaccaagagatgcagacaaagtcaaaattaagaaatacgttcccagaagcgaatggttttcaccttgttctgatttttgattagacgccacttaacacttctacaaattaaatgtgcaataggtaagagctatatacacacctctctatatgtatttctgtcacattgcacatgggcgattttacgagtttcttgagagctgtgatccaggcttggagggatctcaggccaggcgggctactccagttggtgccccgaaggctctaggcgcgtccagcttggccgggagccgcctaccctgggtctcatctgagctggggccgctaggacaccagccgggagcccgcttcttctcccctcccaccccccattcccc*tcactcag*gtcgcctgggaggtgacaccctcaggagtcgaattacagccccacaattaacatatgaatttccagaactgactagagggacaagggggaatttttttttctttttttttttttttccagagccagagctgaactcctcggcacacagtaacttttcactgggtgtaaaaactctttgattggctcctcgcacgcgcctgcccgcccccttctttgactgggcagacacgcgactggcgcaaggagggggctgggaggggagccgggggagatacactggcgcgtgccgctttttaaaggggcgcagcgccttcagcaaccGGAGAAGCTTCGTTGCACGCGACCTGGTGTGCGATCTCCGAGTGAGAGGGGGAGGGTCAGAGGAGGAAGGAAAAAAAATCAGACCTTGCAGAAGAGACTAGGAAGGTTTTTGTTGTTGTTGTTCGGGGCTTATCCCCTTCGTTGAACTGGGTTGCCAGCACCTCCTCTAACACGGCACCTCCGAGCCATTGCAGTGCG

Construction Synthesis Length: 2198bp

### Binding Site Prediction Results:

MA0099.1.Fos::Jun (excluding repeated sites, predicted targets marked in sequence)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.1 | MA0099.1.Fos::Jun | 7.347607 | 0.853757 | mm39_ncbiRefSeqCurated_NM_007500.5 | 1497 | 1504 | + | gtgatcca |
| MA0099.1 | MA0099.1.Fos::Jun | 7.269981 | 0.851186 | mm39_ncbiRefSeqCurated_NM_007500.5 | 998 | 1005 | - | gtgattct |
| MA0099.1 | MA0099.1.Fos::Jun | 6.642602 | 0.830412 | mm39_ncbiRefSeqCurated_NM_007500.5 | 130 | 137 | + | gttagtaa |
| MA0099.1 | MA0099.1.Fos::Jun | 6.529458 | 0.826666 | mm39_ncbiRefSeqCurated_NM_007500.5 | 1062 | 1069 | + | atgagtcc |
| MA0099.1 | MA0099.1.Fos::Jun | 5.980823 | 0.8085 | mm39_ncbiRefSeqCurated_NM_007500.5 | 1671 | 1678 | + | ctcactca |

gtgattct reverse complement: agaatcac

MA0099.2.FOS::JUN (excluding overlapping targets, 2 targets marked in sequence)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.2 | MA0099.2.FOS::JUN | 6.789232 | 0.858566 | mm39_ncbiRefSeqCurated_NM_007500.5 | 376 | 382 | - | tgacaga |
| MA0099.2 | MA0099.2.FOS::JUN | 6.789232 | 0.858566 | mm39_ncbiRefSeqCurated_NM_007500.5 | 1452 | 1458 | - | tgacaga |

tgacaga reverse complement: tctgtca

tgacaga reverse complement: tctgtca

### Mutation Strategy:

All 7 sites will undergo deletion mutation

### Construction Plan:

Vector: H352 pGL4.10

Wild-type promoter construction: pGL4.10-*Atoh1* promoter(WT)

Mutant promoter construction: pGL4.10-*Atoh1* promoter(MUT)

Control: H352 pGL4.10

### Dual Luciferase Assay Groups:

1. pGL4.10 + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
2. pGL4.10 + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
3. pGL4.10-*Atoh1* promoter(WT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
4. pGL4.10-*Atoh1* promoter(WT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
5. pGL4.10-*Atoh1* promoter(MUT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
6. pGL4.10-*Atoh1* promoter(MUT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1

## Pou4f3

### Promoter Sequence: 5'UTR upstream 2000bp + 5'UTR

>mm39_ncbiRefSeqCurated_NM_138945.2 range=chr18:42525662-42527707 5'pad=0 3'pad=0 strand=+ repeatMasking=none

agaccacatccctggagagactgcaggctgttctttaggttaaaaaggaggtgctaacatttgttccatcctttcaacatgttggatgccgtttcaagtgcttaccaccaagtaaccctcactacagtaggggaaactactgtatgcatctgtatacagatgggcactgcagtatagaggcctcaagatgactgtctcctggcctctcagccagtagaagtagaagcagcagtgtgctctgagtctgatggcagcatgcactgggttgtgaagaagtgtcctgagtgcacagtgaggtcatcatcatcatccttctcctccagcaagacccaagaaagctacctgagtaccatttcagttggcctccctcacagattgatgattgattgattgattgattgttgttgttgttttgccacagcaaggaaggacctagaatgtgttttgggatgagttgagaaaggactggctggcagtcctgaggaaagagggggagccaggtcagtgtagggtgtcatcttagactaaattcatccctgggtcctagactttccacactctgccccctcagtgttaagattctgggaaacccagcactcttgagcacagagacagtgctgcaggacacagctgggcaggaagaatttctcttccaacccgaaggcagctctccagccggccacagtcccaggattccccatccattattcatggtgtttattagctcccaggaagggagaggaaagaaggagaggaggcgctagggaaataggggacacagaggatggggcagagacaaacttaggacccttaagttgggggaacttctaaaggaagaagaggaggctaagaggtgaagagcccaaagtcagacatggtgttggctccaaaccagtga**gtgaatgac**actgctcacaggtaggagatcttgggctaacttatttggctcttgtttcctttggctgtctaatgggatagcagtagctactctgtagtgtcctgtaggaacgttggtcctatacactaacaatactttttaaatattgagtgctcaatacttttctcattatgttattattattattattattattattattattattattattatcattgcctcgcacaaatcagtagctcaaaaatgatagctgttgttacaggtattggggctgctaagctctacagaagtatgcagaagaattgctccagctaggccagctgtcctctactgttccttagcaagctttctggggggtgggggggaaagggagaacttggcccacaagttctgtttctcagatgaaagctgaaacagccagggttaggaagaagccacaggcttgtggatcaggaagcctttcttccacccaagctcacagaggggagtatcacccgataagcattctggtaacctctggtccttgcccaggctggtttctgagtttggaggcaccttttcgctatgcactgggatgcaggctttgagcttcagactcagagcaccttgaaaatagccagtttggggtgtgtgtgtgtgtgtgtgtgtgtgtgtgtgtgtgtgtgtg*tgtctcag*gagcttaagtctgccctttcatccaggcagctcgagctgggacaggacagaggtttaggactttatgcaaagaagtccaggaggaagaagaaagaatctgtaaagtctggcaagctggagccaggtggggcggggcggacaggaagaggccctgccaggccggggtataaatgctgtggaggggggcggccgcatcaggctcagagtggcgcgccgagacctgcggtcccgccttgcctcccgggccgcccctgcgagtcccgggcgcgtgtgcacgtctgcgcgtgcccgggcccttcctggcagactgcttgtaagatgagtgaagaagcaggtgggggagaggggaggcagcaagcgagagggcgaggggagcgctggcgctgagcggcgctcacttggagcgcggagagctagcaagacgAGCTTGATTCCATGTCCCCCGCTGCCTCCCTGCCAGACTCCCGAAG

Construction Synthesis Length: 2046bp

### Binding Site Prediction Results:

MA0099.1.Fos::Jun (excluding overlapping sites):

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.1 | MA0099.1.Fos::Jun | 8.071596 | 0.87773 | mm39_ncbiRefSeqCurated_NM_138945.2 | 895 | 902 | + | gtgagtga |
| MA0099.1 | MA0099.1.Fos::Jun | 7.397874 | 0.855421 | mm39_ncbiRefSeqCurated_NM_138945.2 | 705 | 712 | - | atgaataa |
| MA0099.1 | MA0099.1.Fos::Jun | 7.269981 | 0.851186 | mm39_ncbiRefSeqCurated_NM_138945.2 | 900 | 907 | - | **gtcattca** |
| MA0099.1 | MA0099.1.Fos::Jun | 7.124358 | 0.846364 | mm39_ncbiRefSeqCurated_NM_138945.2 | 1568 | 1575 | + | gtgtctca |
| MA0099.1 | MA0099.1.Fos::Jun | 6.96761 | 0.841174 | mm39_ncbiRefSeqCurated_NM_138945.2 | 1895 | 1902 | + | atgagtga |
| MA0099.1 | MA0099.1.Fos::Jun | 6.555591 | 0.827531 | mm39_ncbiRefSeqCurated_NM_138945.2 | 1060 | 1067 | - | atgagaaa |
| MA0099.1 | MA0099.1.Fos::Jun | 6.489908 | 0.825356 | mm39_ncbiRefSeqCurated_NM_138945.2 | 239 | 246 | + | ctgagtct |
| MA0099.1 | MA0099.1.Fos::Jun | 6.489908 | 0.825356 | mm39_ncbiRefSeqCurated_NM_138945.2 | 1494 | 1501 | - | ctgagtct |

atgaataa reverse complement: ttattcat

gtcattca reverse complement: **tgaatgac**

atgagaaa reverse complement: tttctcat

ctgagtct reverse complement: agactcag

MA0099.2.FOS::JUN (excluding overlapping sites)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.2 | MA0099.2.FOS::JUN | 7.665297 | 0.890543 | mm39_ncbiRefSeqCurated_NM_138945.2 | 1311 | 1317 | + | tgaaaca |

### Mutation Strategy:

All 8 binding sites will undergo deletion mutation

### Construction Plan:

Vector: H352 pGL4.10
Wild-type promoter construction: pGL4.10-*Pou4f3* promoter(WT)
Mutant promoter construction: pGL4.10-*Pou4f3* promoter(MUT)
Control: H352 pGL4.10

### Dual Luciferase Assay Groups:

1. pGL4.10 + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
2. pGL4.10 + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
3. pGL4.10-*Pou4f3* promoter(WT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
4. pGL4.10-*Pou4f3* promoter(WT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
5. pGL4.10-*Pou4f3* promoter(MUT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
6. pGL4.10-*Pou4f3* promoter(MUT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1

## Gfi1

### Promoter 1 Sequence 1: 5'UTR upstream 2000bp + 5'UTR

>mm39_ncbiRefSeqCurated_NM_001267621.1 range=chr5:107873577-107875671 5'pad=0 3'pad=0 strand=- repeatMasking=none

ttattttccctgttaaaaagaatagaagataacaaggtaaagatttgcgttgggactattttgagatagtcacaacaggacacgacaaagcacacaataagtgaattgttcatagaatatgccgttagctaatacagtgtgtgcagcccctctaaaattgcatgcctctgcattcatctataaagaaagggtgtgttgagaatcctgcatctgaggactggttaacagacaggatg*tgtgtcat*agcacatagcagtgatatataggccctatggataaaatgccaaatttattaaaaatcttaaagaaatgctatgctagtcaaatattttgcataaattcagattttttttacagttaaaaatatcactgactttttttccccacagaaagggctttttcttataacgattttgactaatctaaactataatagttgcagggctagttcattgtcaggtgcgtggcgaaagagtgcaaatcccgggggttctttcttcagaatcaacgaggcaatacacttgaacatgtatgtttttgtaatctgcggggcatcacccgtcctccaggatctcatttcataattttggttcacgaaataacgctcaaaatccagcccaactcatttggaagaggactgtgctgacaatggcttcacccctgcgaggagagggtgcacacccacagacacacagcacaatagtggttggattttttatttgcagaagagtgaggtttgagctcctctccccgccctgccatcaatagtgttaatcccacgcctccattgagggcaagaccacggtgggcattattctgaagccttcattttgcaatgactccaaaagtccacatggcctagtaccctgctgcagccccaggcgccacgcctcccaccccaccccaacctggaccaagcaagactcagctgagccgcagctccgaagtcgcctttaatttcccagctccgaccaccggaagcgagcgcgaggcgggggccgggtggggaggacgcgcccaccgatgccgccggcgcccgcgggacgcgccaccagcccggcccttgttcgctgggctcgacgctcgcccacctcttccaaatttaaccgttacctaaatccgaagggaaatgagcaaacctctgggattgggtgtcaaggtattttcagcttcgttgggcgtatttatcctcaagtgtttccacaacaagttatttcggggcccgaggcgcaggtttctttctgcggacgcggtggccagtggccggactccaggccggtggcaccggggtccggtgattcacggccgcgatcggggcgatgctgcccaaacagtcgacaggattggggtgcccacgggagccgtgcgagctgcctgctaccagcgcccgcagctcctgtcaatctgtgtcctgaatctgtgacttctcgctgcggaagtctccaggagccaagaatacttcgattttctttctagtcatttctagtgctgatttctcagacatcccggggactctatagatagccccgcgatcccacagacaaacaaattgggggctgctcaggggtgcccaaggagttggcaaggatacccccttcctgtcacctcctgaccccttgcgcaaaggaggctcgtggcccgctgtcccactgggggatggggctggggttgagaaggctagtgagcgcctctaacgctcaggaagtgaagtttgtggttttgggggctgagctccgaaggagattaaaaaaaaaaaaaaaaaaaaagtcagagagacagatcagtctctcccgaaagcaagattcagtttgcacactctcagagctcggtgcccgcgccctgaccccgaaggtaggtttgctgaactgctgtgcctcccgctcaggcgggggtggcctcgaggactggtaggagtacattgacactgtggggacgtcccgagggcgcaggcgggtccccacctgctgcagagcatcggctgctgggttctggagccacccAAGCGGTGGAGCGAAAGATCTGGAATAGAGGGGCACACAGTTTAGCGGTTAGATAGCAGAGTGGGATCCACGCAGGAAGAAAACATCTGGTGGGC

Construction Synthesis Length: 2095bp

### Promoter 1 Binding Site Prediction Results:

MA0099.1.Fos::Jun (excluding overlapping sites)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.1 | MA0099.1.Fos::Jun | 10.46139 | 0.956861 | mm39_ncbiRefSeqCurated_NM_001267621.1 | 1295 | 1302 | + | gtgattca |
| MA0099.1 | MA0099.1.Fos::Jun | 7.633443 | 0.863221 | mm39_ncbiRefSeqCurated_NM_001267621.1 | 236 | 243 | + | gtgtgtca |
| MA0099.1 | MA0099.1.Fos::Jun | 7.072866 | 0.844659 | mm39_ncbiRefSeqCurated_NM_001267621.1 | 66 | 73 | - | gtgactat |
| MA0099.1 | MA0099.1.Fos::Jun | 6.677878 | 0.831581 | mm39_ncbiRefSeqCurated_NM_001267621.1 | 414 | 421 | + | ttgactaa |
| MA0099.1 | MA0099.1.Fos::Jun | 6.555591 | 0.827531 | mm39_ncbiRefSeqCurated_NM_001267621.1 | 1130 | 1137 | + | atgagcaa |
| MA0099.1 | MA0099.1.Fos::Jun | 6.489908 | 0.825356 | mm39_ncbiRefSeqCurated_NM_001267621.1 | 921 | 928 | - | ctgagtct |
| MA0099.1 | MA0099.1.Fos::Jun | 6.378916 | 0.821681 | mm39_ncbiRefSeqCurated_NM_001267621.1 | 588 | 595 | - | gtgaacca |

gtgactat reverse complement: atagtcac

ctgagtct reverse complement: agactcag

gtgaacca reverse complement: tggttcac

MA0099.2.FOS::JUN (excluding overlapping sites)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.2 | MA0099.2.FOS::JUN | 6.656337 | 0.853715 | mm39_ncbiRefSeqCurated_NM_001267621.1 | 837 | 843 | + | tgactcc |

### Promoter 1 Mutation Strategy:

All 8 binding sites will undergo deletion mutation

### Promoter 1 Construction Plan:

Vector: H352 pGL4.10
Wild-type promoter construction: pGL4.10-*Gfi1* promoter1(WT)
Mutant promoter construction: pGL4.10-*Gfi1* promoter1(MUT)
Control: H352 pGL4.10

### Promoter 1 Dual Luciferase Assay Groups:

1. pGL4.10 + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
2. pGL4.10 + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
3. pGL4.10-*Gfi1* promoter1(WT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
4. pGL4.10-*Gfi1* promoter1(WT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
5. pGL4.10-*Gfi1* promoter1(MUT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
6. pGL4.10-*Gfi1* promoter1(MUT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1

### Promoter Sequence 2: Alternative promoter (5'UTR upstream 2000bp + 5'UTR)

>mm39_ncbiRefSeqCurated_NM_010278.2 range=chr5:107871705-107874209 5'pad=0 3'pad=0 strand=- repeatMasking=none

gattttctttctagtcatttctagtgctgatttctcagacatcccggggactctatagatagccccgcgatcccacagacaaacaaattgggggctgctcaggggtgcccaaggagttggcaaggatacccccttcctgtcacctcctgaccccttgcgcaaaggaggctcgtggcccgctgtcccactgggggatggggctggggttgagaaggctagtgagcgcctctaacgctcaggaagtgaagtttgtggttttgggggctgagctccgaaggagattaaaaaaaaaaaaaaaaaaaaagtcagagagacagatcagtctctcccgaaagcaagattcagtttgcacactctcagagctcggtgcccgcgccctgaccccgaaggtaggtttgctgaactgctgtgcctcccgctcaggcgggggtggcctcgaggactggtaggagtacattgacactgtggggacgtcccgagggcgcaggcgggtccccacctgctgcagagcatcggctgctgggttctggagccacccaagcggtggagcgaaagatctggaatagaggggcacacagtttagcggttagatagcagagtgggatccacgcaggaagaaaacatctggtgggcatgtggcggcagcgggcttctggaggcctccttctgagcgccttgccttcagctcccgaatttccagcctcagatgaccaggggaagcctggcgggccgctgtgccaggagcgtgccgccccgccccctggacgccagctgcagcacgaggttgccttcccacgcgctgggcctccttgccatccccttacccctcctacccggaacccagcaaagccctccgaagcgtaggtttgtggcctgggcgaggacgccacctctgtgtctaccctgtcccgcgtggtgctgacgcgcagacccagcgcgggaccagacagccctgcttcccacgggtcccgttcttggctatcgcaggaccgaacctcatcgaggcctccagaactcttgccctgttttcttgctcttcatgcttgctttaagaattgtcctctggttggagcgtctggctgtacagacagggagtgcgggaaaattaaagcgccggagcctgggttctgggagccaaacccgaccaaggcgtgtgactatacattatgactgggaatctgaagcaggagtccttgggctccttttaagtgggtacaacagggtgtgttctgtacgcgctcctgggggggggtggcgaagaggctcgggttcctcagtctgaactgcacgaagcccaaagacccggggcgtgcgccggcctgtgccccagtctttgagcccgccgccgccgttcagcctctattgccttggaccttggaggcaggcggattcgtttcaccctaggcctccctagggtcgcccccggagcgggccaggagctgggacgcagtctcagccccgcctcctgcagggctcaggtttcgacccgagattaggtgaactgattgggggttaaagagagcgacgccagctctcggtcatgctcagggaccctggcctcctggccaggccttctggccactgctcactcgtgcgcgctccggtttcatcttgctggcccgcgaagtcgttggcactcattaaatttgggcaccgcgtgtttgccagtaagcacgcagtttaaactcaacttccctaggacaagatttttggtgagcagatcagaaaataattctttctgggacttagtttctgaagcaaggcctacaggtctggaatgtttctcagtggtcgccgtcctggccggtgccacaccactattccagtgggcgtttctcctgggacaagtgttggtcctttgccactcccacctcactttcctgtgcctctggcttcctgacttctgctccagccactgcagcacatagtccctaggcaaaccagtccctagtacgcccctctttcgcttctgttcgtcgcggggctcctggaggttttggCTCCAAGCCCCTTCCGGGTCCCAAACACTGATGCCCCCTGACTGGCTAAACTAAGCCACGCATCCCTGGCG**TGAGCCAC**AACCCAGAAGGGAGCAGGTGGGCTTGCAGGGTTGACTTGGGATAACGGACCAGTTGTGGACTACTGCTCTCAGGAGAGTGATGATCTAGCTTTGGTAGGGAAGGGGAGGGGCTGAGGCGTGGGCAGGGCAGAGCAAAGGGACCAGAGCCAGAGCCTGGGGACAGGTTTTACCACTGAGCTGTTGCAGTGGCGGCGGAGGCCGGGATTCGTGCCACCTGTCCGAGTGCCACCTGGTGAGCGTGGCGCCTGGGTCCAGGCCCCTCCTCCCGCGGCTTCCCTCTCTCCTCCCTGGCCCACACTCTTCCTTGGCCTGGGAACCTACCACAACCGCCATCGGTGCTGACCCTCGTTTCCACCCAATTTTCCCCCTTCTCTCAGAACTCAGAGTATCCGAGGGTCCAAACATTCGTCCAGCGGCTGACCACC

Construction Synthesis Length: 2505bp

### Promoter 2 Binding Site Prediction Results:

MA0099.1.Fos::Jun (excluding overlapping sites)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.1 | MA0099.1.Fos::Jun | 8.650418 | 0.896896 | mm39_ncbiRefSeqCurated_NM_010278.2 | 2071 | 2078 | + | GTGAGCCA |
| MA0099.1 | MA0099.1.Fos::Jun | 7.072866 | 0.844659 | mm39_ncbiRefSeqCurated_NM_010278.2 | 1154 | 1161 | + | gtgactat |

MA0099.2.FOS::JUN (excluding overlapping sites)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.2 | MA0099.2.FOS::JUN | 6.686689 | 0.854823 | mm39_ncbiRefSeqCurated_NM_010278.2 | 1180 | 1186 | + | tgaagca |
| MA0099.2 | MA0099.2.FOS::JUN | 6.686689 | 0.854823 | mm39_ncbiRefSeqCurated_NM_010278.2 | 1754 | 1760 | + | tgaagca |

### Promoter 2 Mutation Strategy:

All 5 binding sites will undergo deletion mutation

### Promoter 2 Construction Plan:

Vector: H352 pGL4.10

Wild-type promoter construction: pGL4.10-*Gfi1* promoter2(WT)

Mutant promoter construction: pGL4.10-*Gfi1* promoter2(MUT)

Control: H352 pGL4.10

### Promoter 2 Dual Luciferase Assay Groups:

1. pGL4.10 + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
2. pGL4.10 + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
3. pGL4.10-*Gfi1* promoter2(WT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
4. pGL4.10-*Gfi1* promoter2(WT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
5. pGL4.10-*Gfi1* promoter2(MUT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
6. pGL4.10-*Gfi1* promoter2(MUT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1

# Enhancer Gene

## Atoh1 enhancer 1

### *Atoh1* enhancer 1 Sequence:

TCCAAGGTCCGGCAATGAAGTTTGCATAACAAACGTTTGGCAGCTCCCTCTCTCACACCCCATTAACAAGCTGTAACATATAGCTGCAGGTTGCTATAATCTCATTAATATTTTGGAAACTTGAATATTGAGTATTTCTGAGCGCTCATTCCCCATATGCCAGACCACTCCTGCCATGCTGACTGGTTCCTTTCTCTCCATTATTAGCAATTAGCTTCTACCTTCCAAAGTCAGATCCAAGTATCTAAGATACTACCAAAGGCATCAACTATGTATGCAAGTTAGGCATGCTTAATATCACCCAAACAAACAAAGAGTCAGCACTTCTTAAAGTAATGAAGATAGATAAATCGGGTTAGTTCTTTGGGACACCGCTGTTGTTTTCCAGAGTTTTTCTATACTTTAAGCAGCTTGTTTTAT

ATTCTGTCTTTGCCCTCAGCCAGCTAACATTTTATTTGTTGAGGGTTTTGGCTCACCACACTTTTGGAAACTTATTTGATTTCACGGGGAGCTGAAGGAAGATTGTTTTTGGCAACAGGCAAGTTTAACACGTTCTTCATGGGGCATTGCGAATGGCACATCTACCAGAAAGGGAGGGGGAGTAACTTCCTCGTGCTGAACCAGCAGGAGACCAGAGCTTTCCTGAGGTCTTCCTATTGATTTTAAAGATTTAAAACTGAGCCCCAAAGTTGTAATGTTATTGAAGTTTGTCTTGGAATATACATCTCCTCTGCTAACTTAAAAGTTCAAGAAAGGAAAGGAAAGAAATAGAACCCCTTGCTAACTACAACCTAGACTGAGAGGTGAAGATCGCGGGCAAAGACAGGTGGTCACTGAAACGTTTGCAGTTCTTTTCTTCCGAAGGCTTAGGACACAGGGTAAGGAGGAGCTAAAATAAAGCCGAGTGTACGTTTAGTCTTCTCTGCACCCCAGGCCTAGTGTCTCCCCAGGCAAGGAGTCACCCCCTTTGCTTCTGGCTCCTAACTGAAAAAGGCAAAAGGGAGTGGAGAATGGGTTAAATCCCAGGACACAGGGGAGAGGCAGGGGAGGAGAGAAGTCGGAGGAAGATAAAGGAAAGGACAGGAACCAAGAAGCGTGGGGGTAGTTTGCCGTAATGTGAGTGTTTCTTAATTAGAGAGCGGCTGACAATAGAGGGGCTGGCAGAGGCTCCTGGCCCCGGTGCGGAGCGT

### Enhancer 1 Binding Site Prediction Results:

MA0099.1.Fos::Jun (excluding overlapping sites)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.1 | MA0099.1.Fos::Jun | 5.968879 | 0.808104 | AF218258.1 | 282 | 289 | - | ATGCCTAA |
| MA0099.1 | MA0099.1.Fos::Jun | 6.4557962 | 0.824226 | AF218258.1 | 313 | 320 | + | AAGAGTCA |
| MA0099.1 | MA0099.1.Fos::Jun | 8.650418 | 0.896895 | AF218258.1 | 469 | 476 | - | GTGAGCCA |
| MA0099.1 | MA0099.1.Fos::Jun | 6.56894 | 0.827973 | AF218258.1 | 598 | 605 | + | GGGAGTAA |
| MA0099.1 | MA0099.1.Fos::Jun | 7.124358 | 0.846364 | AF218258.1 | 955 | 962 | - | GTGACTCC |

ATGCCTAA reverse complement: TTAGGCAT

GTGAGCCA reverse complement: GTGAGCCA

GTGACTCC reverse complement: GTGACTCC

MA0099.2.FOS::JUN (excluding overlapping sites)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.2 | MA0099.2.FOS::JUN | 5.588805 | 0.814747 | AF218258.1 | 102 | 108 | - | TTAATGA |
| MA0099.2 | MA0099.2.FOS::JUN | 5.6307364 | 0.816278 | AF218258.1 | 180 | 186 | + | TGACTGG |
| MA0099.2 | MA0099.2.FOS::JUN | 5.7285447 | 0.819848 | AF218258.1 | 617 | 623 | + | TGAACCA |
| MA0099.2 | MA0099.2.FOS::JUN | 7.6144814 | 0.888688 | AF218258.1 | 1493 | 1499 | - | TGACTCT |

TTAATGA reverse complement: TCATTAA

TGACTCT reverse complement: AGAGTCA

### Enhancer 1 Mutation Strategy:

All 14 binding sites will undergo deletion mutation

### Enhancer 1 Construction Plan:

Vector: H352 pGL4.10

Wild-type promoter construction: pGL4.10-*Atoh1* enhancer1(WT)

Mutant promoter construction: pGL4.10- *Atoh1* enhancer1(MUT)

Control: H352 pGL4.10

### Enhancer 1 Dual Luciferase Assay Groups:

1. pGL4.10 + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
2. pGL4.10 + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
3. pGL4.10- *Atoh1* enhancer1(WT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
4. pGL4.10- *Atoh1* enhancer1(WT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
5. pGL4.10- *Atoh1* enhancer1(MUT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
6. pGL4.10- *Atoh1* enhancer1(MUT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1

## Atoh1 enhancer 2

### Enhancer 2 Sequence:

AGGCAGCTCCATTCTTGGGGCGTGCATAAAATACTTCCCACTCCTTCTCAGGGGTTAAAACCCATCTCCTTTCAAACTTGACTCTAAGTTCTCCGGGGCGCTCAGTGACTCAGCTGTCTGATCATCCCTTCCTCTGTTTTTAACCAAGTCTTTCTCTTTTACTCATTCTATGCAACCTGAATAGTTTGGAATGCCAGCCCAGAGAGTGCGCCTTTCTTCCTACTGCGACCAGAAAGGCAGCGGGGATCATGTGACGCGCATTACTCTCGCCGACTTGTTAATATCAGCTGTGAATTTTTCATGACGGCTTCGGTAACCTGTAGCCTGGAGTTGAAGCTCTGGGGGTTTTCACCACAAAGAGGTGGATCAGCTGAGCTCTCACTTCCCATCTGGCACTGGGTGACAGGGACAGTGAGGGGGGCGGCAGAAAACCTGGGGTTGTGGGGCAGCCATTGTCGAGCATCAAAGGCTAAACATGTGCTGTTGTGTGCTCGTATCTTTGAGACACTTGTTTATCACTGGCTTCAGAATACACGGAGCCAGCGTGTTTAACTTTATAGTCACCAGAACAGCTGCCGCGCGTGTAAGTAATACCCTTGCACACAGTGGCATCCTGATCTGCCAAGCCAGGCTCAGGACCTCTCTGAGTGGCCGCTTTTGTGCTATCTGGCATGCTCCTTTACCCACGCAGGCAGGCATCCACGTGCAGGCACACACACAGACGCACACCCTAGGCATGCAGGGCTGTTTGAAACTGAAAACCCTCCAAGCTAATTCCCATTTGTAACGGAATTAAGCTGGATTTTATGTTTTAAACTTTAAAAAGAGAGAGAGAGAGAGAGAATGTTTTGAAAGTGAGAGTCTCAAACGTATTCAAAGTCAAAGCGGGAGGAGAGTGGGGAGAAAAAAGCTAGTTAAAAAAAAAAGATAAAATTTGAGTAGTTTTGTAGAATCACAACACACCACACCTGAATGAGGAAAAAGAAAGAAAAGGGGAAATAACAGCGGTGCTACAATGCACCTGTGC

### Enhancer 1 Binding Site Prediction Results:

MA0099.1.Fos::Jun (excluding overlapping sites)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.1 | MA0099.1.Fos::Jun | 11.255118 | 0.983143 | *Atoh1* eh2 | 105 | 112 | + | GTGACTCA |
| MA0099.1 | MA0099.1.Fos::Jun | 9.669376 | 0.930635 | *Atoh1* eh2 | 159 | 166 | - | ATGAGTAA |
| MA0099.1 | MA0099.1.Fos::Jun | 6.56894 | 0.827973 | *Atoh1* eh2 | 261 | 268 | - | GAGAGTAA |
| MA0099.1 | MA0099.1.Fos::Jun | 7.124358 | 0.846364 | *Atoh1* eh2 | 501 | 508 | - | GTGTCTCA |
| MA0099.1 | MA0099.1.Fos::Jun | 6.3567653 | 0.820947 | *Atoh1* eh2 | 512 | 519 | - | GTGATAAA |
| MA0099.1 | MA0099.1.Fos::Jun | 7.0728655 | 0.844659 | *Atoh1* eh2 | 557 | 564 | - | GTGACTAT |
| MA0099.1 | MA0099.1.Fos::Jun | 6.6426015 | 0.830412 | *Atoh1* eh2 | 584 | 591 | + | GTAAGTAA |
| MA0099.1 | MA0099.1.Fos::Jun | 6.6426015 | 0.830412 | *Atoh1* eh2 | 680 | 687 | - | GTGGGTAA |
| MA0099.1 | MA0099.1.Fos::Jun | 7.2699814 | 0.851186 | *Atoh1* eh2 | 949 | 956 | - | GTGATTCT |

ATGAGTAA reverse complement: TTACTCAT

GAGAGTAA reverse complement: TTACTCTC

GTGTCTCA reverse complement: GTGTCTCA

GTGATAAA reverse complement: TTTATCAC

GTGACTAT reverse complement: ATAGTCAC

TTACCCAC reverse complement: GTGGGTAA

GTGATTCT reverse complement: AGAATCAC

MA0099.2.FOS::JUN (excluding overlapping sites)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.2 | MA0099.2.FOS::JUN | 7.6144814 | 0.888688 | *Atoh1* eh2 | 79 | 85 | + | TGACTCT |
| MA0099.2 | MA0099.2.FOS::JUN | 5.548656 | 0.813282 | *Atoh1* eh2 | 363 | 369 | + | TGGATCA |
| MA0099.2 | MA0099.2.FOS::JUN | 5.6815515 | 0.818133 | *Atoh1* eh2 | 546 | 552 | - | TTAAACA |
| MA0099.2 | MA0099.2.FOS::JUN | 5.548559 | 0.813278 | *Atoh1* eh2 | 936 | 942 | - | CTACTCA |
| MA0099.2 | MA0099.2.FOS::JUN | 7.5725503 | 0.887157 | *Atoh1* eh2 | 970 | 976 | + | TGAATGA |

TTAAACA reverse complement: TGTTTAA

CTACTCA reverse complement: CTACTCA

### Enhancer 2 Mutation Strategy:

All 14 binding sites will undergo deletion mutation

### Enhancer 2 Construction Plan:

Vector: H352 pGL4.10

Wild-type promoter construction: pGL4.10-*Atoh1* enhancer2(WT)

Mutant promoter construction: pGL4.10- *Atoh1* enhancer2(MUT)

Control: H352 pGL4.10

### Enhancer 2 Dual Luciferase Assay Groups:

1. pGL4.10 + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
2. pGL4.10 + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
3. pGL4.10- *Atoh1* enhancer2(WT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
4. pGL4.10- *Atoh1* enhancer2(WT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
5. pGL4.10- *Atoh1* enhancer2(MUT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
6. pGL4.10- *Atoh1* enhancer2(MUT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1

## Atoh1 enhancer 3

### Enhancer 3 Sequence:

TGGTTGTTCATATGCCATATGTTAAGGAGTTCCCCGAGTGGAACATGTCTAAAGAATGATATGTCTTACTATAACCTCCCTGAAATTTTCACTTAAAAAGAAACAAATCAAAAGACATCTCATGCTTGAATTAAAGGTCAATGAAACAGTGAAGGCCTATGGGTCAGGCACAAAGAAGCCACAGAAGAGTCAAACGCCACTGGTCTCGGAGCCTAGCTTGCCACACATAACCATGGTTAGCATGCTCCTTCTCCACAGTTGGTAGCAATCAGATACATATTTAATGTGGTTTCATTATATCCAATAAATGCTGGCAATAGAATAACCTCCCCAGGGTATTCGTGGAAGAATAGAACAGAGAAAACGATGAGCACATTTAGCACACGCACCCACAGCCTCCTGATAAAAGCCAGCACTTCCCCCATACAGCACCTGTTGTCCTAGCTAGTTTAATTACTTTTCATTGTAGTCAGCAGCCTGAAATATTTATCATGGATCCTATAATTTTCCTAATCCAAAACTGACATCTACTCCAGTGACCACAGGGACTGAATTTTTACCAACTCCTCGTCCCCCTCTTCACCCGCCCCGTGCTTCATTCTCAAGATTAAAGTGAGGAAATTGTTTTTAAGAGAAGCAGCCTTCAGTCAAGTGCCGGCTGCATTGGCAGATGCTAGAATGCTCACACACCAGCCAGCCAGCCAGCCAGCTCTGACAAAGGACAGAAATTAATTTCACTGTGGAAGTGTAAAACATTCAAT

### Enhancer 3 Binding Site Prediction Results:

MA0099.1.Fos::Jun (excluding overlapping sites)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.1 | MA0099.1.Fos::Jun | 6.5294576 | 0.826666 | *Atoh1* eh3 | 159 | 166 | + | ATGGGTCA |
| MA0099.1 | MA0099.1.Fos::Jun | 6.4557962 | 0.824226 | *Atoh1* eh3 | 185 | 192 | + | AAGAGTCA |
| MA0099.1 | MA0099.1.Fos::Jun | 7.2699814 | 0.851186 | *Atoh1* eh3 | 591 | 598 | + | GTGCTTCA |
| MA0099.1 | MA0099.1.Fos::Jun | 6.7202272 | 0.832982 | *Atoh1* eh3 | 613 | 620 | + | GTGAGGAA |

MA0099.2.FOS::JUN (excluding overlapping sites)

| Matrix ID | Name | Score | Relative score | Sequence ID | Start | End | Strand | Predicted sequence |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| MA0099.2 | MA0099.2.FOS::JUN | 5.6357985 | 0.816463 | *Atoh1* eh3 | 127 | 133 | + | TGAATTA |
| MA0099.2 | MA0099.2.FOS::JUN | 7.6652966 | 0.890543 | *Atoh1* eh3 | 142 | 148 | + | TGAAACA |
| MA0099.2 | MA0099.2.FOS::JUN | 6.2942185 | 0.840496 | *Atoh1* eh3 | 219 | 225 | + | TGCCACA |
| MA0099.2 | MA0099.2.FOS::JUN | 8.680231 | 0.927590 | *Atoh1* eh3 | 644 | 650 | - | TGACTGA |

TGACTGA reverse complement: TCAGTCA

### Enhancer 3 Mutation Strategy:

All 8 binding sites will undergo deletion mutation

### Enhancer 3 Construction Plan:

Vector: H352 pGL4.10

Wild-type promoter construction: pGL4.10-*Atoh1* enhancer3(WT)

Mutant promoter construction: pGL4.10- *Atoh1* enhancer3(MUT)

Control: H352 pGL4.10

### Enhancer 3 Dual Luciferase Assay Groups:

1. pGL4.10 + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
2. pGL4.10 + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
3. pGL4.10- *Atoh1* enhancer3(WT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
4. pGL4.10- *Atoh1* enhancer3(WT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
5. pGL4.10- *Atoh1* enhancer3(MUT) + pcDNA3.1(+)-MCS-3xFLAG + Renilla plasmid co-transfection in HEI-OC1
6. pGL4.10- *Atoh1* enhancer3(MUT) + pcDNA3.1(+)-*Fos*-3xFLAG + Renilla plasmid co-transfection in HEI-OC1

**Supplemental Table 1. Small Molecules**

| **Reagent** | **Concentration** | **Vendor** |
| --- | --- | --- |
| Laduviglusib (CHIR-99021) | 3 μM | Med Chem Express (Cat#HY-10182) |
| IWP-2 | 5 μM | Med Chem Express (Cat#HY-13912) |
| T-5224 | 10 μM | Med Chem Express (Cat#HY-12270) |
| EdU (5-ethynyl-2’-deoxyuridine) | 10 μM | Life Technologies (Cat# C10340) |
| 4-OHT (4-Hydroxytamoxifen) | 5 nM | Med Chem Express (Cat# HY-16950B) |
| IDPN(3,3'-Iminodipropionitrile) | 5 μl/g | TCI Shanghai (Cat#TCI-I0010) |
| Tamoxifen | 0.20 mg/g body weight | Sigma-Aldrich (Cat# T5648) |
| Aphidicolin | 1 μM | Med Chem Express (Cat# HY-N6733) |

**Supplemental Table 2. Antibodies**

| **Antibody** | **Source** | **Cat; RRID; Application** | **Dilution** |
| --- | --- | --- | --- |
| DAPI | Thermo Fisher Scientific | Cat# D1306; AB_2629482; IF | 1:800 |
| Phalloidin | Thermo Fisher Scientific | Cat# A22287; AB_2620155; IF | 1:200 |
| Rabbit anti-Myo7a | Proteus Biosciences | Cat# 25-6790; AB_10015251; IF/WB | 1:800 |
| Goat anti-Ocm | Santa Cruz Biotechnology | Cat# sc-7446; AB_2267583; IF/WB | 1:100 |
| Mouse IgG1 anti-Parvalbumin | Sigma-Aldrich | Cat# P3088; AB_477329; IF | 1:200 |
| Mouse IgG2A anti-Tuj1/beta Tubulin 3 | Neuromics | Cat# MO15013; AB_2737114; IF/WB | 1:200 |
| Mouse IgG1 anti-CtBP2 | BD Biosciences | Cat# 612044; AB_399431; IF/WB | 1:200 |
| Goat anti-Sox2 | Santa Cruz Biotechnology | Cat# sc-17320; AB_2286684; IF/WB | 1:200 |
| Rat anti-Sox2 | Thermo Fisher Scientific | Cat# 14-9811-82; AB_11219471; IF/WB | 1:200 |
| Mouse anti-Green Fluorescent Protein (GFP) | Sigma-Aldrich | Cat# G6539; AB_259941; IF/ELISA | 1:200 |
| Mouse IgG1 (κ light chain) anti-Jagged1 | Santa Cruz Biotechnology | Cat# sc-390177; AB_2892141; IF/WB | 1:200 |
| Mouse anti-Ki-67 | Abcam | Cat# ab279653; AB_2934265; IF/WB | 1:200 |
| Rabbit anti-c-Fos | Cell Signaling Technology | Cat# 2250; AB_2247211; IF/WB/ChIP | 1:100 (IF)  1:50 (CUT&Tag) |
| Rat IgG2a (κ light chain) anti-c-Fos | Synaptic Systems | Cat# 226 017; AB_2864765 | 1:200 (IF) |
| Alexa Fluor™ Donkey anti-Goat IgG 488 | Thermo Fisher Scientific | Cat# A11055; AB_2534102 | 1:500 |
| Alexa Fluor™ Donkey anti-Goat IgG 555 | Thermo Fisher Scientific | Cat# A21432; AB_2535853 | 1:500 |
| Alexa Fluor™ Donkey anti-Goat IgG 647 | Thermo Fisher Scientific | Cat# A21447; AB_2535864 | 1:500 |
| Alexa Fluor™ Donkey anti-Mouse IgG 488 | Thermo Fisher Scientific | Cat# A21202; AB_141607 | 1:500 |
| Alexa Fluor™ Donkey anti-Mouse IgG 555 | Thermo Fisher Scientific | Cat# A31570; AB_2536180 | 1:500 |
| Alexa Fluor™ Donkey anti-Mouse IgG 647 | Thermo Fisher Scientific | Cat# A31571; AB_162542 | 1:500 |
| Alexa Fluor™ Donkey anti- Rabbit IgG 405 | Thermo Fisher Scientific | Cat# A48258; AB_2890547 | 1:500 |
| Alexa Fluor™ Donkey anti-Rabbit IgG 488 | Thermo Fisher Scientific | Cat# A21206; AB_2535792 | 1:500 |
| Alexa Fluor™ Donkey anti-Rabbit IgG 555 | Thermo Fisher Scientific | Cat# A31572; AB_162543 | 1:500 |
| Alexa Fluor™ Donkey anti-Rabbit IgG 647 | Thermo Fisher Scientific | Cat# A31573; AB_2536183 | 1:500 |
| Alexa Fluor™ Donkey anti-Rat IgG 488 | Thermo Fisher Scientific | Cat# A21208; AB_2535794 | 1:500 |
| Alexa Fluor™ Donkey anti-Rat IgG 555 | Thermo Fisher Scientific | Cat# A48270; AB_2896336 | 1:500 |

**Supplemental Table 3. Primers**

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *Atoh1* | GGGGTTGTAGTGGACGAGC | CGTTGTTGAAGGACGGGATAAC |
| *Gfi1* | AGAAGGCGCACAGCTATCAC | GGCTCCATTTTCGACTCGC |
| *Pou4f3* | CCCAAATTCTCCAGCCTACA | CCAGCAGGCTCTCATCAAA |
| *Fos* | TACTACCATTCCCCAGCCGA | GCTGTCACCGTGGGGATAAA |
| *Jag1* | TGTGCAAACATCACTTTCACCTTT | GCAAATGTGTTCGGGTGGTAAGAC |

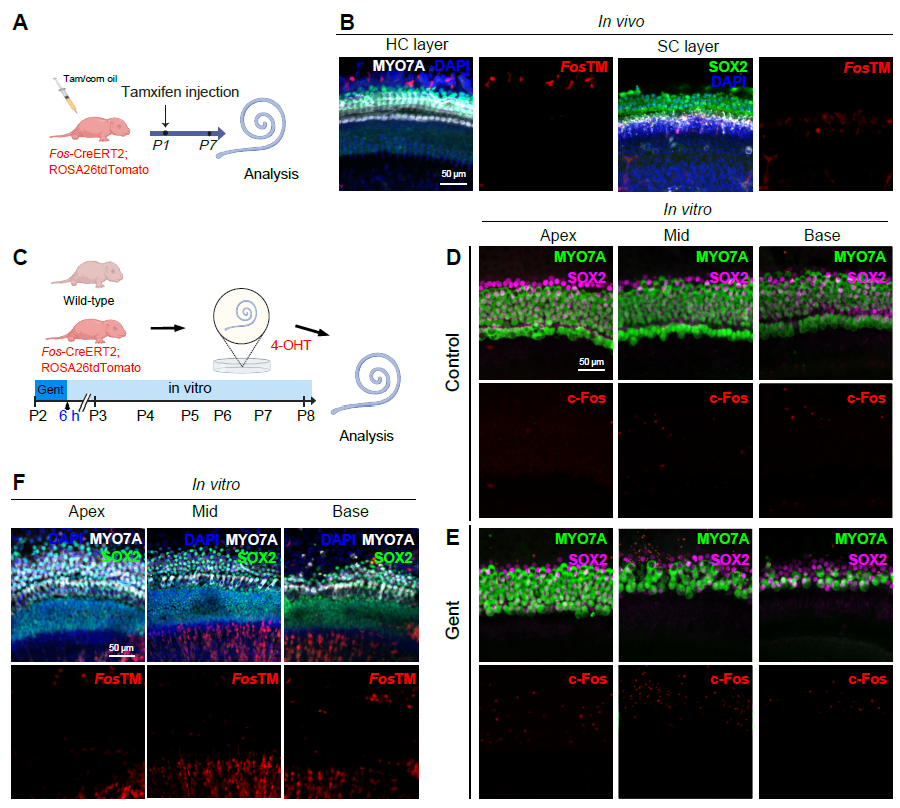
**Supplementary figures and legends.**

**Figure S1: Limited *Fos* activation in the cochlea during development and after injury.**

(A-B) In vivo lineage tracing in the developing cochlea. (A) Schematic: *Fos*TM mice received tamoxifen at P1, and cochleae were collected at P7. (B) Representative images show *Fos*-lineage labeling (*Fos*TM, red) is absent from the sensory epithelium containing hair cells (MYO7A, white) and supporting cells (SOX2, green).

(C-F) In vitro analysis of Fos activation in injured cochleae. (C) The schematic details the design for two parallel experiments using P2 cochleae. For the c-Fos protein analysis, wild-type explants were used; for lineage tracing, *Fos*TM explants were used. Both were cultured for 5 days after a 6h gentamicin treatment. (D, E) In wild-type explants, direct immunofluorescence for c-Fos protein (red) shows no induction when comparing the (D) control (undamaged) to the (E) gentamicin-damaged condition. (F) In the parallel experiment with *Fos*TM explants, representative images confirm that *Fos*-lineage labeling remains sparse and does not increase after injury.

Scale bars = 50 μm.

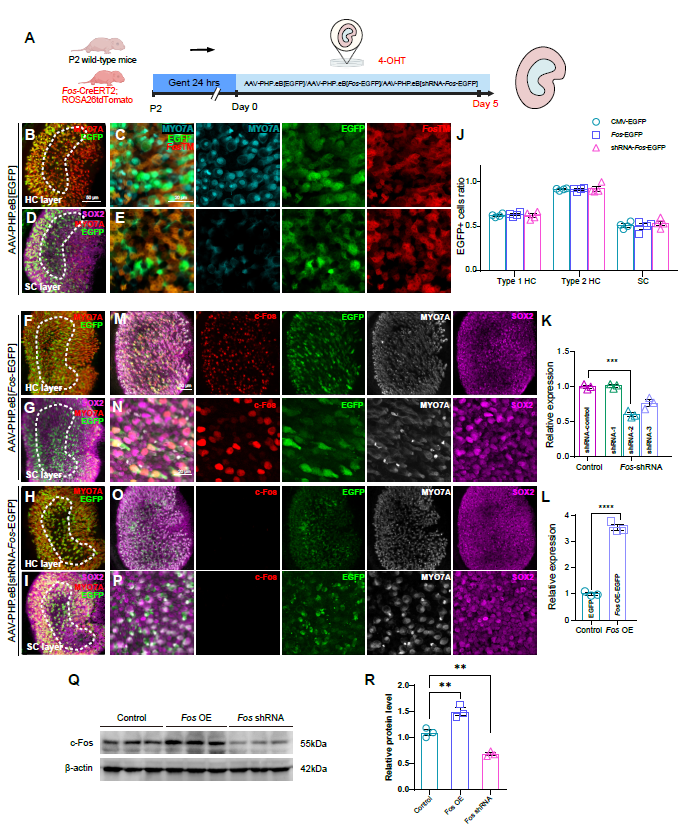

**Figure S2: Validation of AAV-PHP.eB-mediated transduction and gene regulation in utricular explants.**

(A) Experimental workflow schematic. P2 utricles were damaged with gentamicin, then transduced with one of three AAV constructs (AAV-CMV-EGFP, AAV-*Fos* OE, or AAV-*Fos* shRNA). 4-OHT was present throughout the culture period to facilitate lineage tracing in *Fos*TM reporter explants.

(B-I) Representative confocal images demonstrating AAV transduction efficiency in the hair cell layers and supporting cell layers of the utricular sensory epithelium. All images show EGFP expression (green) indicating transduced cells, co-labeled with MYO7A (hair cells, cyan) and *Fos*-lineage tracing (red)*.* (C, E) High-magnification of the utricle striolar region.

(J) Quantification of transduction efficiency. Bar graph showing the percentage of transduced (EGFP+) cells within Type I hair cells, Type II hair cells, and supporting cells for each AAV construct. (two-way ANOVA using Tukey's multiple comparisons test; n = 4 per condition).

(K-L) qPCR validation of AAV-mediated *Fos* gene regulation. (K) The selected AAV-Fos shRNA construct significantly downregulated *Fos* mRNA levels compared to controls (one-way ANOVA with Tukey’s post-hoc test, n = 3 per condition). (L) The AAV-*Fos* OE construct significantly upregulated *Fos* mRNA levels (unpaired Student's t-test, n = 3 per condition).

***p* < 0.01, ****p* < 0.001, *****p* < 0.0001. Data are shown as the mean ± SEM.

(M-P) Immunofluorescence validation of c-Fos protein regulation. Representative images show that c-Fos protein staining (e.g., white) is strongly activated by AAV-*Fos* OE (M, with high-magnification of the striolar region in N) and decreased by AAV-*Fos* shRNA (O, with high-magnification of the striolar region in P).

(Q-R) Western blot validation of c-Fos protein regulation. (Q) A representative blot and (R) corresponding quantification confirm that c-Fos protein levels significantly increased with AAV-*Fos* OE and decreased with AAV-*Fos* shRNA, relative to the EGFP control (one-way ANOVA with Tukey’s post-hoc test; n = 3 per group).

Scale bars = 50 μm (low magnification) and 20 μm (high magnification).

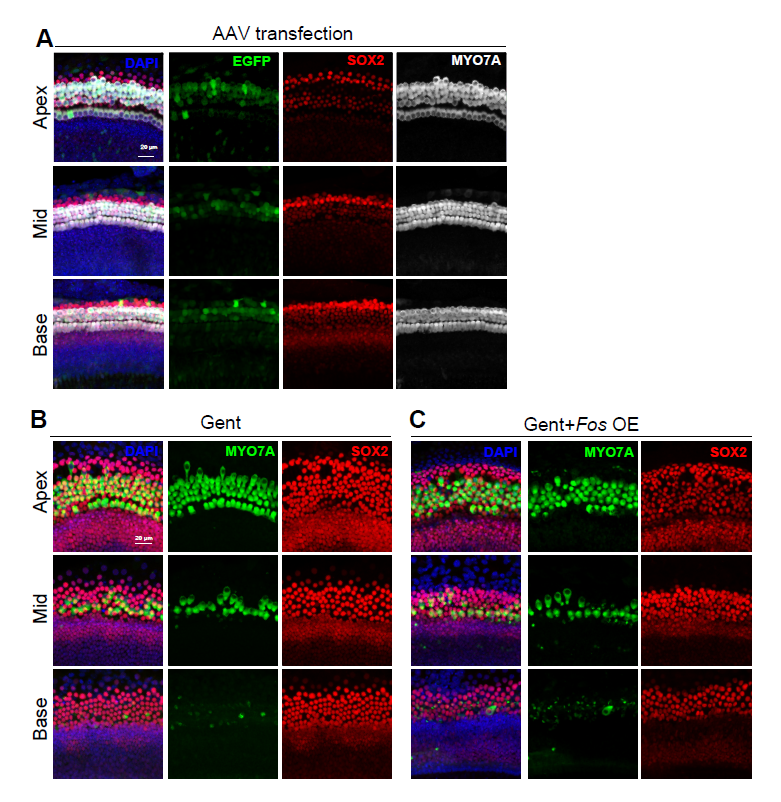

**Figure S3: *Fos* overexpression fails to promote hair cell regeneration in cochlear explants.**

(A) Representative image shows robust transduction efficiency in the cochlea, indicated by EGFP expression (green).

(B-C) Representative confocal images of cultured cochlear explants from the (B) AAV-CMV-EGFP control group and (C) the AAV-*Fos* OE group. Tissues are co-labeled for hair cells (MYO7A, green) and supporting cells (SOX2, red).

Scale bars = 20 μm.

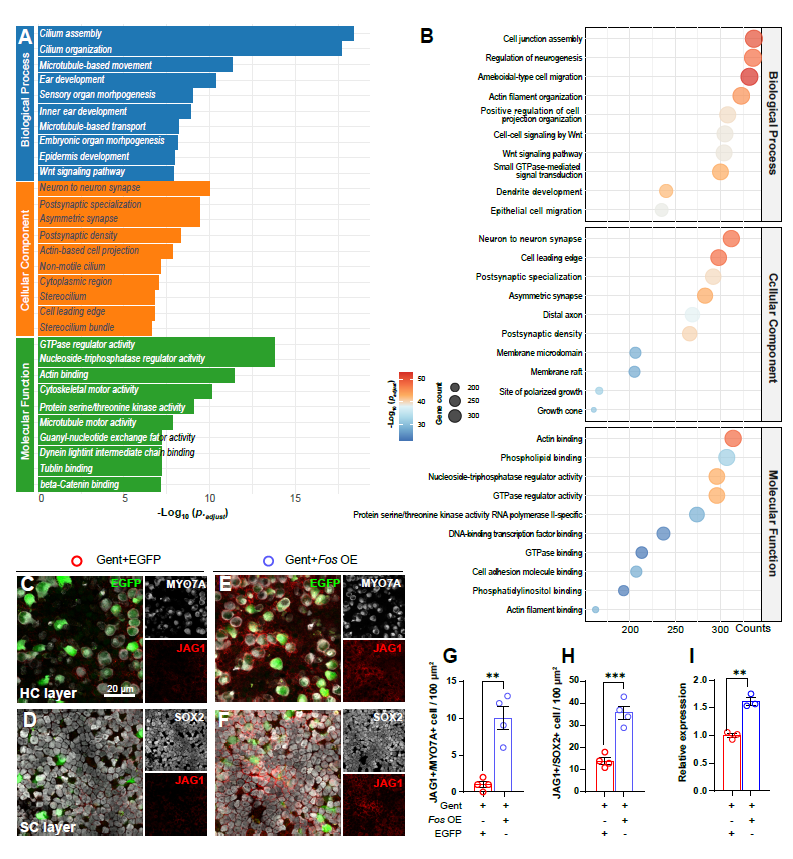

**Figure S4: Supplementary analysis of molecular pathways regulated by c-Fos.**

(A) Gene Ontology (GO) analysis of upregulated genes. Bar plot showing significantly enriched GO terms for genes upregulated in AAV-*Fos* OE-transduced utricles.

(B) GO analysis of c-Fos binding targets. Dot plot visualizing GO terms enriched for genes with c-Fos binding peaks identified by CUT&Tag analysis.

(C-H) *Fos* overexpression upregulates JAG1 protein expression in the utricular sensory epithelium. (C, D) Representative confocal images of utricles stained for JAG1 (white), MYO7A (red), and SOX2 (blue), from the (C-D) AAV-CMV-EGFP control group and (E-F) AAV-*Fos* OE group. For each condition, representative views of both the hair cell (HC) layer (C, E) and the supporting cell (SC) layer (D, F) are shown. (G-H) Quantification of (G) the number of JAG1+/MYO7A+ cells and (H) the number of JAG1+/SOX2+ cells, both showing a significant increase in the AAV-*Fos* OE group compared to the control (unpaired Student's t-tests; n = 4 per condition).

(I) qRT-PCR analysis confirms *Jag1* mRNA upregulation. Bar graph showing that *Jag1* mRNA levels are significantly elevated in AAV-*Fos* OE-transduced utricles compared to AAV-CMV-EGFP controls (unpaired Student's t-test; n = 4 per condition).

***p* < 0.01, ****p* < 0.001. Data are shown as the mean ± SEM.

Scale bars = 20 μm.

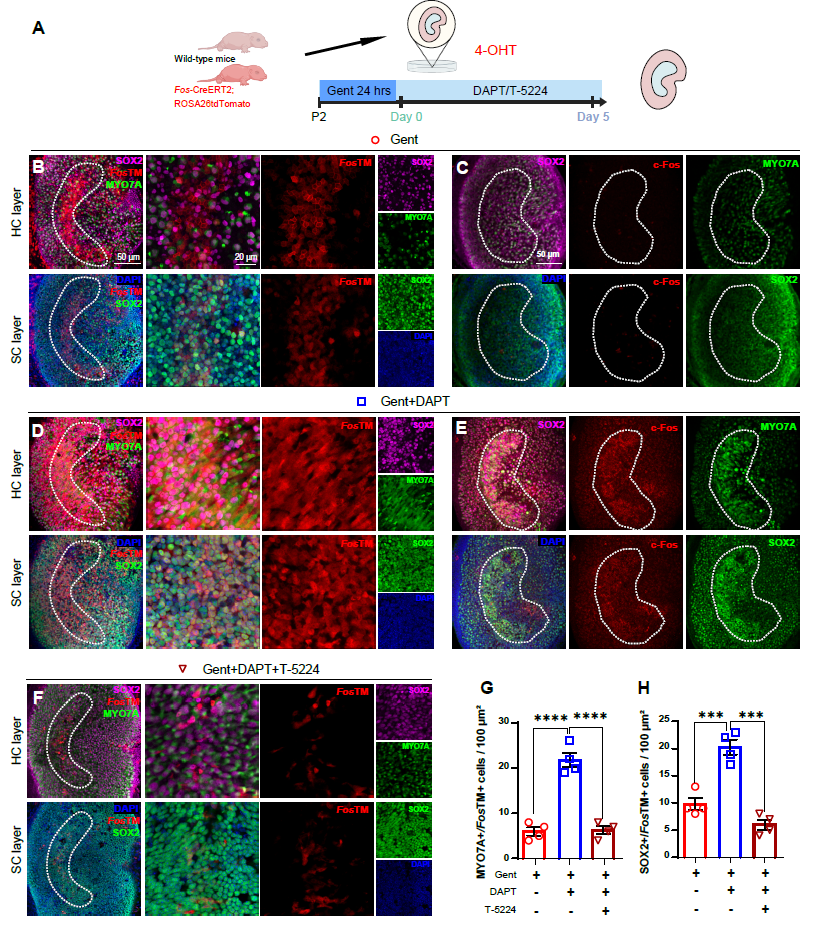

**Figure S5: Notch inhibition enhances both *Fos*-lineage labeling and c-Fos protein expression.**

(A) Schematic of the experimental design. P2 utricles from *Fos*TM mice were damaged with gentamicin. They were then cultured for 5 days in medium containing 4-OHT and EdU, under one of three conditions: gentamicin control, DAPT, or DAPT + T-5224.

(B-F) Representative confocal images comparing *Fos*-lineage labeling (*Fos*TM) and c-Fos protein immunofluorescence across the three treatment conditions. (B, D, F) display the *Fos*TM reporter (red), showing that DAPT treatment (D) markedly increases the number of labeled cells compared to the control (B), and this effect is reversed by co-treatment with T-5224 (F). Parallel immunofluorescence for c-Fos protein is shown in (C, E), confirming that DAPT treatment (E) also robustly induces c-Fos protein expression compared to the control (C).

(G-H) Quantification of *Fos*-lineage labeled cells. Bar graphs show that DAPT treatment significantly increased the number of (G) MYO7A+/*Fos*TM+ hair cells and (H) SOX2+/*Fos*TM+ supporting cells. This effect was reversed by co-treatment with the c-Fos inhibitor T-5224 (one-way ANOVA with Tukey’s HSD post-hoc test; n = 4 per condition).

****p* < 0.001, *****p* < 0.0001. Data shown as the mean ± SEM. Scale bars = 50 μm (low magnification) and 20 μm (high magnification).

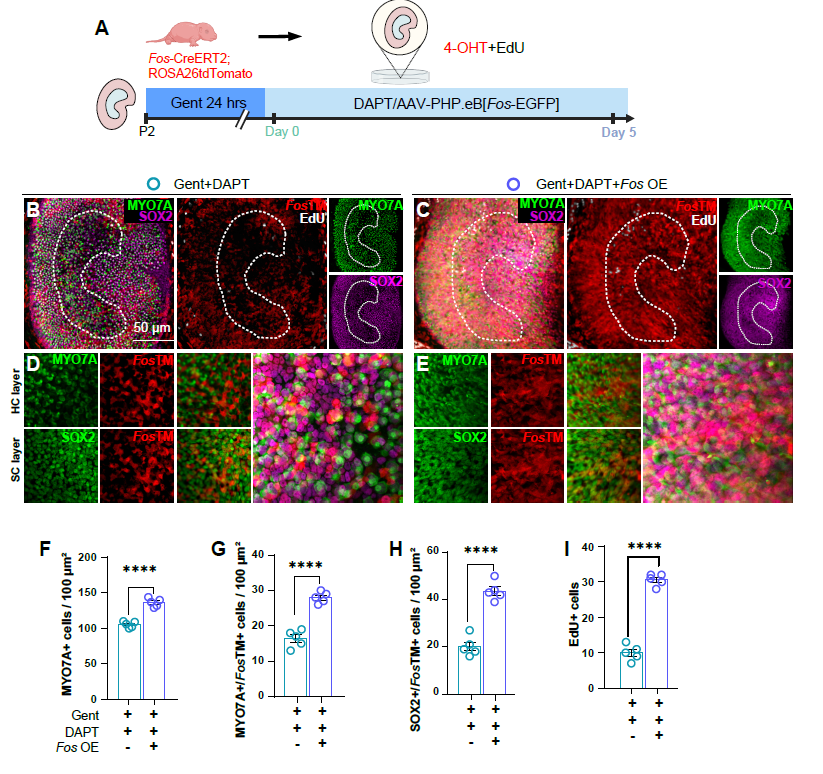

**Figure S6: Combined AAV-*Fos* OE and Notch inhibition synergistically enhances hair cell regeneration.**

(A) Schematic of the experimental design. P2 utricles from *Fos*TM mice were damaged with gentamicin. They were then cultured for 5 days in medium containing 4-OHT and EdU under different conditions: DAPT-alone, or a combination of DAPT + AAV-*Fos* OE.

(B-E) Representative confocal images of utricular sensory epithelia. Images show utricles from the (B) DAPT-alone group, and (C) the DAPT + AAV-*Fos* OE co-treatment group. (D-E) provides a higher magnification view of the striolar region, highlighting the increased number of MYO7A^+^/*Fos*TM^+^ cells.

(F-I) Quantification of (F) MYO7A^+^ cells, (G) MYO7A^+^/*Fos*TM^+^ cells, (H) SOX2^+^/*Fos*TM^+^ cells, and (I) EdU^+^ cells showed that all cell types increased after AAV-*Fos* OE/DAPT co-treatment compared to DAPT alone (unpaired Student's *t*-tests, n = 4 per condition).

*****p* < 0.0001. Data are shown as the mean ± SEM. Scale bars = 50 μm (low magnification) and 20 μm (high magnification).

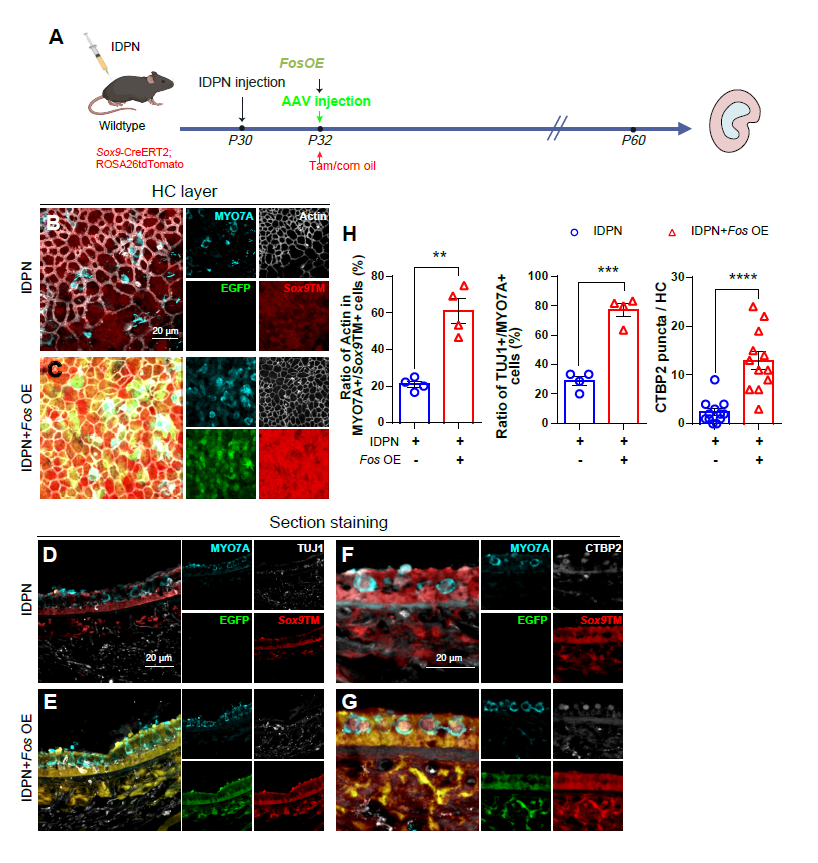

**Figure S7: *Fos* overexpression promotes the structural maturation and reinnervation of regenerated hair cells in vivo*.***

(A) Schematic diagram of the AAV-*Fos in vivo* intervention. Vestibular damage was induced in adult (*Sox9*TM) mice at P30, followed by AAV delivery at P32. Tissues were collected at P60 for analysis.

(B-D, b-d) *Fos*-mediated stereociliary bundle morphogenesis, neurite reinnervation patterns, and synaptic remodeling in regenerated hair cells as visualized by Actin, TUJ1, and CTBP2 co-labeled with MYO7A/EGFP/*Sox9*TM.

(E) Quantification of maturation and innervation metrics. Bar graphs show that, compared to the control group, *Fos* overexpression significantly increased the percentage of regenerated hair cells with actin bundles, the percentage of cells contacted by TUJ1^+^ neurites, and the density of CTBP2 synaptic puncta per hair cell (unpaired Student's t-tests, n = 4 per group).

***p* < 0.01, ****p* < 0.001, *****p* < 0.0001. Data are shown as the mean ± SEM. Scale bars = 20 μm.

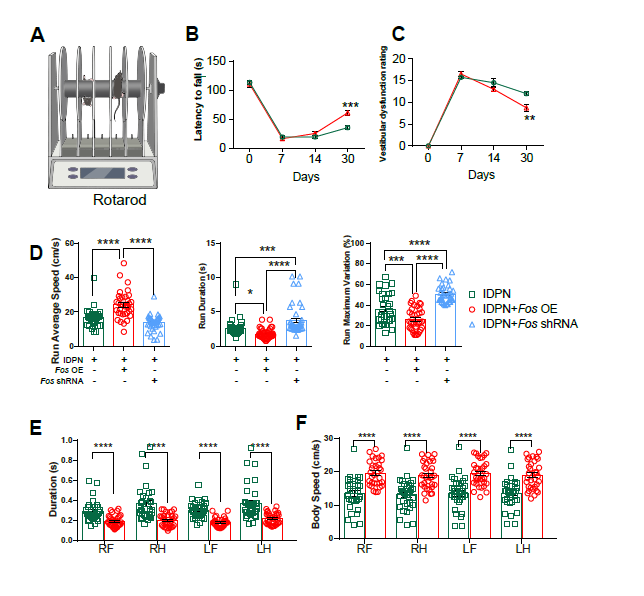

**Figure S8: *Fos* modulation affects motor coordination and gait performance after vestibular injury.**

(A) Schematic representation of the rotarod apparatus used to assess motor coordination and balance.

(B) Comparison of rotarod fall latency in the IDPN+*Fos* OE and IDPN+EGFP empty vector transfection groups at days 0, 7, 14, and 30 post-treatment. The IDPN+*Fos* OE group exhibited a significant improvement in rotarod performance over time compared to the IDPN+EGFP control group, particularly at days 14 and 30 (unpaired Student's *t*-tests, n = 4 per group).

(C) Vestibular Dysfunction Rating (VDR) scores, which assess vestibular dysfunction severity, in the IDPN+EGFP and IDPN+*Fos* OE groups at days 0, 7, 14, and 30. The IDPN+*Fos* OE group showed a faster reduction in VDR scores over time compared to the IDPN+EGFP group, indicating accelerated recovery (unpaired Student’s *t*-tests, n = 4 per group).

(D) Quantitative comparison of gait analysis parameters including run average speed, run duration, and run maximum variation (one-way ANOVA with Tukey’s HSD post-hoc test). The IDPN+*Fos* OE group exhibited better gait performance (higher speed, shorter run duration, and lower variation) compared to the IDPN+EGFP group, with AAV-*Fos* shRNA partially reversing these effects.

(E-F) Analysis of limb-specific movement speed and single-limb stance duration during locomotion for the right front (RF), right hind (RH), left front (LF), and left hind (LH) limbs (unpaired Student's *t*-tests). The IDPN+*Fos* OE group had reduced stance durations (E) and increased body speeds (F) across all limbs compared to the IDPN+EGFP group, indicating improved locomotion.

**p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001. Data are shown as the mean ± SEM.

How the deposited data were processed for this re-analysis (not part of the article)

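RNA sequencing was done on pools of 12 utricles per library from P2 mice, 5 days after injury with 2 mM gentamicin for 24 h. The 4 Gent+Fos OE libraries came from utricles that received AAV-Fos for 48 h, and the 3 Gent libraries from gentamicin-treated utricles without it. The paper's methods state 3 replicates per condition and the sample labels list 4 and 3, so all 7 libraries were used. The labels name gentamicin only for the Gent group, the legend of Fig. 6K names a control AAV group, and the names given to the deposited Gent counts contain letters that also stand for shRNA. Whether the Gent utricles received a virus, and which, is not settled, and every fold change given here rests on the labels.

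Per the file headers, the counts were made by featureCounts 2.0.6 from paired-end reads, with an annotation on mm10, before deposit. The headers show no strand setting, no counting of multi-mapping reads or of reads that hit several genes, and the 2 reads of a pair counted separately. The paper's methods name read trimming, HISAT2 alignment to mm39 and another featureCounts version, which differs from the headers. The deposited values are whole read counts per gene that were not normalized. Gene symbols were given to 24669 genes whose Ensembl ID and place carry the same symbol in GENCODE vM39 and RefSeq, and coordinates are those of the files. In total, 24915 genes had a count in any library, and 7892 genes share exonic bases with another gene.

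Library totals ran from 27879889 to 34335214 counts (median 31313523), and 20254 to 21623 genes had a count in a library. Replicates of a group differed by more than sampling of reads gives, so the spread between libraries sets the precision.

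Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn in Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by filterByExpr with default settings (17155 genes), normalized by TMM and compared by edgeR's quasi-likelihood F-test with default settings and no covariate. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 0.25. CPM values are TMM-normalized and are given per group as mean and SD. Single genes were also compared by an exact permutation test of the difference in mean log2 CPM over the 35 splits of the libraries. Named genes are those the paper names in its text for this comparison or labels in Fig. 6A, Fig. 6K and Fig. 6T, and 12 genes named elsewhere in its text. To these were added the 10 largest rises and the 10 largest falls among called genes with a mean of at least 1 CPM and no overlap between the groups, and the members of the gene lists. Results of some of these genes are not reported here.

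Hand-written gene lists covered Wnt pathway, Wnt targets, Notch pathway, hair cell fate, hair cell maturation, supporting cells, motile cilium, cell cycle, AP-1 family and targets, interferon response, p53 response, MHC class II, cornified epithelium, macrophages, melanocytes, mesenchyme, endothelium, neurons, Schwann cells and glia, and erythroid cells. Lists with at least 5 tested genes were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 19 lists, and the erythroid list had too few. The tests fry and camera with an estimated correlation were run beside it. The tests, limits, gene lists and rule for named genes, and 17 of the 22 alternative fits, were set before the data were examined. These 17 were DESeq2 (genes with a total of at least 10 counts) on all libraries and on 3 per condition, limma-voom, RLE and upper quartile normalization, no filter, at least 10 counts in every library, a gene length correction (loess span 0.3), a replicate block without and with that correction, and leaving out each library. The other 5 were bias-adjusted quasi-dispersions, halved counts, limma-voom with sample quality weights, a gene length and GC content correction, and DESeq2 with Gent replicate 2 taken out. Counts of called genes were also taken at 12 further limits, 9 of them with DESeq2 and chosen after the data were seen.

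The analysis was tested on simulated data with 200 changed genes among 4 and 3 libraries. There edgeR recovered 200 of the 200 with 2 false calls, limma-voom 200 with 2, and DESeq2 200 with 20. The raised genes had a median log2 fold change of 1.99 in edgeR, so this recovery does not show how many smaller changes would be found. With a length trend put into 1 simulated library, edgeR recovered 196, and 200 after the length correction. A raised list was found and 0 of 18 unchanged lists passed the limit. The simulated genes varied independently and the lists were drawn at random. This therefore does not show how the list test behaves for genes that vary together. GO enrichment, qRT-PCR, CUT&Tag, reporter assays and imaging were not analysed here. Gene labels of Fig. 6K and Fig. 6T were read from the pictures, and those of Fig. 6K were tallied without a test.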

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

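The length corrections of the lists, the splits of the interferon response list and the pigment cell test were tests chosen only after the result was seen, and the macrophage test was not. Of 89 values tested in the Gent+Fos OE group for a library far from the other 3, 6 passed Dixon's 95% limit for the gap over the range, and chance gives about 1 in 20. For genes the gap over the range was taken on log2 CPM, so it differs from that of the CPM values printed. The gap over the range was 0.87 for Fos in replicate 3 (166.98 against 148.83 to 151.14 CPM), 0.86 for Axin2 in replicate 1 (57.58 against 49.34 to 50.44 CPM), 0.84 for Vtcn1 in replicate 4 and 0.86 for Saa3 in replicate 2. It was 0.93 for the median of the mesenchyme list in replicate 2 (-0.3 against 0.07 to 0.1) and 0.85 for the number of genes with a count in replicate 1 (21623 against 20898 to 21004). Replicate 1 does not have the largest library of its group, since its total of 30521761 lies below the 32135217 of replicate 2, which argues against depth for its number of genes. A different mix of tissue in a pool stays open for the mesenchyme list, and a different dose of virus for Fos, and neither was tested. Without Gent+Fos OE replicate 2 the mesenchyme list stayed short of the limit (limma camera adjusted p = 0.937).

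Interferon response genes, of which the paper labels 5 in Fig. 6 (Irf7, Zbp1, Ifi47, Cxcl10 and Isg15), fell as a set that the paper does not discuss. All 47 tested genes were lower in Gent+Fos OE, with a median log2 fold change of -0.97 (limma camera adjusted p = 1.16e-64, 0.0041 with an estimated correlation, 0.000142 with fry), and all 47 had at least 1 CPM in Gent. Of these genes, 20 were called over all genes, 41 when adjusted over the list alone, and 46 had an unadjusted p under 0.05. Without the 5 labelled genes, which were picked on these libraries, the median was -0.93. The median per library was lower in all 4 Gent+Fos OE libraries than in all 3 Gent libraries, and 1 of the 35 splits, the real one, gave a difference as large. Gene length is excluded as the whole cause, since the median was -0.94 after each library's length trend was removed. Macrophage genes fell too, and the difference between the medians of the 2 lists per library had an exact permutation test p of 0.0857, or 0.0286 with the length trend removed. In Gent+Fos OE replicate 4 the macrophage median was 0.04 and the interferon response median was -0.47. Fewer macrophages therefore may account for part of the fall, and how large a part cannot be told apart with these numbers of libraries. An effect of Fos and an effect of differing virus treatment between the groups also stay open and were not tested.

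Macrophage genes, none of them labelled in Fig. 6, had a median log2 fold change of -0.64 over 22 genes, with 20 lower (limma camera adjusted p = 4.28e-10). The adjusted p was 0.026 under limma's fry and 0.147 with an estimated correlation in camera, so the result under an estimated correlation did not hold. Only Cd14 was called over all genes, 11 were called when adjusted over the list alone, and 14 had an unadjusted p under 0.05. Lyz2 fell from 3920 to 2490 CPM and Adgre1 from 715 to 455 CPM, and all 22 genes had at least 1 CPM in Gent. Gene length is excluded as the whole cause by a median of -0.41 after the length trends were removed. The medians per library did not overlap between the groups (exact permutation test, p = 0.0571). A lower number of macrophages and a change of expression within them both stay open, and no test here separates them.

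All 6 tested melanocyte genes, none of them labelled in Fig. 6, were lower in Gent+Fos OE, with a median log2 fold change of -1.37 (limma camera adjusted p = 4.02e-10, 0.0106 with an estimated correlation, 0.00076 with fry). Dct fell from 48.4 to 18.4 CPM and Pmel from 29.2 to 11.6 CPM, and Mitf changed by -0.17 (standard error 0.18). Dct and Tyrp1 were called over all genes, and 5 genes were called when adjusted over the list alone and had an unadjusted p under 0.05. After the length trends were removed the median was -1.45, which excludes gene length as the whole cause. That 0 of the 6 members rose is the pattern itself, so fewer pigment cells in the Gent+Fos OE explants and lower expression within these cells cannot be told apart. All 6 genes had at least 1 CPM in Gent.

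Of 17 p53 response genes, none of them labelled in Fig. 6, 15 were higher in Gent+Fos OE, with a median log2 fold change of 0.28 (limma camera adjusted p = 0.00122, 0.0134 with fry, 0.147 with an estimated correlation). No gene of this list was called over all genes or adjusted over the list alone, and 10 had an unadjusted p under 0.05. The medians per library did not overlap between the groups (exact permutation test, p = 0.0286). Gene length is excluded as the whole cause, since the median was 0.38 with the length trends removed. An effect of Fos and an effect of the virus itself stay open, since whether Gent received a virus is not settled. All 17 genes had at least 1 CPM in Gent.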

How the results depend on the processing

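Bias-adjusted quasi-dispersions, halved counts, limma-voom with sample quality weights, the gene length and GC content correction, DESeq2 with Gent replicate 2 taken out and 9 DESeq2 limits were tests chosen only after the result was seen. A planned correction for exonic GC content was not run, since the genome at hand is on another build, and one with GC content of transcripts matched by gene ID (17085 of 17155 genes) took its place. Against 23 genes up and 48 down, limma-voom (21 and 44), RLE normalization (23 and 48), upper quartile normalization (23 and 59), at least 10 counts in every library (20 and 48), bias-adjusted quasi-dispersions (27 and 55), halved counts (23 and 49), and a log2 fold change over 1 (22 and 42) stayed within 1.5 times. Larger counts came from no filter on low counts (63 and 141), the gene length correction (36 and 63), the length and GC correction (45 and 81), DESeq2 (275 and 336), DESeq2 with 3 libraries per condition (245 and 313), DESeq2 with Gent replicate 2 taken out (314 and 333) and limma-voom with sample quality weights (531 and 430). The limits moved them too, to 114 and 205 at an adjusted p under 0.05 and to 1900 and 2298 at an unadjusted p under 0.05. With DESeq2 on all 7 libraries, 1068 and 1151 genes passed an unadjusted p under 0.01, 2401 and 2413 one under 0.05, and 681 and 821 an adjusted p under 0.05. With 3 libraries per condition these were 934 and 986, 2039 and 2190, and 595 and 628, and with Gent replicate 2 taken out 950 and 860, 1914 and 1586, and 650 and 648. Over the 7 fits that each left out 1 library, 2 to 45 genes were up and 3 to 93 down, lowest without Gent+Fos OE replicate 3 and highest without Gent replicate 2. Fewer libraries explain lower counts by construction, and the cause of the other changes was not tested. With a replicate block, 0 genes were up and 0 down (1647 and 1742 at an unadjusted p under 0.05), and 21 and 34 with the length correction added. Same-numbered libraries correlated at 0.06, -0.04 and 0.03, so they share only a number, and a call lost under the block is not a weaker effect.

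Among named genes that were called, 591 values kept direction and side of the limit and 155 kept the direction only. Among those not called, 602 were the same, 34 passed the limit and 45 changed direction. The gene length correction turned Pou4f3 (0.13), Rbpj (-0.27), Myo7a (-0.16), Jun (0.08), Lgr5 (-0.08), Sparc (0.02) and Jund (0.22), and with the block added these were 0.19, -0.30, -0.09, 0.10, -0.14, 0.05 and 0.24, with Gfi1 at 0.02. The length and GC correction turned Gfi1 (0.01), Pou4f3 (0.17), Rbpj (-0.30), Myo7a (-0.06), Jun (0.13), Lgr5 (-0.11), Sparc (0.04) and Jund (0.20). DESeq2 with Gent replicate 2 taken out turned Pou4f3 (0.13), Rbpj (-0.16), Lgr5 (-0.00), Sparc (0.07) and Jund (0.05), and limma-voom with sample quality weights turned Rbpj (-0.05), Sox2 (-0.08), Lgr5 (-0.05) and Sparc (0.06). Upper quartile normalization turned Ush1c (-0.02) and the supporting cell list (-0.02). Over the leave-one-out fits, values ran from -0.28 to 0.13 for Pou4f3, -0.05 to 0.09 for Hes1, -0.17 to 0.24 for Rbpj, -0.02 to 0.21 for Sox2, -0.44 to 0.13 for Mki67, -0.10 to 0.00 for Jun, -0.01 to 0.30 for Lgr5, -0.11 to 0.06 for Sparc, -0.16 to 0.19 for Ush1c and -0.17 to 0.04 for Jund. None of these genes was called, and the cause was not tested.

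Of the list medians, 181 values were the same, 14 fell short of the limit, 3 passed it and 11 changed direction. Of the 19 lists, 10 passed an adjusted p of 0.05 with limma's camera and 2 with an estimated correlation. The hair cell maturation list (0.09) and the Wnt pathway list (0.17) lost the limit with fry and with an estimated correlation, and the hair cell fate list passed it with the length correction (0.27). Leave-one-out medians ran from 0.11 to 0.33 for hair cell fate (0.30 without Gent replicate 2, past the limit), 0.01 to 0.19 for hair cell maturation, -0.10 to 0.21 for the endothelial list, -0.17 to 0.07 for mesenchyme, -0.05 to 0.20 for neurons, -0.02 to 0.09 for the Notch pathway and -0.05 to 0.16 for supporting cells. The cause was not tested. At a mean under 1 CPM, as for Dll3, the depth of the libraries limits the precision of a fold change, and Hes5 could not be tested.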

Differences from the paper's values

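The DESeq2 limits at which genes were counted were tests chosen only after the result was seen. The paper's 1504 differentially expressed genes compare with 71 here, the paper's 683 upregulated genes with 23, and the paper's 821 downregulated genes with 48. The counts here came from edgeR's quasi-likelihood test, whereas the paper's methods name DESeq2, so the tests are unlike. None of the 20 alternatives set before the data were examined closed these gaps, and DESeq2 at the stated limits gave 275 and 336. With DESeq2 on all 7 libraries at an adjusted p under 0.05, 681 genes were up and 821 down, 1502 in total. Of the 12 combinations looked at, this came closest to the paper's counts, and the number down was the same. An adjusted p limit of 0.05 in place of 0.01 could therefore account for the paper's counts. The setting was chosen after seeing the values and is not the limit in the paper's methods. Other settings chosen after seeing the values lie within 1.5 times of the paper's counts, namely DESeq2 at an adjusted p under 0.05 on 3 libraries per condition (595 and 628) or with Gent replicate 2 taken out (650 and 648), and at an unadjusted p under 0.01 on the same sets (934 and 986, 950 and 860). DESeq2 at an unadjusted p under 0.01 on all libraries comes within 1.5 times for the genes down (1151) and for the total (2219), and limma-voom with sample quality weights for the genes up (531), both chosen after seeing the values. Fig. 6C shows about 2400 upregulated genes, read by eye, against 23 here. Of the alternatives set before the data were examined, an unadjusted p under 0.05 in edgeR (1900 genes) came within 1.5 times of it and the others did not. DESeq2 at an unadjusted p under 0.05 gave 2401, and on 3 libraries per condition 2039 and with Gent replicate 2 taken out 1914, all chosen after seeing the values.

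Of the 20 log2 fold changes that were read by eye from Fig. 6A, 17 lay within 1 standard error (or the precision of the reading) of the values here, and 3 did not. In Fig. 6A the log2 fold change of Jag1 is about 0.9, read by eye, against 0.63 here. With the replicate block, without Gent replicate 1, without Gent replicate 3 and with DESeq2 on 3 libraries per condition the value was 0.70 to 0.77, within 1 standard error of the paper's value but still below it, and under the other alternatives set before the data were examined it lay further away. That of Atoh1 is about 1.1 in Fig. 6A, read by eye, against 0.23 here, and that of Gfi1 about 0.5, read by eye, against -0.18 here. None of the alternatives set before the data were examined closed the gap for Atoh1 or for Gfi1.

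The paper names Atoh1 and Gfi1 as raised by Fos overexpression, from RNA sequencing and qRT-PCR, with reporter assays for both and binding data for Atoh1. Only the RNA sequencing was analysed here, and neither gene was called in any of the 22 alternative fits. The paper also states that the expression of Notch pathway genes changed. None of the 8 reported here was called in the main edgeR fit, with 7 at an unadjusted p under 0.05. Jag1, Jag2, Hes1, Dll3 and Psen2 were called in none of the 22 fits. For Jag1 the paper also shows qRT-PCR and immunostaining, which were not analysed here. Notch1 was called by DESeq2 on all libraries and on 3 per condition and, in fits chosen after seeing the data, by limma-voom with sample quality weights and DESeq2 with Gent replicate 2 taken out. Notch3 was called in these 4 fits, with no filter on low counts, and with the length and GC correction, which was chosen after seeing the data, and it passed edgeR's adjusted p under 0.05. Notch4 was called by DESeq2 on all libraries and by limma-voom with sample quality weights and DESeq2 with Gent replicate 2 taken out, both chosen after seeing the data. At the DESeq2 limits chosen after seeing the values, an adjusted p under 0.05 on all libraries also took in Jag1, and an unadjusted p under 0.05 took in Jag2, Dll3 and Psen2, but not Hes1, Atoh1 or Gfi1.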

Other observations

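The counts of splits for the lists and for the length trend, and the tests of Gent replicate 2, the cell cycle list, the Wnt list and the length correction with 1 library left out were tests chosen only after the result was seen, and the others reported here were not. Of the 35 splits of the 7 libraries into 4 and 3, 1, the real one, gave as many as 71 called genes, and the other splits gave 0 called genes, with up to 2753 genes at an unadjusted p under 0.05. As many as 10 lists past an adjusted p of 0.05 were found in 5 of the 35 splits, so the number of lists alone does not set the real split apart.

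The trend of the log2 fold change with gene length was as large in 13 of the 35 splits. Between pairs of libraries from different groups the Spearman's rho had a size of 0.03 to 0.48 (median 0.28), against 0.04 to 0.20 within Gent+Fos OE and 0.27 to 0.47 within Gent. Of the called genes, 11 of 23 up and 8 of 48 down were longer than the median tested gene, with median lengths of 3966 and 2592.5 bp. Of the 71 called genes, 66 were called after each library's length trend was removed, which excludes the trend as the whole cause of the calls. Gent replicate 2 had a median correlation of 0.959 with the other libraries (others at least 0.984) and a trend with GC content (rho 0.37). Its root mean square log2 distance from its group was 0.78, and 0.73 after the length trend was removed, against at most 0.63 in the other libraries, which excludes this trend as its whole cause. Lower RNA integrity and a different mix of cells in this pool stay open, and no biological explanation was tested.

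For hair cell maturation genes and Wnt pathway genes, members shorter than the median tested gene had median log2 fold changes of -0.05 and -0.10, and the longer ones were higher. With the length trends removed, both lists were past an adjusted p of 0.05 in limma's camera (0.0269 and 0.0201), which argues against gene length as the whole cause. That result held in 6 of 7 fits that also left out 1 library for the maturation genes and in 5 of 7 for the Wnt genes. Without Gent replicate 1 the corrected maturation median was -0.03, and without Gent+Fos OE replicate 1 the adjusted p of the Wnt list in limma's camera was 0.0762. Because the result was lost in some of these fits, whether these genes rise apart from gene length stays open. The interferon response, macrophage, melanocyte, p53 response and cell cycle lists stayed past the limit in all 7 such fits. An effect of Fos stays open and was not tested separately.

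Cornified epithelium genes, of which 18 of 21 had at least 1 CPM in Gent, had a median log2 fold change of 0.29, with 15 of the 21 higher (limma camera adjusted p = 1.08e-05, 0.0237 with fry, 0.147 with an estimated correlation). Crct1 and Aqp3 were called over all genes, 4 genes were called when adjusted over the list alone, and 11 had an unadjusted p under 0.05. Without the 5 genes labelled in Fig. 6, which the study picked on these libraries, the adjusted p in limma's camera was 0.264 (median 0.16). Leaving out picked genes is itself a selection, so this value is not unbiased either. Krt5 averaged 0.196 CPM in Gent+Fos OE and 0.459 CPM in Gent, and Krt14 0.11 and 0.0971 CPM, which argues against more skin in the Gent+Fos OE explants. An effect of Fos on these genes stays open and was not tested.

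Cell cycle genes were lower in Gent+Fos OE for 34 of 35 genes, with a median log2 fold change of -0.50 (limma camera adjusted p = 3.59e-14, 0.0134 with fry, 0.147 with an estimated correlation). None of the 35 was called over all genes, 8 were called when adjusted over the list alone, 27 had an unadjusted p under 0.05, and none is labelled in Fig. 6. The length correction left the median at -0.45, which excludes gene length as the whole cause. The medians per library did not overlap between the groups (exact permutation test, p = 0.0571). The paper reports the opposite direction for proliferation, with more EdU-labelled cells in the striolar region under Fos overexpression. EdU was present throughout that culture, whereas the RNA here is from pooled utricles at day 5, so the measures are unlike. An effect of Fos, differing virus treatment and a different mix of cells stay open, and none was tested.

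Motile cilium genes had a median log2 fold change of 0.18, with 20 of 32 higher and 31 at 1 CPM or more in Gent (limma camera adjusted p = 0.000371, 0.0939 with fry, 0.428 with an estimated correlation, and up to 0.189 without Gent replicate 1). None was called over all genes, 5 were called when adjusted over the list alone, and 11 had an unadjusted p under 0.05. The 14 shorter genes had a median of -0.16 and the 18 longer ones of 0.60, and after the length correction these were 0.10 and 0.31 (limma camera adjusted p of the list = 0.000504). Without the 1 labelled gene of Fig. 6 the median was 0.11 (limma camera adjusted p = 0.000929). MHC class II genes had a median of -0.47 over 7 genes, 6 of them lower and 6 at 1 CPM or more in Gent (limma camera adjusted p = 0.0259, 0.0168 with fry, 0.147 with an estimated correlation, 0.183 with the length correction), with Ciita called up and Cd74 called down, 2 genes called when adjusted over the list alone, and 3 at an unadjusted p under 0.05. Without Cd74, labelled in Fig. 6 and picked on these libraries, the adjusted p of this list in limma's camera was 0.75, a value that is itself selected. AP-1 family and target genes had a median of 0.15 over 30 genes, 3 of them labelled in Fig. 6 and 26 at 1 CPM or more in Gent (limma camera adjusted p = 0.396, 0.0279 with the length correction), with 7 called when adjusted over the list alone and 14 at an unadjusted p under 0.05. The other lists had medians of -0.01 (endothelial, 8 genes), -0.08 (mesenchyme, 12), 0.11 (neuron, 9), -0.20 (Schwann cells and glia, 8) and 0.01 (supporting cells, 17), with limma camera adjusted p-values of 0.24, 0.434, 0.396, 0.428 and 0.491, and changed direction between leave-one-out fits except for Schwann cells and glia. In these 5 lists no gene was called over all genes, 1, 0, 0, 1 and 1 were called when adjusted over the list alone, and 2, 2, 2, 4 and 5 had an unadjusted p under 0.05. Fig. 6 labels 1 endothelial and 1 supporting cell gene, and 5 supporting cell genes are also in another list. The erythroid list was not tested, with 1 gene left.

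Of 12 genes that the paper names elsewhere in its text, none was called and 3 had an unadjusted p under 0.05 (Sox9 0.42, Axin2 0.27 and Cntn1 0.52). Their log2 fold changes ran from -0.23 (Mki67) to 0.52 (Cntn1). The value of Mki67 was 0.13 without Gent replicate 1.

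With DESeq2 on all 7 libraries at an unadjusted p under 0.01 and the same fold limit, 1068 genes were up against the paper's 683, which excludes unadjusted p-values at this limit on these 7 libraries as the reason for the paper's larger counts.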
